# Transcriptome analysis reveals role of transcription factor WRKY70 in early *N-*hydroxy-pipecolic acid signaling

**DOI:** 10.1093/plphys/kiae544

**Published:** 2024-10-15

**Authors:** Jessica Foret, Jung-Gun Kim, Elizabeth S Sattely, Mary Beth Mudgett

## Abstract

*N*-Hydroxy-pipecolic acid (NHP) is a mobile metabolite essential for inducing and amplifying systemic acquired resistance (SAR) following a pathogen attack. Early phases of NHP signaling leading to immunity have remained elusive. Here, we report the early transcriptional changes mediated by NHP and the role salicylic acid (SA) plays during this response in *Arabidopsis* (*Arabidopsis thaliana*). We show that distinct waves of expression within minutes to hours of NHP treatment include increased expression of WRKY transcription factor genes as the primary transcriptional response, followed by the induction of WRKY-regulated defense genes as the secondary response. Most genes induced by NHP within minutes were SA dependent, whereas those induced within hours were SA independent. These data suggest that NHP induces the primary transcriptional response under basal levels of SA and that new SA biosynthesis via ISOCHORISMATE SYNTHASE 1/SA-INDUCTION DEFICIENT 2 is dispensable for inducing the secondary transcriptional response. We demonstrate that WRKY70 is required for the induced expression of a set of genes defining some of the secondary transcriptional response, SAR protection, and NHP-dependent enhancement of reactive oxygen species production in response to flagellin treatment. Our study highlights the key genes and pathways defining early NHP responses and the role of WRKY70 in regulating NHP-dependent transcription.

## Introduction

Systemic acquired resistance (SAR) is a whole-plant defense response triggered by an initial pathogen attack. During the establishment of SAR, mobile signals are sent from infected tissue to uninfected tissue, initiating the priming of immune responses and enhancing immunity against secondary pathogen infections (Fu and Dong 2013; Tian and Zhang 2019; Kachroo and Kachroo 2020). To achieve a primed state, plants execute substantial transcriptional reprogramming of several hundred to a few thousand genes, resulting in the increased accumulation of defense hormone salicylic acid (SA), sensing and signaling components for pathogen detection, and production of antimicrobial compounds (Jaskiewicz et al. 2011; Conrath et al. 2015; Bernsdorff et al. 2016). In addition, several small molecules produced by plants during infection help to orchestrate this defense priming, including SA and the bioactive metabolite *N*-hydroxy-pipecolic acid (NHP) (Chen et al. 2018; Hartmann et al. 2018; Klessig et al. 2018).

NHP is a mobile metabolite that can move from one leaf to another to mediate long-distance cellular communication (Chen et al. 2018; Mohnike et al. 2021; Yildiz et al. 2021). In *Arabidopsis* (*Arabidopsis thaliana*), the enzyme FLAVIN-DEPENDENT MONOOXYGENASE 1 (FMO1) catalyzes the *N*-hydroxylation of lysine-derived pipecolic acid (Pip) in response to pathogen infection to produce NHP (Chen et al. 2018; Hartmann et al. 2018). Notably, *fmo1* null mutants are impaired in local disease resistance during pathogen infection and fail to establish SAR (Bartsch et al. 2006; Mishina and Zeier 2006). Treatment of *fmo1* mutant plants with exogenous NHP is sufficient to induce systemic resistance against bacterial and oomycete pathogens (Chen et al. 2018; Hartmann et al. 2018). Furthermore, NHP treatment of a single leaf is sufficient to initiate and amplify defense signaling throughout the plant, resulting in the transcriptional activation of a large subset of SAR-associated genes within 24 h of treatment (Yildiz et al. 2021, 2023), including genes encoding the SA biosynthetic enzyme ISOCHORISMATE SYNTHASE 1/SA-INDUCTION DEFICIENT 2 (ICS1/SID2), the Pip biosynthetic enzymes AGD2-LIKE DEFENSE RESPONSE PROTEIN 1 (ALD1) and SAR-DEFICIENT 4 (SARD4), as well as its own biosynthetic enzyme FMO1 (Chen et al. 2018). Collectively, these findings highlight the importance of NHP in initiating immune signaling to establish local and systemic plant defenses.

Induction of *ICS1*/*SID2* transcription by NHP signaling results in the accumulation of SA in both local and systemic tissues (Chen et al. 2018; Hartmann et al. 2018). Elevation of SA in turn amplifies SAR-associated transcriptional changes (Bernsdorff et al. 2016). Signaling downstream of SA accumulation is largely driven by the action of the SA receptor and transcriptional coactivator NONEXPRESSER OF PR GENES 1 (NPR1), which interacts with a number of TGA transcription factors (TFs) from the basic leucine zipper (bZIP) family to alter gene expression (Zhang et al. 1999; Wang et al. 2006; Wu et al. 2012). Members of the biotic and abiotic stress response WRKY TF family are among the known targets of the NPR1/TGA interaction (Thibaud-Nissen et al. 2006; Wang et al. 2006). WRKY TFs have been identified as key regulators of NPR1-dependent and NPR1-independent SAR responses. Additionally, some WRKY members play important roles in feedback regulation of transcription (Pandey and Somssich 2009; Fu and Dong 2013). For example, WRKY54 and WRKY70 modulate SA biosynthesis through repression of *ICS1*/*SID2* expression (Wang et al. 2006).

The interplay between SA and NHP appears to be interdependent and synergistic with both metabolites being able to upregulate one another's biosynthetic pathways (Chen et al. 2018; Hartmann et al. 2018; Sun et al. 2020). Notably, elevated endogenous levels of Pip, the precursor of NHP, primes the expression of both NHP and SA biosynthetic genes under low concentrations of SA by stabilizing NPR1 levels (Kim et al. 2020). This points to an intriguing dynamic relationship between SA and NHP over the course of SAR activation. Evidence suggests NHP accumulates to detectable levels in systemic tissues roughly 24 h before SA accumulation is detected (Hartmann and Zeier 2019). In such a case, NHP would need to drive systemic signaling for a substantial period of time before SA could further amplify SAR responses. It is currently unclear how the levels of SA in leaves impact early NHP signaling. Furthermore, little is known about the very early phase of NHP signaling in the tissues where it is first produced or in the distal tissues once NHP arrives there. Key players of NHP signaling and the progression of NHP-dependent transcriptional reprogramming require further investigation.

Presently, the majority of genome-wide transcriptomic studies of SAR have been carried out on the timescale of 1 to 2 d postinduction; this includes pharmacological studies using Pip and NHP treatment (Bernsdorff et al. 2016; Hartmann et al. 2018; Yildiz et al. 2021, 2023). These data have revealed that NHP ultimately activates SAR in untreated tissue but do not shed light on early signaling events that lead to the observed SAR phenotype. The immediate consequences of NHP accumulation on gene expression have not been described. Studying very early transcriptional changes, within minutes to hours of elicitor treatment, has been an effective strategy for elucidating key components of signaling pathways for SA, jasmonic acid (JA), and brassinosteroid (Friedrichsen et al. 2002; Chini et al. 2007; Ding et al. 2018). Thus, in an effort to better understand NHP's primary action in signal transduction, we determined the genome-wide transcriptional responses in *Arabidopsis* from 15 min up to 6 h after treatment with exogenous NHP.

Here, we report the early NHP transcriptional profile and the role SA plays during this response. We present evidence indicating that increased expression of WRKY TFs defines the primary transcriptional responses mediated by NHP within minutes (i.e. 15 to 30 min) posttreatment, and WRKY TFs act as executors of the secondary transcriptional responses within hours (i.e. 3 to 6 h). The majority of genes induced by NHP within minutes were SA dependent, whereas those induced within hours were SA independent. These data suggest that NHP induces the primary transcriptional response at basal levels of SA and new SA biosynthesis via ICS1/SID2 is dispensable for induction of the secondary transcriptional response. We also show that WRKY70 is required for NHP-induced transcription of a set of genes defining secondary transcriptional changes as well as NHP enhancement of reactive oxygen species (ROS) and regulation of SAR. Taken together, our study highlights the key genes and pathways defining early NHP responses and a role for WRKY70 in the regulation of NHP-dependent transcription.

## Results

### NHP induces expression of defense-associated genes within minutes

Previous studies in *Arabidopsis* have demonstrated that exogenous application of NHP to a leaf (defined as “local tissue”) is sufficient to initiate and amplify defense signaling in untreated leaves (defined as “distal tissue”), including the transcriptional activation of SAR marker genes (Chen et al. 2018; Hartmann et al. 2018; Nair et al. 2021; Yildiz et al. 2021). Notably, these studies focused on gene expression changes in distal tissues at late time points (24 to 48 h) following NHP elicitation. However, it was unknown which gene expression changes occur immediately in response to NHP treatment. We hypothesized that once present in the tissue, either via endogenous synthesis or exogenous application, NHP initiates signaling that leads to transcriptional changes on a timescale of minutes to several hours, which are essential for the execution of NHP-dependent immune responses.

In order to test this hypothesis, we set out to identify NHP-responsive transcriptional markers and determine the earliest time frame when NHP could induce these genes. We first questioned if NHP could induce the expression of classical SAR-associated marker genes (i.e. *FMO1*, *ICS1*/SID2, and *PATHOGENESIS-RELATED PROTEIN 1* [*PR1*]) within several hours of treatment. Studies have shown *FMO1*, *ICS1*/*SID2*, and *PR1* are induced between 8 and 48 h following NHP treatment (Chen et al. 2018; Nair et al. 2021). Therefore, we began by testing the response to NHP within 24 h of treatment. The leaves of 4.5-wk-old *Arabidopsis* Col-0 (wild type) plants were infiltrated with 1 mm NHP, and then treated leaves were collected for mRNA isolation at 2, 6, and 24 h. Reverse transcription quantitative PCR (RT-qPCR) analysis showed significantly increased transcript abundance of all 3 genes in NHP-treated leaves at 24 h but not at 2 and 6 h compared to water (mock)-treated leaves (Fig. 1A). These data indicate that *FMO1*, *ICS1*/*SID2*, and *PR1* are responsive to NHP treatment but are likely not primary targets of NHP transcriptional activation.

**Figure 1.**
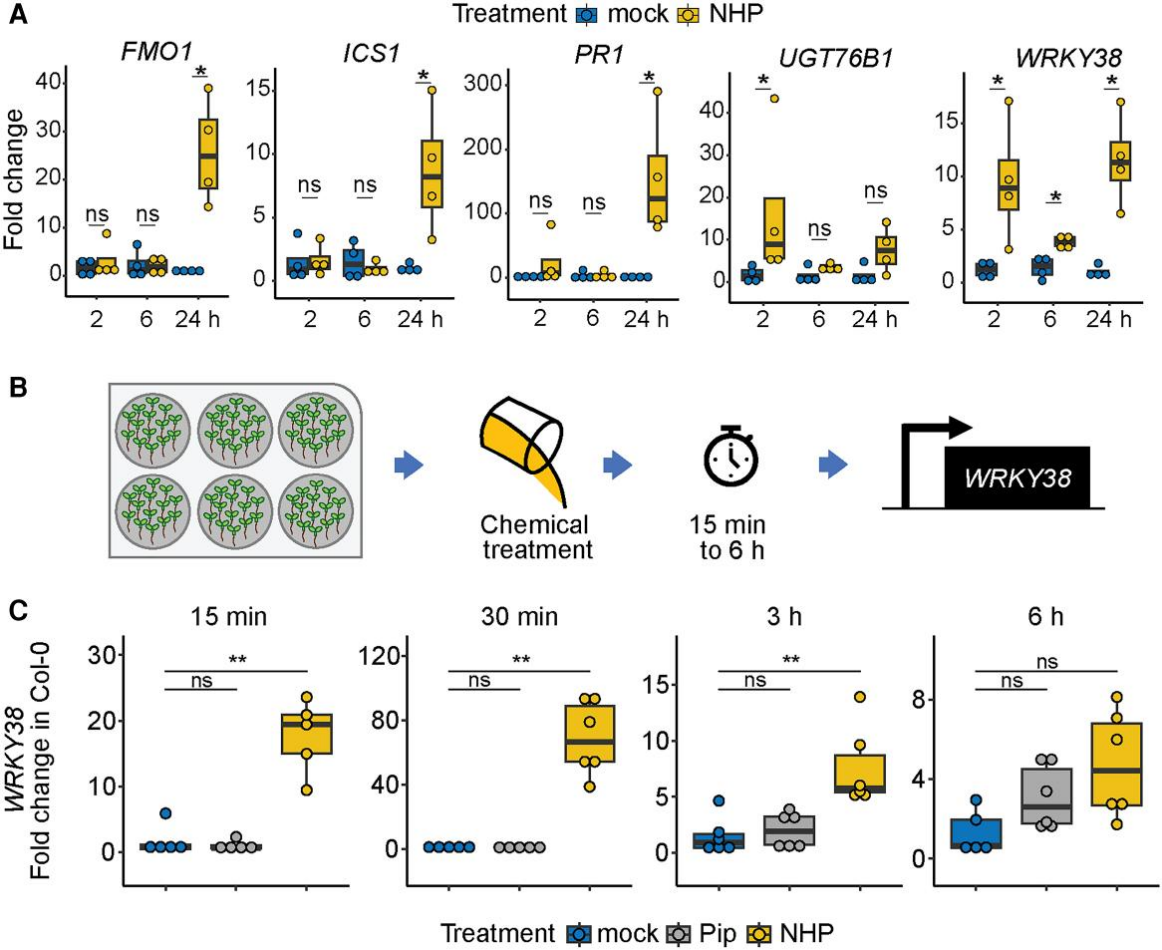
NHP induces *WRKY38* expression at early time points. **A)** Transcript abundance of SAR marker genes *FMO1*, *ICS1*/*SID2*, and *PR1* and early SA-responsive marker genes *WRKY38* and *UGT76B1* in 4.5-wk-old wild-type (Col-0) *Arabidopsis* plants. Three leaves were infiltrated with sterile water (mock) or 1 mm NHP and collected after 2, 6, and 24 h for mRNA isolation. Transcript abundance was measured via RT-qPCR and normalized relative to *UBC21* (AT5G25760). FC was determined relative to mock (2^−ΔΔCt^). Asterisks indicate a significant difference between mock and NHP per time point (*n* = 4; Mann–Whitney *U* test; *P < 0.05, ns = not significant). **B)** Design of seedling-based assay. *Arabidopsis* seedlings (15 to 18/well) were hydroponically grown, treated with MS medium (mock), 1 mm Pip, or 1 mm NHP, and then collected at 15 min, 30 min, 3 h, and 6 h for RT-qPCR analysis of *WRKY38* transcript abundance in wild type. **C)** Expression of *WRKY38* in seedlings from the experiment described in **B)**. Transcript abundance was normalized relative to *UBC21* and mock-treated samples for each condition (2^−ΔΔCt^). Box and whisker dot plots represent the median (center line), first and third quartiles (box edges), and the minimum and maximum values (whiskers). Asterisks indicate a significant difference between mock and Pip or NHP at each time point (*n* = 4 to 6; Mann–Whitney *U* test; **P < 0.01, ns, not significant).

Next, we tested the ability of NHP to induce expression of *WRKY38* and UDP-GLYCOSYLTRANFERASE 76 B1 (*UGT76B1*), 2 genes known to respond to SA within 2 h of treatment (Blanco et al. 2009). *WRKY38* encodes a defense-associated TF, and *UGT76B1* encodes a UDP-dependent glycosyltransferase shown to glycosylate SA and NHP (Eulgem et al. 2000; Bauer et al. 2021; Cai et al. 2021; Holmes et al. 2021; Mohnike et al. 2021). We found a significant increase of mRNA abundance for both *WRKY38* and *UGT76B1* in NHP-treated leaves at 2 h compared to mock-treated leaves (Fig. 1A). *WRKY38* transcript levels were also elevated at 6 and 24 h after treatment with NHP (Fig. 1A). These data indicate that both *WRKY38* and *UGT76B1* are early NHP-responsive transcripts.

We used the *WRKY38* gene as a marker to define the earliest time when NHP-induced transcriptional changes could be measured. To this end, we implemented a hydroponically grown seedling assay to synchronize chemical treatment and increase the number of plants sampled, while minimizing mechanical stress. Wild-type seedlings were grown in liquid medium in 6-well plates with 15 to 18 seeds per well. The seedlings were treated with mock, 1 mm Pip, or 1 mm NHP at 10-day postgermination and then collected at 15 min, 30 min, 3 h, and 6 h posttreatment to isolate mRNA (Fig. 1B). *WRKY38* transcript abundance was significantly elevated in *Arabidopsis* seedlings treated with NHP as early as 15 min, peaking in abundance at 30 min, when compared to those treated with mock or Pip (Fig. 1C). This trend continued through 3h following NHP treatment. The NHP precursor Pip did not elicit an increase in *WRKY38* mRNA within 3 h but showed a slight trend of increased abundance at the 6 h time point (Fig. 1C). These results indicate that exogenous NHP, but not Pip, is sufficient to elevate *WRKY38* transcript abundance within 15 min of application.

Since *WRKY38* expression is known to be induced by SA treatment (Blanco et al. 2009), we questioned if NHP-induced expression of *WRKY38* is dependent on SA derived from the ICS1/SID2 biosynthetic pathway by utilizing the well-characterized *sid2-2* mutant that does not accumulate SA upon pathogen infection (Wildermuth et al. 2001). Wild-type and *sid2-2* seedlings were grown hydroponically, treated with mock, 1 mm Pip, or 1 mm NHP, and then collected 3 h after treatment. NHP treatment increased *WRKY38* mRNA abundance in the *sid2-2* mutant relative to mock treatment, similar to wild-type seedlings (Supplementary Fig. S1). These findings indicate that NHP is sufficient to alter *WRKY38* transcript abundance in the absence of SA accumulation, defining *WRKY38* as an early NHP-induced, SA-independent transcript.

### The early NHP-responsive transcriptome reveals distinct waves of expression

We next questioned how the presence of NHP impacts whole-genome transcriptional changes within minutes to hours of treatment in a SA-dependent and SA-independent manner. To address this, *Arabidopsis* wild-type and *sid2-2* mutant seedlings were grown in the same hydroponic design as previously described for RT-qPCR experiments (Fig. 1B). The *sid2-2* mutant was analyzed in order to identify transcriptional changes dependent on NHP-induced SA biosynthesis (Chen et al. 2018). Each pool of seedlings was treated with mock or 0.5 mm NHP for 15 min, 30 min, 3 h, and 6 h. A reduced concentration of NHP was used as we found that 0.5 mm NHP induced similar *WRKY38* mRNA accumulation as 1 mm NHP (Supplementary Fig. S2). The abundance of mRNA in the treated seedlings was assessed for each condition via RNA sequencing (RNA-seq). 

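RNA-seq libraries from Col-0 and sid2-2 seedlings treated with mock or 0.5 mM NHP were compared after 15 and 30 min and after 3 and 6 h, with 3 libraries per group and 48 libraries in all. By the paper's methods, each library came from its own well of seedlings, and poly(A) RNA was sequenced as paired-end reads that were trimmed and mapped with CLC Genomics Workbench. Reads assigned to genes per library ranged from 20090791 to 28382977 (median 22940376) in Col-0. In sid2-2 they ranged from 20426502 to 26930192 (median 23457335). The authors compared mock with NHP by DESeq2 at each time point and genotype. Here the gene counts made by the authors were fitted again with edgeR, with the 48 libraries in 1 model of 16 groups and the 20926 genes kept by filterByExpr. A gene was called at an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within each comparison, and counted as up or down past a log2(FC) of 1 or -1. By the sample setup table, no library batch holds both mock and NHP libraries of the same genotype and time point, except for 1 batch of Col-0 at 6 h. For a single gene at 15 min, 30 min and 3 h, a difference between batches therefore cannot be separated from the response to NHP. At 30 min and 3 h the Col-0 NHP and sid2-2 mock libraries shared a batch. A batch term at 6 h rests in Col-0 on 1 mock and 1 NHP library, those of the batch that holds both. In sid2-2 it takes the difference between batches from the Col-0 libraries. Calls lost with this term are therefore weak evidence against a response.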

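In mock libraries, ICS1, the gene mutated in sid2-2, was lower in sid2-2 than in Col-0 at 15 min, with a log2 difference of -3.55 ± 0.193 (SE, adjusted p = 2.67e-23) by the edgeR quasi-likelihood test in a fit of 72 libraries that also held those of fmo1-1. The differences at the later time points were -4.29 ± 0.196 (SE, adjusted p = 5.7e-27) at 30 min, -3.32 ± 0.179 (SE, adjusted p = 2.79e-23) at 3 h and -2.90 ± 0.164 (SE, adjusted p = 1.22e-22) at 6 h. ICS1 itself was not called as responding to NHP in Col-0 at any time point, where its smallest adjusted p was 0.167 at 6 h with a log2(FC) of 0.28.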

After general quality control and mapping to the *Arabidopsis* TAIR10 genome, genes differentially expressed by NHP were determined relative to mock treatment for each time point and genotype using DESeq2 (Love et al. 2014). Genes were considered differentially expressed if they returned an adjusted *P-*value below 0.05 (*P*_adj_ < 0.05).

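Of the 20926 genes tested in Col-0, 2162 were called for at least 1 time point by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Per time point, 489 genes were called at 15 min, 403 at 30 min, 749 at 3 h and 1452 at 6 h. Higher with NHP were 174 of those genes at 15 min, 163 at 30 min, 374 at 3 h and 739 at 6 h. The alternative that moved these counts most was a term for the library batch, possible only at 6 h, which left 247 genes called there. Of the 10 ways to divide the 6 libraries of a time point, the 9 others gave 0 genes, which are too few ways for a test of chance.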

In wild-type seedlings, a total of 2,079 genes were differentially expressed in response to NHP for at least one of the measured time points. To explore the set of early NHP-responsive genes, we first selected for genes showing a robust fold change (FC) over mock by applying the cutoff of log_2_(FC) > 1 for upregulated genes and log_2_(FC) < −1 for downregulated genes. This identified 352 genes that were differentially expressed in response to NHP for at least 1 time point, with 163 genes up and 189 genes down (Supplementary Table S1). 

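Past a log2(FC) of 1 or -1, 163 genes were up and 223 were down for at least 1 time point in Col-0, and 0 were up at one time point and down at another. Genes up numbered 45 at 15 min, 37 at 30 min, 80 at 3 h and 93 at 6 h. Genes down numbered 69, 96, 108 and 162 in the same order. With the library batch as a term at 6 h, the numbers there fell to 38 up and 92 down. Single libraries moved the 15 min numbers, to 27 up and 44 down without mock replicate 2. Without mock replicate 3 they were 40 up and 99 down.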

Next, the upregulated genes were hierarchically clustered based on their log_2_(FC) values over the indicated time points, and 4 well-defined gene clusters were identified (Fig. 2A). For each group of genes in the defined clusters, the log_2_(FC) values were then averaged by time point, revealing dynamic patterns of expression. Two of the clusters were upregulated within minutes (designated as “early transient” and “early strong”) and 2 were upregulated by several hours (designated as “late weak” and “late strong”) (Fig. 2B; Tables 1 and 2; Supplementary Table S2).

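Clustering the 163 upregulated genes by Euclidean distance with Ward's linkage, after setting log2(FC) values that were not called to 0, gave 46 early transient, 10 early strong, 98 late weak and 9 late strong genes. Of the 64 genes listed in Tables 1 and 2, 54 fell in the cluster of the same name. Each name was given to the cluster with most of the genes listed under it, so this number is partly set by the naming. Average linkage moved the groups most, placing 147 genes in 1 cluster and leaving the late strong genes apart. With the log2(FC) values as fitted, the early strong group held 20 genes, of which 9 were among the 10.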

**Figure 2.**
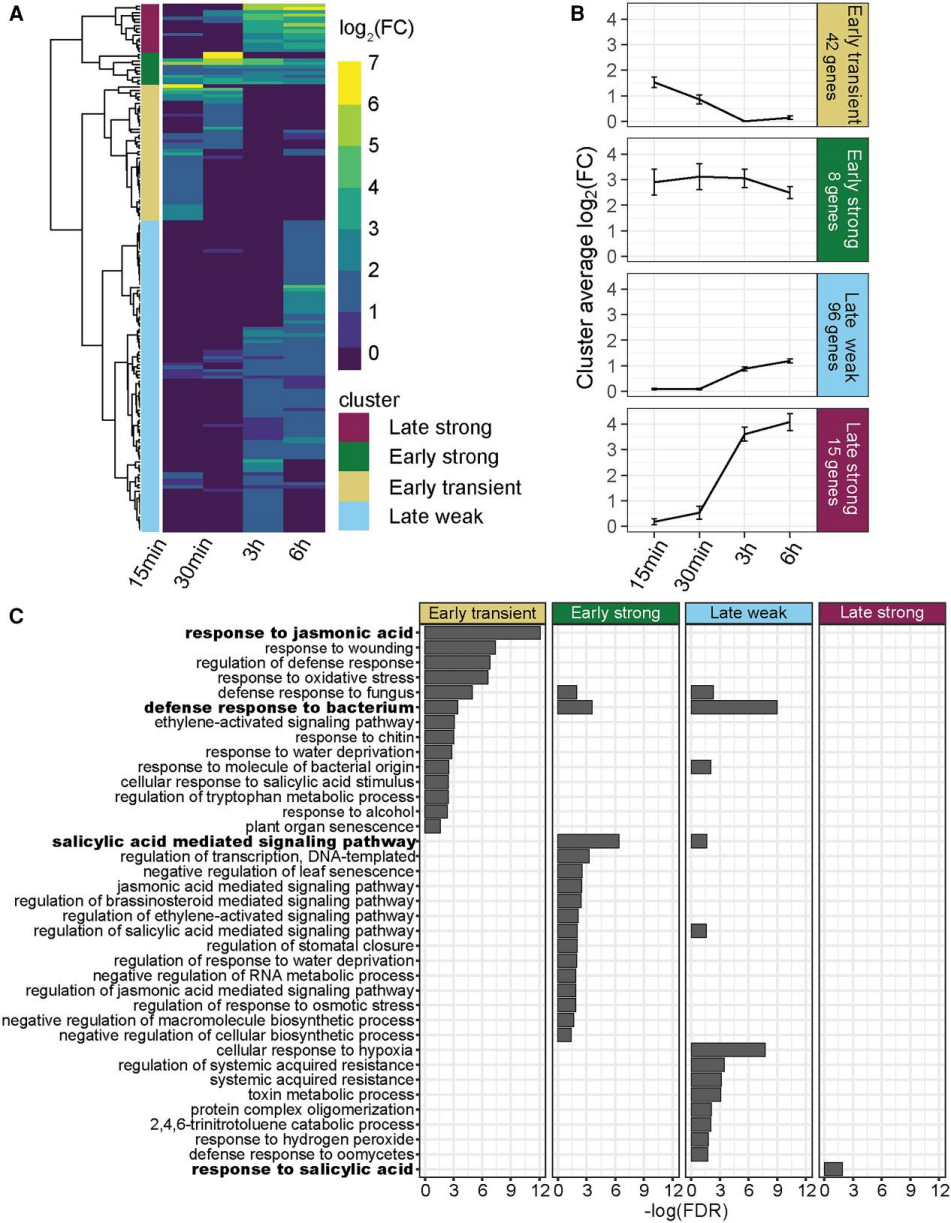
Profile of early NHP-upregulated genes in wild-type seedlings. **A)** Heatmap of genes upregulated (log_2_(FC) > 1; *P*_adj_ < 0.05) in response to NHP treatment in wild-type seedlings. One biological replicate consists of 15 pooled seedlings per condition (*n* = 3). Euclidean distances determined from the log_2_(FC) values were hierarchically clustered across the indicated time points (15 min, 30 min, 3 h and 6 h), resulting in 4 distinct clusters of gene expression. **B)** Average log_2_(FC) of all genes within each cluster defined in **A)** showing the expression trends across the 4 time points. Note: the 2 genes expressed only at 30 min, and no other time, were removed from the “early strong” cluster average. Total number of genes in each cluster is indicated, and error bars represent the SEM. **C)** Biological processes of significantly overrepresented (FDR < 0.05) GO terms for the genes within each cluster are shown. Bars represent the −log(FDR) of each significant GO term. Bars were omitted if the GO term was not significant for the defined cluster. The most significantly overrepresented GO term for each cluster is indicated in bold.

**Table 1.** SA-independent/partially independent NHP-upregulated genes by cluster

			Log_2_(FC)							
			Col-0				*sid2-2*			
AGI	Name	Annotation	15 m	30 m	3 h	6 h	15 m	30 m	3 h	6 h
**Early transient**										
AT3G44870	FAMT-L	FARNESOIC ACID METHYL TRANSFERASE-LIKE	4.3	4.4	…	…	2.3	2.7	…	…
AT2G44840	ERF13	Ethylene-responsive transcription factor	3.3	2.1	…	…	1.4	-	…	…
AT1G76640	CML39	CALMODULIN LIKE 39	2.7	2.7	…	…	1.7	…	…	…
AT5G13220	JAZ10	JASMONATE-ZIM-DOMAIN PROTEIN 10	1.6	1.1	…	0.6	1.2	1.0	…	…
AT1G80840	WRKY40	WRKY transcription factor; Group II-a	1.8	1.1	…	0.5	…	1.4	1.4	0.7
AT3G17690	CNGC19	Cyclic nucleotide-gated ion channel	1.6	1.6	…	…	…	1.2	…	…
AT4G21840	MSRB8	Methionine sulfoxide reductase B8	3.1	…	…	1.5		2.2	…	…
**Early strong**										
AT5G22570	WRKY38	WRKY transcription factor; Group III	5.8	5.2	4.7	3.6	3.9	6.2	5.8	2.9
AT5G01900	WRKY62	WRKY transcription factor; Group III	3.9	5.0	4.4	2.6	…	5.8	4.1	4.4
AT1G28480	GRXC9	GRX480/ROXY19, glutaredoxin family	3.2	2.2	2.7	1.8	3.2	3.1	2.3	2.1
AT2G40750	WRKY54	WRKY transcription factor; Group III	2.7	3.7	2.8	2.9	3.0	3.6	3.5	3.0
AT5G64810	WRKY51	WRKY transcription factor; Group II-c	2.6	3.4	3.3	3.0	1.7	3.2	3.2	3.5
AT3G56400	WRKY70	WRKY transcription factor; Group III	1.6	1.6	2.4	2.1	…	1.3	2.3	1.8
AT3G25882	NIMIN-2	NIM1-INTERACTING 2	1.4	1.5	1.8	1.6	1.2	1.1	1.0	1.6
**Late weak**										
AT3G60470	…	Transmembrane protein, putative (DUF247)	…	…	…	3.3	…	…	…	5.1
AT2G13810	ALD1	AGD2-LIKE DEFENSE RESPONSE PROTEIN 1	…	…	…	2.3	…	…	…	6.6
AT1G01680	PUB54	Plant U-box type E3 ubiquitin ligase	…	…	…	2.2	…	…	…	1.4
AT3G12220	SCPL16	Serine carboxypeptidase-like	…	…	1.1	2.0	…	…	…	2.0
AT1G78340	GSTU22	Glutathione S-transferase U22	…	…	2.0	2.0	…	…	1.6	1.7
AT5G03350	LLP	Lectin-like protein	…	…	2.1	1.8	…	…	2.1	1.9
AT5G24530	DMR6	DOWNY MILDEW RESISTANCE 6	0.7	1.2	1.6	1.7	0.5	1.6	2.0	1.7
AT2G41090	CML10	Calmodulin-like protein	…	…	1.1	1.7	…	…	0.3	1.2
AT4G14400	ACD6	ACCELERATED CELL DEATH 6	…	…	2.1	1.6	…	…	1.4	1.4
AT2G15490	UGT73B4	UDP-DEPENDENT GLYCOSYLTRANSFERASE 73B4	…	0.7	1.2	1.5	…	0.9	2.7	1.5
AT4G08040	ACS11	1-Aminocyclopropane-1-carboxylate synthase 11	…	1.0	1.5	1.5	…	…	1.0	1.2
AT1G21250	WAK1	CELL WALL-ASSOCIATED KINASE 1	0.7	…	1.8	1.5	…	…	1.7	2.0
AT1G17170	GSTU24	Glutathione S-transferase U24	…	…	…	1.4	…	…	1.6	1.5
AT3G11340	UGT76B1	UDP-DEPENDENT GLYCOSYLTRANSFERASE 76B1	…	1.0	0.9	1.1	…	0.7	1.1	1.0
AT1G73805	SARD1	SAR-DEFICIENT 1	1.0	0.7	1.5	1.0	…	…	1.3	1.3
**Late strong**										
AT3G12230	SCPL14	Serine carboxypeptidase-like	…	…	5.9	6.9	…	…	5.4	4.6
AT1G15610	…	Transmembrane protein	…	…	5.5	5.9	…	…	…	5.1
AT3G28510	…	AAA-type ATPase family protein	…	…	3.2	5.6	…	…	…	4.9
AT2G26400	ARD	ACIREDUCTONE DIOXYGENASE 3	…	2.2	4.4	5.0	…	…	5.1	5.8
AT4G19750	…	Glycosyl hydrolase family with chitinase insertion domain	…	…	3.9	4.8	…	…	6.7	5.3
AT1G19960	…	Putative uncharacterized protein	1.2	1.6	4.0	4.0	…	2.9	5.5	4.4
AT4G10500	DLO1	DMR6-LIKE OXYGENASE 1	…	1.4	3.1	3.8	…	…	3.4	4.2
AT5G41280	CRRSP57	Receptor-like protein kinase-related family protein	…	…	2.6	3.2	…	…	3.2	2.2
AT2G14560	LURP1	Late upregulated in response to *Hyaloperonospora parasitica*	…	…	3.0	3.1	…	…	…	4.5
AT1G02230	NAC004	NAC DOMAIN CONTAINING PROTEIN 4	…	2.8	3.8	3.0	…	2.5	3.5	4.3
AT5G54610	BDA1	Ankyrin-repeat protein family	…	…	2.2	3.0	…	…	3.0	6.4

Selection of genes upregulated by NHP in Col-0 and *sid2-2* seedlings. Clusters defined for wild-type expression are noted (i.e. early transient, early strong, late weak, and late strong). Indicated log_2_(FC) values determined relative to mock treatment for each genotype and time point. Genes are categorized as SA independent/partially independent if significant upregulation was observed in *sid2-2* within 15 to 30 min for the early clusters and within 3 to 6 h for the late clusters. Not all NHP-upregulated genes are shown in this table, and the complete list can be found in Supplementary Table S1.

**Table 2.** SA-dependent NHP-upregulated genes by cluster

			Log_2_(FC)							
			Col-0				*sid2-2*			
AGI	Name	Annotation	15 m	30 m	3 h	6 h	15 m	30 m	3 h	6 h
**Early transient**										
AT1G32970	SBT3.2	Subtilisin-like protease	2.8	3.2	…	…	…	…	…	…
AT1G21240	WAK3	Wall-associated receptor kinase	2.5	…	…	1.4	…	…	…	2.0
AT5G44430	PDF1.2C	PLANT DEFENSIN 1.2C	2.4	…	…	…	…	…	…	…
AT2G14610	PR1	PATHOGENESIS-RELATED GENE 1	2.3	…	…	…	…	…	…	…
AT4G34410	ERF109	Ethylene-responsive transcription factor	2.1	…	…	…	…	…	…	…
AT2G32140	…	Transmembrane receptor	2.1	…	…	…	…	…	2.0	…
AT5G44420	PDF1.2A	PLANT DEFENSIN 1.2	2.0	…	…	…	…	…	…	…
AT3G14260	…	LURP-one-like protein (DUF567)	1.8	…	…	…	…	…	…	…
AT2G26020	PDF1.2B	PLANT DEFENSIN 1.2B	1.6	…	…	…	…	…	…	…
AT5G64905	PROPEP3	ELICITOR PEPTIDE 3 PRECURSOR	1.5	…	…	…	…	…	…	…
AT1G32640	MYC2	JASMONATE INSENSITIVE 1	1.4	…	…	…	…	…	…	…
AT2G18660	EGC2	PLANT NATRIURETIC PEPTIDE A	1.4	…	…	…	…	…	…	…
**Early strong**										
AT2G21900	WRKY59	WRKY transcription factor; Group II-c	1.9	2.4	2.3	2.3	…	…	2.2	2.7
**Late weak**										
AT2G28850	CYP710A3	Cytochrome P450 710A3	…	…	2.4	2.1	…	…	…	…
AT1G15630	…	Transmembrane protein	…	…	1.9	1.4	…	…	…	…
AT5G44568	PROSCOOP4	SERINE-RICH ENDOGENOUS PEPTIDE	…	…	1.3	1.3	…	…	0.7	1.0
AT1G18830	SEC31A	Protein transport protein SEC31 homolog A	…	…	…	2.8	…	…	…	…
AT2G45550	CYP76C4	Cytochrome P450 76C4	…	…	…	2.6	…	…	…	…
AT1G10155	ATPP2-A10	PHLOEM PROTEIN 2-A10	…	…	…	2.3	…	…	…	…
AT1G02450	NIMIN-1	NIM1-INTERACTING 1	…	…	…	2.3	…	…	…	…
AT3G45860	CRK4	Cysteine-rich receptor-like protein kinase	…	…	…	2.1	…	…	…	…
AT5G51500	PME60	Pectin methylesterase inhibitor	…	…	…	1.7	…	…	…	…
AT2G29350	SAG13	SENESCENCE-ASSOCIATED GENE 13	…	…	…	1.3	…	…	…	…
**Late strong**										
AT3G22231	PCC1	PATHOGEN AND CIRCADIAN CONTROLLED 1	…	…	3.8	3.9	…	…	…	…

Selection of genes upregulated by NHP in Col-0 and *sid2-2* seedlings. Clusters defined for wild-type (Col-0) expression are noted. Indicated log_2_(FC) values were determined relative to mock treatment for each genotype and time point. Genes are categorized as SA dependent if significant upregulation was not observed in *sid2-2* within 15 to 30 min for the early clusters and within 3 to 6 h for the late clusters. Not all NHP-upregulated genes are shown in this table, and the complete list can be found in Supplementary Table S1.

The “early transient” cluster includes 42 genes and is defined by elevated transcript abundance 15 to 30 min after NHP treatment that did not persist by 3 h. 

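In the 46 early transient genes, the mean log2(FC) in Col-0 was 1.28 ± 0.151 (SEM, n = 46 genes) at 15 min and 0.81 ± 0.159 at 30 min. The means at 3 h and 6 h were 0.08 ± 0.0413 and 0.08 ± 0.0547. Values that were not called count as 0 in these means, and as fitted the means at 3 h and 6 h were 0.35 and 0.46. The genes up past a log2(FC) of 1 fell from 33 at 15 min to 20 at 30 min, 3 at 3 h and 2 at 6 h.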

Gene ontology (GO) analysis for this cluster showed overrepresentation for biological processes associated with responses to JA, wounding, and oxidative stress. Some of these genes are associated with the regulation of defense as well as defense responses to fungi and bacteria (Fig. 2C). Among the most highly expressed genes in this cluster are JA-responsive genes, which play key roles in the regulation of wounding responses, including *CML39*, which encodes a calmodulin-like protein, *JAZ10*, which encodes a jasmonate-zim-domain protein, and *MYC2*, which encodes a jasmonate-inducible TF (Tables 1 and 2). 

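CML39 in Col-0 rose from 0.65 ± 0.192 to 4.14 ± 0.0976 CPM (SD, n = 3) at 15 min, with a log2(FC) of 2.70 ± 0.322 (SE, adjusted p = 7.01e-08) by the edgeR quasi-likelihood test. Its log2(FC) was 2.65 ± 0.36 (SE, adjusted p = 8.69e-07) at 30 min and 0.20 ± 0.49 (SE, adjusted p = 0.912) at 3 h. The change of its response from 30 min to 3 h was -2.45 ± 0.631 (SE, adjusted p = 0.0877) and was not called. JAZ10 had a log2(FC) of 1.64 ± 0.198 (SE, adjusted p = 2.05e-07) at 15 min and 1.16 ± 0.195 (SE, adjusted p = 1.17e-04) at 30 min. By 3 h JAZ10 was at 0.52 ± 0.22 (SE, adjusted p = 0.232). MYC2 was called at 15 min alone, at 1.44 ± 0.368 (SE, adjusted p = 0.0261), and the call was lost when any 1 of the 6 libraries was left out, with adjusted p up to 0.136. JAZ10 overlaps AT5G02045 and MYC2 overlaps AT1G32630 on the opposite strand in TAIR10.1, and the paper names TAIR10 without stating stranded counting, so their counts may include reads of those genes.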

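A list of 23 JA and wound genes, set before the data were examined, was tested as a whole in Col-0 with limma's fry rotation test, adjusted by Benjamini-Hochberg over 42 tests. At 15 min all 23 genes were above 0, with a median log2(FC) of 0.51 (adjusted p = 1.25e-04). At 30 min 21 genes were above 0, with a median of 0.33 (adjusted p = 0.00807). The median was 0.24 at 3 h with 21 genes above 0 (adjusted p = 0.105). At 6 h it was 0.40 with 20 genes above 0 (adjusted p = 0.0192). Single genes called higher numbered 7 at 15 min, 5 at 30 min, 2 at 3 h and 4 at 6 h over all genes tested. Adjusted over the list alone they numbered 9, 7, 2 and 8 in the same order. The camera test called the list at all 4 time points in Col-0, with adjusted p = 0.00421 at 3 h, so its calls at 15 min, 30 min and 6 h hold under fry and its call at 3 h does not. The change of the list's response from 30 min to 3 h was not called by fry (adjusted p = 0.555). Without the genes the paper names from these libraries, among them CML39, JAZ10 and MYC2, 19 genes remained. At 15 min these had a median log2(FC) of 0.42, with 3 genes called (adjusted p = 0.00384, fry). By fry their adjusted p was 0.0452 at 30 min, 0.0768 at 3 h and 0.0292 at 6 h.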

Taken together, the early yet unsustained induction of these genes within 30 min suggests a burst of JA- and wound-responsive gene expression that acts as a primary wave of NHP signaling.

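NAC004, GRX480, LURP1, NIMIN-2, WRKY38, WRKY51, WRKY54, WRKY59, WRKY62 and WRKY70 formed the group of 10 genes with strong early induction in Col-0. Their mean log2(FC) was 2.71 ± 0.409 (SEM, n = 10 genes) at 15 min and 2.77 ± 0.509 at 30 min. At 3 h and 6 h it was 3.10 ± 0.284 and 2.59 ± 0.196. All 10 were up past a log2(FC) of 1 at 15 min, 3 h and 6 h, and 9 were at 30 min. Table 1 lists NAC004 and LURP1 as late strong, without a call at 15 min. Their 15 min calls here had adjusted p = 0.00788 and 0.00552 by the edgeR quasi-likelihood test. DESeq2 on the 6 libraries, a setting added after the data were seen, did not call them (adjusted p = 0.0579 and 0.1).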

The “early strong” cluster includes 10 genes and is defined by a high average log_2_(FC) 15 min after NHP treatment that was maintained for all subsequent time points. Of the 10 genes, 2 (AT1G06475 and AT5G40980) were strongly upregulated by NHP at 30 min and no other time points. These 2 genes were removed from the average log_2_(FC) analysis and subsequent analyses because they did not behave like the other genes in this cluster (Fig. 2B). 

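AT1G06475 had counts of 43, 8 and 36 in the Col-0 30 min NHP libraries and 0 in each mock library of that time point. It was not called there (adjusted p = 0.177, edgeR quasi-likelihood test). AT5G40980 had counts of 44, 15 and 3 with NHP at 30 min against 0 in each mock library, and was not called (adjusted p = 0.314). No fold change is given for either gene because the mock libraries hold no reads. In sid2-2 at 30 min AT1G06475 reached counts of 49, 0 and 47 in mock libraries. AT1G06475 overlaps AT1G06470 and AT5G40980 overlaps AT5G40970 on the opposite strand in TAIR10.1, so the origin of these reads is uncertain.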

The early strong cluster is notably overrepresented in biological processes involved in the regulation of transcription, with over half the genes belonging to the WRKY TF family, including 4 Group III *WRKY* genes (*WRKY38*, *WRKY54*, *WRKY62*, and *WRKY70*) and 2 Group II-c genes (*WRKY51* and *WRKY59*) (Eulgem et al. 2000; Kalde et al. 2003) (Tables 1 and 2; Supplementary Table S2). 

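WRKY38 in Col-0 at 15 min rose from 0.107 ± 0.152 to 6.15 ± 1.21 CPM (SD, n = 3), a log2(FC) of 5.70 ± 0.438 (SE, adjusted p = 2.62e-12) by the edgeR quasi-likelihood test. WRKY62 rose from 0.109 ± 0.0791 to 1.68 ± 0.447, a log2(FC) of 3.83 ± 0.48 (SE, adjusted p = 1.86e-07). The 15 min log2(FC) was 2.75 ± 0.19 (SE, adjusted p = 1.49e-14) for WRKY54 and 2.59 ± 0.296 (SE, adjusted p = 6.76e-08) for WRKY51. WRKY59 had a log2(FC) of 1.93 ± 0.471 (SE, adjusted p = 0.0126), and this call was lost without mock replicate 1, mock replicate 2 or NHP replicate 2, with adjusted p up to 0.0745. The log2(FC) at 6 h was 3.55 for WRKY38, 2.63 for WRKY62, 2.87 for WRKY54, 2.97 for WRKY51 and 2.31 for WRKY59. The 5 genes remained called at 6 h, and the call of WRKY59 there was lost with the library batch as a term.

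**Figure D1:**
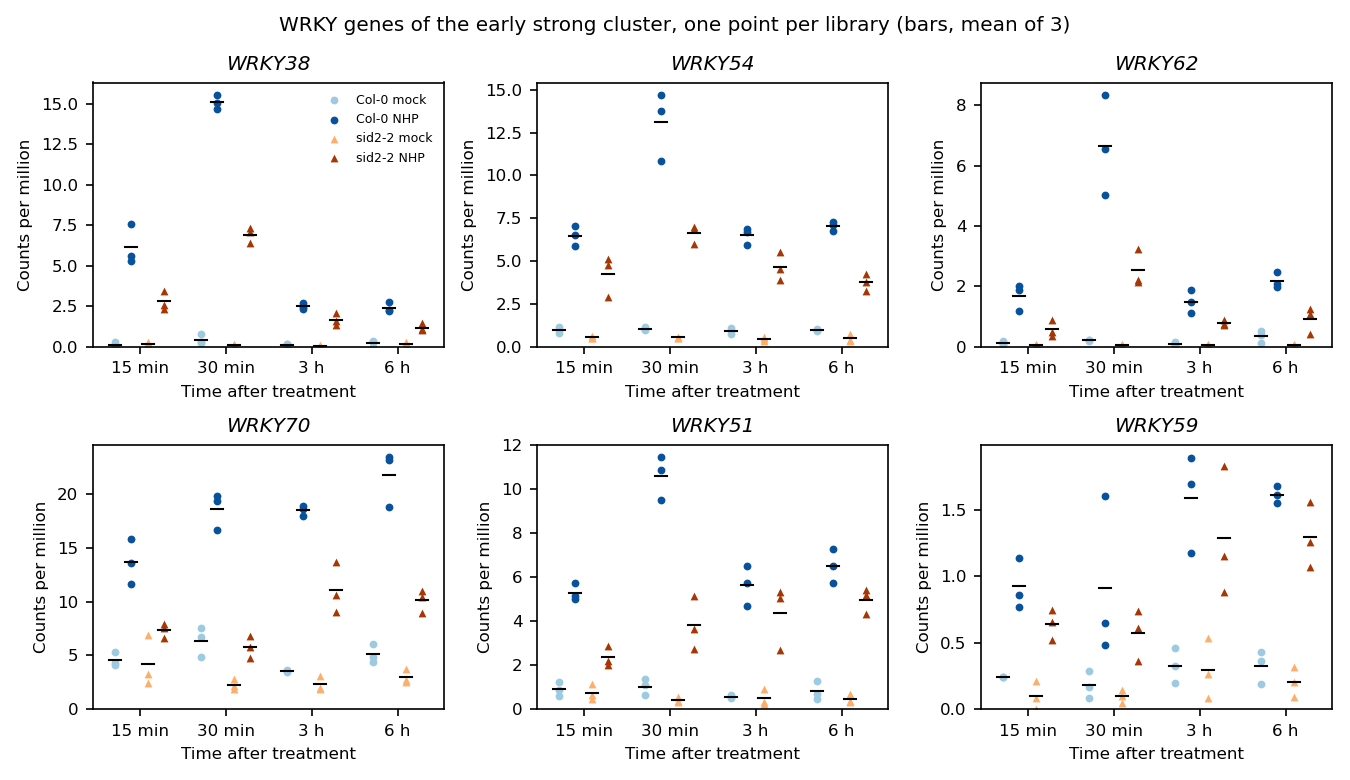
Counts scaled to library size (CPM) of the 6 WRKY genes in each Col-0 and sid2-2 library, mock and NHP at each time point. Bars are the mean of 3 libraries.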

Additional GO terms overrepresented in the early strong cluster include regulation of defense and regulation of hormonal signaling pathways such as SA, JA, brassinosteroid, and ethylene (Fig. 2C). The early and sustained induction of these genes, particularly the *WRKYs*, suggests they are primary transcriptional target genes of NHP signaling.

The “late weak” cluster includes the largest number of genes (96) averaging a log_2_(FC) around 1 (Fig. 2B). 

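The 98 late weak genes had a mean log2(FC) in Col-0 of 1.08 ± 0.0943 (SEM, n = 98 genes) at 3 h and 1.25 ± 0.0857 at 6 h. At 15 min and 30 min the means were 0.03 ± 0.0172 and 0.08 ± 0.0319. Uncalled values count as 0 in these means, which as fitted were 0.18 at 15 min and 0.29 at 30 min. Up past a log2(FC) of 1 were 58 of them at 3 h and 72 at 6 h.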

GO term analysis of the cluster revealed significant overrepresentation of biological processes involved in response to bacteria and oomycetes, as well as SA-mediated signaling and regulation of SAR (Fig. 2C). This indicates NHP activation of SAR and pathogen defense genes can be detected as early as 3 to 6 h in treated tissues. 

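A list of 29 SA and SAR genes, set before the data were examined, had a median log2(FC) in Col-0 of 0.96 at 3 h, with 29 genes above 0 (adjusted p = 1.13e-16, fry, 42 tests). At 6 h the median was 1.15, with 29 genes above 0. Called higher over all genes tested were 17 of the 29 at 3 h and 18 at 6 h, and 20 and 21 adjusted over the list alone. The list was already higher at 15 min, with a median of 0.70 and 26 genes above 0 (adjusted p = 5.47e-13). Its response rose from 30 min to 3 h by a median of 0.32 on the log2 scale, with 22 of 29 genes above 0 (adjusted p = 0.00289). Without the genes the paper names from these libraries, 12 genes remained, with a median of 0.23 and 3 genes called at 3 h (adjusted p = 4.8e-08, fry).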

Notably, genes involved in the regulation and biosynthesis of NHP were observed in this wave of transcription, including *SAR-DEFICIENT 1* (*SARD1*), *NIM-INTERACTING 1* (*NIMIN-1*), *ALD1*, and *UGT76B1* (Tables 1 and 2; Supplementary Table S2) (Song et al. 2004; Zhang, Xu, et al. 2010; Holmes et al. 2021).

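SARD1 in Col-0 rose from 3.21 ± 0.609 to 9.37 ± 1.49 CPM (SD, n = 3) at 3 h, a log2(FC) of 1.56 ± 0.18 (SE, adjusted p = 1.93e-08) by the edgeR quasi-likelihood test. SARD1 was also called at 15 min, at 1.01 ± 0.176 (SE, adjusted p = 1.56e-04). UGT76B1 had a log2(FC) of 1.05 ± 0.102 (SE, adjusted p = 2e-09) at 30 min and 1.15 ± 0.1 (SE, adjusted p = 5.3e-11) at 6 h. ALD1 had counts of 2, 5 and 4 with mock and 15, 12 and 28 with NHP at 6 h, a log2(FC) of 2.30 ± 0.58 (SE, adjusted p = 0.00785), and its call was lost without mock replicate 1, without NHP replicate 3 or with the library batch as a term. NIMIN-1 had counts of 4, 0 and 1 with mock and 6, 12 and 16 with NHP at 3 h, a log2(FC) of 2.67 ± 0.797 (SE, adjusted p = 0.0478). That call was lost with DESeq2, with DESeq2 on the 6 libraries, with no filter and with the replicate block (adjusted p up to 0.108). It was also lost without mock replicate 2, mock replicate 3, NHP replicate 2 or NHP replicate 3. At 6 h NIMIN-1 had counts of 3, 4 and 3 with mock and 11, 13 and 24 with NHP, a log2(FC) of 2.23 ± 0.653 (SE, adjusted p = 0.0267). The 6 h call was lost with DESeq2, the replicate block and the library batch as a term (adjusted p up to 0.649), and without any 1 mock library or NHP replicate 3 (adjusted p up to 0.147). SARD1 overlaps AT1G73790 on the opposite strand in TAIR10.1, so part of its reads may come from that gene.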

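At the later time points, 9 genes formed the late strong group in Col-0, with a mean log2(FC) of 4.09 ± 0.36 (SEM, n = 9 genes) at 3 h and 4.85 ± 0.357 at 6 h. All 9 were up past a log2(FC) of 1 at 3 h and 6 h. Their means at 15 min and 30 min were 0.13 ± 0.131 and 0.57 ± 0.293, with uncalled values counted as 0. As fitted the 9 genes had means of 0.76 at 15 min and 1.22 at 30 min.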

The “late strong” cluster consists of 15 genes with log_2_(FC) values averaging between 3.5 and 4 (Fig. 2B). Response to SA was the only significantly overrepresented GO term for this cluster, which included genes such as *BDA1* (*bian da; “becoming big” in Chinese*), *PATHOGEN AND CIRCADIAN CONTROLLED 1* (*PCC1*), and *DMR6-LIKE OXYGENASE 1* (*DLO1*) (Fig. 2C; Tables 1 and 2). 

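BDA1 in Col-0 had counts of 8, 2 and 4 with mock and 21, 39 and 52 with NHP at 6 h, a log2(FC) of 2.98 ± 0.613 (SE, adjusted p = 0.00112) by the edgeR quasi-likelihood test. At 3 h its log2(FC) was 2.15 ± 0.543 (SE, adjusted p = 0.0149), a call lost without mock replicate 1, mock replicate 2, NHP replicate 1 or NHP replicate 2. DLO1 rose from 0.457 ± 0.0856 to 6.13 ± 0.112 CPM (SD, n = 3) at 6 h, a log2(FC) of 3.74 ± 0.287 (SE, adjusted p = 1.27e-13). DLO1 had a log2(FC) of 3.13 ± 0.283 (SE, adjusted p = 2.89e-11) at 3 h. PCC1 had counts of 5, 9 and 2 with mock and 46, 97 and 89 with NHP at 6 h, a log2(FC) of 3.84 ± 0.596 (SE, adjusted p = 3.38e-05). With the library batch as a term at 6 h the calls of BDA1 and PCC1 were lost. BDA1 overlaps AT5G54600 on the opposite strand in TAIR10.1.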

Despite having a role in the response to SA, the majority of genes classified as late strong were upregulated by NHP in both wild type and *sid2-2* (Fig. 3A; Table 1), indicating that accumulation of these transcripts was at least partially SA independent. 

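Of the 9 late strong genes, 7 were up past a log2(FC) of 1 in sid2-2 as well at 3 h, and 8 at 6 h. DLO1 in sid2-2 had a log2(FC) of 3.35 ± 0.36 (SE, adjusted p = 5.79e-09) at 3 h and 4.11 ± 0.372 (SE, adjusted p = 4.14e-11) at 6 h by the edgeR quasi-likelihood test. PCC1 in sid2-2 was not called, with counts of 0 in each mock library and 2, 2 and 0 with NHP at 6 h, so no fold change is given. The difference between genotypes in the response of PCC1 was not called either (adjusted p = 0.909 at 6 h), and its low counts leave that comparison open.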

Of the 14 SA-independent genes identified in this cluster, only 5 have been found to be upregulated 24 h after NHP treatment in a SA-independent manner (Yildiz et al. 2021). Thus, our analysis has uncovered additional NHP-responsive genes that operate independently of SA as early as 6 h post-NHP signaling.

**Figure 3.**
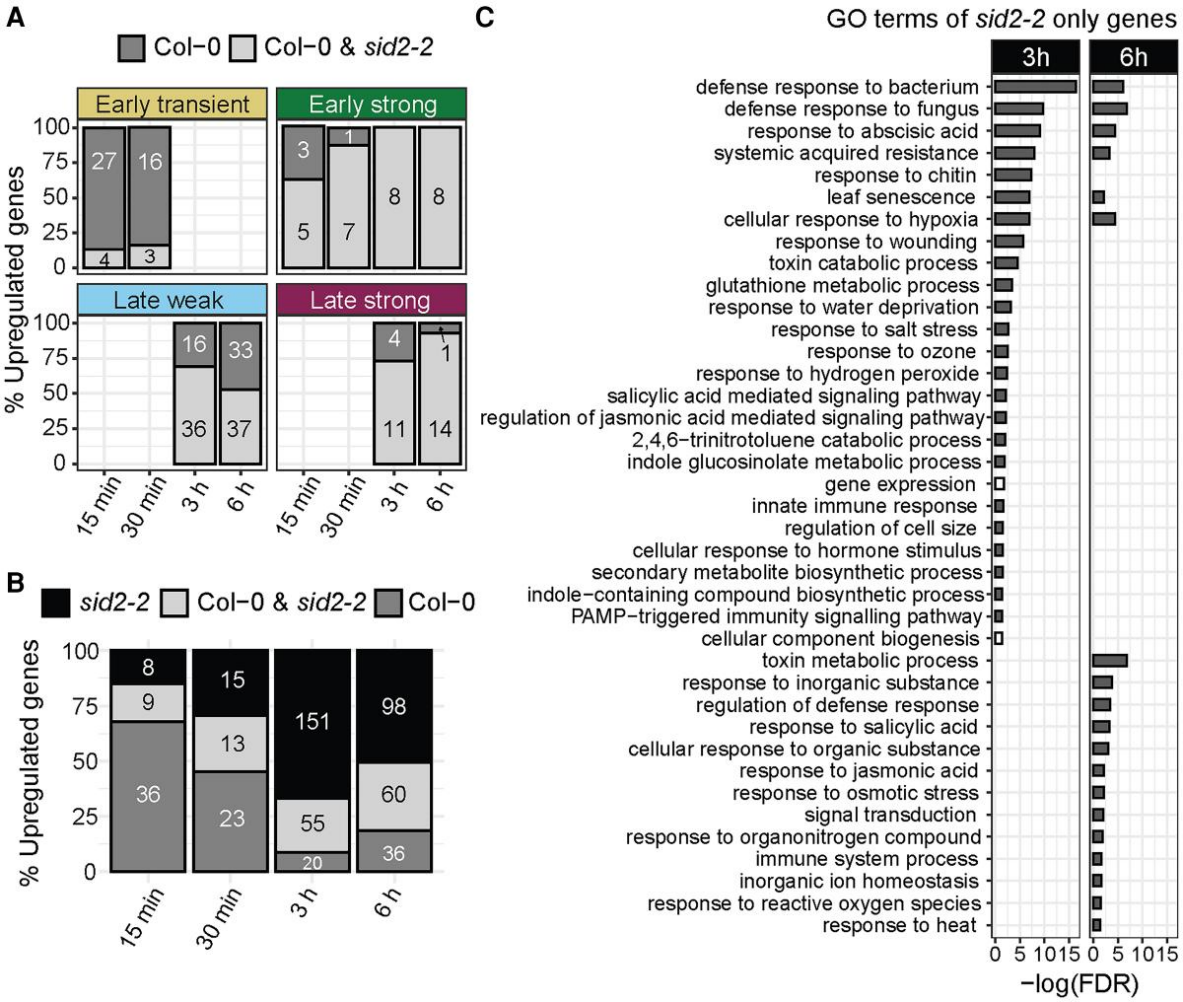
Comparison of NHP-upregulated genes in wild-type and *sid2-2* seedlings. **A)** Percent of NHP-upregulated genes expressed only in wild-type (Col-0, SA-dependent) and in both wild-type and the *sid2-2* mutant (SA-independent) for the wild-type gene expression clusters defined in Fig. 2. The total number of genes in each condition is indicated. **B)** Total number of NHP-upregulated genes (log_2_(FC) > 1; *P*_adj_ < 0.05) per time point unique to wild type (Col-0), shared between wild type and *sid2-2*, and unique to *sid2-2*. The number of upregulated genes in each grouping is indicated. **C)** Biological processes of significantly overrepresented (gray bar) or underrepresented (white bar) (FDR < 0.05) GO terms for the set of genes upregulated 3 and 6 h after NHP treatment that were upregulated only in the *sid2-2* mutant and not wild type. Bars represent the negative log(FDR) of each significantly enriched GO term; bars were omitted if the term was not significantly over- or underrepresented for the defined time point.

We also performed a similar clustering analysis on the 189 NHP-downregulated transcripts and identified 3 gene clusters (Supplementary Fig. S3, A and B). In contrast to the upregulated gene clusters, the downregulated gene clusters had less distinct patterns of expression and averaged log_2_(FC) values around −1 to −1.5. 

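The 223 downregulated genes of Col-0, clustered in the same way, gave 44 early weak, 127 early strong and 52 late genes. These groups depended on how values that were not called were treated, since with the log2(FC) values as fitted they held 117, 81 and 25 genes. With DESeq2 calls and values the groups held 40, 125 and 49 genes.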

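The early strong downregulated genes had a mean log2(FC) in Col-0 of -0.75 ± 0.0479 (SEM, n = 127 genes) at 15 min, -1.22 ± 0.0339 at 30 min, -1.03 ± 0.0463 at 3 h and -1.22 ± 0.0481 at 6 h. The early weak genes were at -0.85 ± 0.125 (SEM, n = 44 genes) at 15 min and -0.02 ± 0.021 at 30 min. At 3 h they were at -0.85 ± 0.136, with 21 genes down past a log2(FC) of -1, and at 6 h at -0.37 ± 0.0944. The late genes were at -0.42 ± 0.0923 (SEM, n = 52 genes) at 3 h and -1.55 ± 0.0702 at 6 h. All these means count uncalled values as 0. As fitted, the early weak genes were at -0.95 at 15 min, -0.54 at 30 min, -1.10 at 3 h and -0.81 at 6 h. The late genes as fitted were at -0.58 at 15 min, -0.63 at 30 min and -0.92 at 3 h. By log2(FC) ± SE (edgeR quasi-likelihood test), the genes that fell most at 15 min were IRT1 (-3.71 ± 0.901, adjusted p = 0.0166), MES13 (-1.96 ± 0.239, adjusted p = 1.03e-07) and AT1G51870 (-1.81 ± 0.235, adjusted p = 4.49e-07). At 30 min they were AT1G51870 (-2.02 ± 0.252, adjusted p = 1.33e-07), AT5G19800 (-2.00 ± 0.228, adjusted p = 1.7e-08) and AGD11 (-1.92 ± 0.266, adjusted p = 1.49e-06). Those at 3 h were AT5G04730 (-2.14 ± 0.309, adjusted p = 3.47e-06), AT5G26320 (-2.02 ± 0.238, adjusted p = 2.17e-08) and G3Pp2 (-1.98 ± 0.206, adjusted p = 9.06e-09). The list at 6 h was AT5G04730 (-2.92 ± 0.308, adjusted p = 1.41e-09), AT5G26080 (-2.55 ± 0.368, adjusted p = 1.54e-06) and TIP2;3 (-2.42 ± 0.201, adjusted p = 5.63e-11). These single genes were picked by a rule set before the data were examined, as the 3 largest called changes with libraries that do not overlap and a mean count of at least 50 in the higher group.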

Two clusters were downregulated within 15 to 30 min and persisted 3 to 6 h after NHP treatment. One of these showed weaker downregulation and was classified as an “early weak” cluster. The other showed stronger downregulation and was classified as an “early strong” cluster. The third did not show decreased transcript abundance until 3 to 6 h after treatment and thus was labeled as a “late” cluster (Supplementary Fig. S3B). All 3 clusters were overrepresented for biological processes involving growth and development such as root morphogenesis, plant epidermis development, plant-type cell wall organization, and root hair cell differentiation (Supplementary Fig. S3C). Given the NHP precursor Pip is known to inhibit root growth of seedlings (Wang et al. 2018), it is likely that NHP also inhibits root growth. These clusters shed light on the genes that may be associated with altered plant growth and development in response to elevated levels of NHP.

### SA biosynthesis is dispensable for the early induction of a majority of NHP-upregulated genes

Interrogation into the late strong cluster suggested NHP may be sufficient to activate a subset of SA-responsive genes in the absence of NHP-induced SA biosynthesis (Figs. 2C and 3A, “late strong”). This was an intriguing possibility given NHP likely accumulates in distal tissues prior to SA accumulation following a local tissue infection (Bernsdorff et al. 2016; Hartmann et al. 2018; Hartmann and Zeier 2019). We therefore hypothesized that NHP would need to drive transcriptional reprogramming as SA levels rise from low to high. To investigate this, we assessed the impact of SA biosynthesis on NHP-induced gene expression from 15 min to 6 h.

For each time point of the wild-type gene clusters described in Fig. 2, the percentage of genes upregulated in wild type and the *sid2-2* mutant was determined. Genes upregulated in both wild type and *sid2-2* were defined as “SA independent,” and genes upregulated only in wild type but not in *sid2-2* were conversely defined as “SA dependent.” Notably, the majority of genes upregulated by NHP at 15 min in the early transient cluster were SA dependent. Specifically, 87% of the genes (27 of 31) were upregulated at 15 min in wild type but not in *sid2-2* seedlings, and similar trends were seen at 30 min (Fig. 3A). By contrast, 100% of the genes (8 of 8) upregulated in the early strong cluster 3 to 6 h after NHP treatment were SA independent (Fig. 3A). Likewise, in the late weak cluster, 69% of the genes (36 of 52) were SA independent at 3 h, dropping to 53% (37 of 70) at 6 h (Fig. 3A). 

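Of 33 early transient genes up in Col-0 at 15 min, 28 were not both called and past a log2(FC) of 1 in sid2-2 (84.8%). At 30 min 18 of 20 were not (90%). Of the 28 genes at 15 min, 24 had a log2(FC) above 0 in sid2-2, and 3 were called there below the threshold. Over all early transient genes up in Col-0 at 15 min, the median log2(FC) was 1.50 in Col-0 and 0.51 in sid2-2. A difference in response between the genotypes, tested directly by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was called for 1 of these genes at 15 min, AT4G29780, with a log2(FC) of 1.14 in Col-0 and 0.18 in sid2-2 (difference -0.96 ± 0.175, SE, adjusted p = 0.0385). At 30 min it was also called for 1, AT2G20560 (difference -1.31, adjusted p = 0.00193). AT4G29780 was singled out after its values were seen.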

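Among the early strong genes up in Col-0, 9 of 10 were also up in sid2-2 at 3 h and 10 of 10 at 6 h. The other gene at 3 h was not called in sid2-2, though its log2(FC) was 3.63 there and 2.96 in Col-0. Their median log2(FC) at 3 h was 2.90 in Col-0 and 3.31 in sid2-2. At 6 h the medians were 2.75 and 2.92.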

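Late weak genes up in Col-0 were up in sid2-2 as well for 37 of 58 genes at 3 h (63.8%) and 46 of 72 at 6 h (63.9%). The other genes mostly had a log2(FC) above 0 in sid2-2, as did 19 of 21 at 3 h and 21 of 26 at 6 h. Called there below the threshold were 5 at 3 h and 7 at 6 h. A difference between genotypes was called for CML10 at 3 h, and for CYP710A3 (difference -2.72, adjusted p = 0.0269) and AT5G11360 (difference -2.82, adjusted p = 0.00271) at 6 h by the edgeR quasi-likelihood test. The latter 2 genes were singled out after their values were seen.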

In the late strong cluster, 73% of the genes (11 of 14) at 3 h and 93% (14 of 15) at 6 h were SA independent (Fig. 3A).

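The median log2(FC) of the late strong genes was 3.84 in Col-0 and 5.11 in sid2-2 at 3 h. At 6 h it was 4.67 in Col-0 and 4.67 in sid2-2. No difference between genotypes was called for these 9 genes at either time point by the edgeR quasi-likelihood test.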

Without clustering, we observed similar gene expression patterns as the majority of genes induced by NHP between 15 and 30 min were SA dependent (i.e. 36 of 45 at 15 min and 23 of 36 at 30 min), and the majority of genes induced by NHP between 3 and 6 h were SA independent (i.e. 55 of 75 at 3 h and 60 of 96 at 6 h) (Fig. 3B). 

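Without clusters, 33 of 45 genes up in Col-0 at 15 min (73.3%) and 21 of 37 at 30 min (56.8%) were not up past a log2(FC) of 1 in sid2-2. Up in both genotypes were 55 of 80 at 3 h (68.8%) and 65 of 93 at 6 h (69.9%). The alternative that moved these counts most was to require a called difference between the genotypes, which left 1, 1, 1 and 2 genes lower in sid2-2 at the 4 time points in turn. With the library batch as a term, 13 genes at 6 h were up in Col-0 alone and 25 in both.

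**Figure D2:**
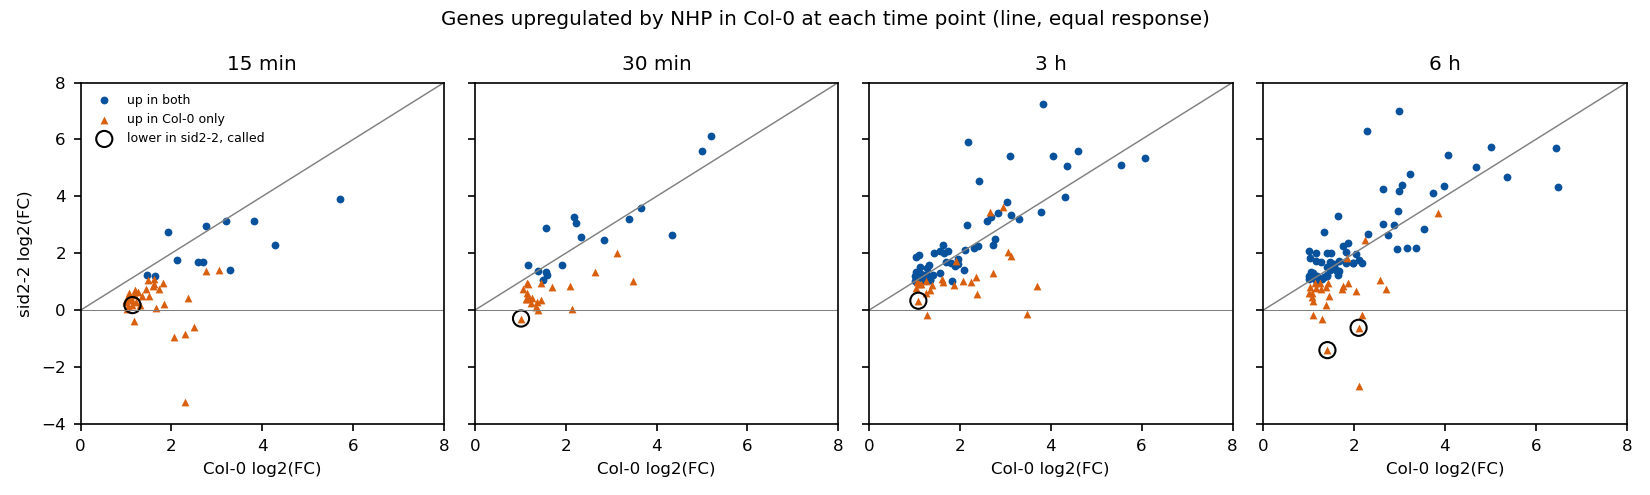
The log2(FC) in Col-0 and sid2-2 of genes up in Col-0 at each time point, colored by whether they were up in both genotypes or in Col-0 alone. Circled genes had a called difference with a lower response in sid2-2.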

Our data suggest that either new SA biosynthesis or an unknown basal level of SA is required for the induction of a subset of NHP-responsive genes within minutes of exposure to NHP. Furthermore, SA biosynthesis via ICS1/SID2 is dispensable for a large portion of NHP-induced expression several hours later. 

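The genes up in Col-0 and not in sid2-2 had a median log2(FC) at 15 min of 1.44 in Col-0 and 0.44 in sid2-2. At 30 min these medians were 1.34 and 0.43. In sid2-2 28 of the 33 genes had a log2(FC) above 0 at 15 min and 19 of the 21 at 30 min. Called there below the threshold were 4 and 3. Because these genes were chosen for being high in Col-0 and low in sid2-2, the gap between the medians is partly a product of the choice. Over all 20926 genes, a response that differed between the genotypes was called for 1 at 15 min and 40 at 30 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, while 1873 and 1553 had unadjusted p below 0.05. DESeq2 called 7 at 15 min. The list of 29 SA and SAR genes rose less in sid2-2 than in Col-0 at 15 min, by a median of -0.39, with 6 of 29 genes above 0 (adjusted p = 0.00354, fry, 42 tests). At 30 min this list showed no difference, with a median of -0.00 and 14 of 29 genes above 0 (adjusted p = 0.918). From the early genes called in wild type but not in sid2-2, the paper proposes that SA, newly made or already present, is needed for part of the response within minutes.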

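At 3 h the genes up in Col-0 had a median log2(FC) of 1.85 in Col-0 and 1.57 in sid2-2. The same medians at 6 h were 1.66 and 1.64. A response that differed between the genotypes was called for 449 of 20926 genes at 3 h, 380 of them lower in sid2-2, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 6 h it was called for 219, 80 of them lower in sid2-2. The list of 29 SA and SAR genes showed no difference at 3 h (median 0.06, adjusted p = 0.918) or 6 h (median 0.07, adjusted p = 0.519) by fry.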

Taken together, our analysis highlights an important temporal role of SA on NHP-induced transcription.

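WRKY38, WRKY54, WRKY62 and the other early strong genes included 7 of 10 that were up in both genotypes at 15 min. At 30 min all 9 that were up in Col-0 were up in sid2-2. Their median log2(FC) at 15 min was 2.45 in Col-0 and 2.22 in sid2-2. No difference in response between the genotypes was called for them at any time point by the edgeR quasi-likelihood test.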

Unlike the early transient subset of upregulated genes, which was largely SA dependent, we found the early strong cluster was largely SA independent (Fig. 3A). Given the importance of NPR1 in relaying SA-mediated responses (Wang et al. 2006), we asked if the expression of select genes in the early strong cluster was dependent on NPR1. We measured transcript abundance of *WRKY38*, *WRKY54*, and *WRKY70* in hydroponically grown wild-type, *sid2-2*, and *npr1-3* seedlings 30 min and 3 h after NHP treatment. NHP significantly increased transcript abundance of *WRKY38* and *WRKY70* after 30 min and increased *WRKY38*, *WRKY54*, and *WRKY70* after 3 h in *npr1-3* seedlings. Additionally, NHP increased transcript abundance of all 3 genes in *sid2-2* seedlings (Supplementary Fig. S4, A to C). Together, these data indicate that some WRKY TFs play a role in a SA- and NPR1-independent branch of early NHP signaling.

Analysis of the downregulated genes found a slight trend of SA dependence following NHP treatment. For example, the early weak and late clusters defined in Supplementary Fig. S3 showed that a majority of genes are downregulated in wild-type but not the *sid2-2* mutant at each time point (Supplementary Fig. S5A). By contrast, the genes of the early strong cluster were less dependent on SA biosynthesis, such that by the 6-h time point only 15% of genes (8 of 44) were downregulated in wild-type but not in *sid2-2* seedlings (Supplementary Fig. S5A). 

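Of the early weak genes down in Col-0, 21 of 25 were not down past a log2(FC) of -1 in sid2-2 at 15 min, 19 of 21 at 3 h and 8 of 12 at 6 h. For the late genes it was 6 of 11 at 3 h and 36 of 51 at 6 h. Most had a log2(FC) below 0 in sid2-2, for example 20 of the 21 early weak genes at 15 min. Of these 21 genes, 0 were called in sid2-2, so their fall there is open.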

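At 6 h 39 of 99 early strong downregulated genes (39.4%) were down in Col-0 and not past a log2(FC) of -1 in sid2-2. The median log2(FC) of the 99 genes was -1.37 in Col-0 and -1.11 in sid2-2. At 15 min 23 of 44 (52.3%) were down in Col-0 alone, at 30 min 41 of 96 (42.7%) and at 3 h 46 of 76 (60.5%).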

Independent of clustering, >60% of the downregulated genes were found to be SA dependent at 15 min and 3 h, and ∼40% were SA dependent at 30 min and 6 h (Supplementary Fig. S5B). 

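Over all genes down in Col-0, 44 of 69 were not down past a log2(FC) of -1 in sid2-2 at 15 min (63.8%) and 41 of 96 at 30 min (42.7%). At 3 h it was 71 of 108 (65.7%) and at 6 h 83 of 162 (51.2%). Without a fold change threshold in sid2-2, the genes down in Col-0 alone numbered 25 at 15 min, 36 at 3 h and 48 at 6 h.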

Taken together, these findings suggest a stronger dependence on SA biosynthesis for NHP-dependent downregulation of gene expression over the time frame studied.

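Among the genes down in Col-0, a response that differed between the genotypes was called for 0 at 15 min, 0 at 30 min, 1 at 3 h and 4 at 6 h by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene at 3 h was AT3G18450, with a log2(FC) of -1.28 in Col-0 and -0.53 in sid2-2 (adjusted p = 0.0438). The genes at 6 h were CYP718, AT3G01950, TIP2;2 and AT4G38410, and all of these, with AT3G18450, were singled out after their values were seen. The median log2(FC) of all genes down in Col-0 at 15 min was -1.26 in Col-0 and -0.94 in sid2-2, and at 3 h -1.29 and -0.92.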

### SA biosynthesis antagonizes NHP-elicited gene expression at 3 to 6 h

Looking at the genes upregulated only in the *sid2-2* mutant and not wild type, we discovered an unexpectedly large number of transcripts that increased in abundance upon NHP treatment at 3 and 6 h posttreatment (Fig. 3B). This includes 151 genes at 3 h and 98 genes at 6 h that were significantly upregulated by NHP in the *sid2-2* mutant but not in wild type (Fig. 3B). 

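In sid2-2 alone, 201 genes were up past a log2(FC) of 1 at 3 h and 115 at 6 h, against 10 at 15 min and 10 at 30 min, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out 1 library at a time moved the 3 h count most, from 95 without sid2-2 NHP replicate 2 to 249 without NHP replicate 3. Fitting only the libraries of each comparison moved it to 128, and the library batch as a term moved the 6 h count to 34. By log2(FC) ± SE, the largest changes at 3 h were AOX1D (3.40 ± 0.843, adjusted p = 0.00758), UGT73B4 (2.71 ± 0.469, adjusted p = 2.25e-04) and AT1G53625 (2.48 ± 0.542, adjusted p = 0.00253). At 6 h the largest were AT3G13950 (2.21 ± 0.462, adjusted p = 0.0013), HAK5 (2.11 ± 0.258, adjusted p = 5.4e-08) and PHT3;2 (2.04 ± 0.42, adjusted p = 8.48e-04).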

GO term enrichment analysis of these genes showed significant enrichment for a number of biotic and abiotic stress responses, such as defense response to bacteria and fungi, SAR, response to abscisic acid, and response to hypoxia (Fig. 3C). These data suggest that SA may play an important role in modulating the transcription of a suite of genes, through an unknown mechanism, once NHP-mediated transcriptional reprogramming has been initiated.

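The genes up in sid2-2 alone at 3 h had a median log2(FC) of 1.41 in sid2-2 and 0.52 in Col-0. In Col-0 170 of them were above 0 and 19 were called below the threshold. At 6 h the medians were 1.26 and 0.60, with 102 above 0 in Col-0 and 21 called there below the threshold. A response that differed between the genotypes was called for 4 of these genes at 3 h and 9 at 6 h by the edgeR quasi-likelihood test. The genes at 3 h were AT5G43450 and, singled out after their values were seen, 5PTASE11, GSTU1 and AT4G13180. Being called in sid2-2 and not in Col-0 does not by itself show a different response, and the other genes are open in this respect.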

### TGA and WRKY TF *CRE*s are enriched in the promoters of early NHP-upregulated genes

To identify TFs that might directly control the expression of early NHP-responsive genes, we analyzed the promoter regions of all genes upregulated after NHP treatment in both wild-type and *sid2-2* mutant seedlings to identify putative TF-binding sites (i.e. *cis-*regulatory elements [CREs]). A less stringent cutoff of log_2_(FC) > 0 and *P*_adj_ < 0.05 was used for the upregulated genes to capture putative transcriptional regulators of all genes significantly elevated in transcript abundance, regardless of the magnitude of expression change. Following a modified workflow detailed by Bjornson et al. (2021), the NHP-upregulated genes were then separated by the time points in which they were differentially expressed. Enrichment of TF CREs was then determined for each time point using the DAPseq database (O’Malley et al. 2016) (Fig. 4A). Supplementary Figure S6 shows all the CREs found to be significantly enriched in the promoters of NHP-upregulated genes in both wild-type and *sid2-2* seedlings between 15 min and 6 h following NHP treatment.

**Figure 4.**
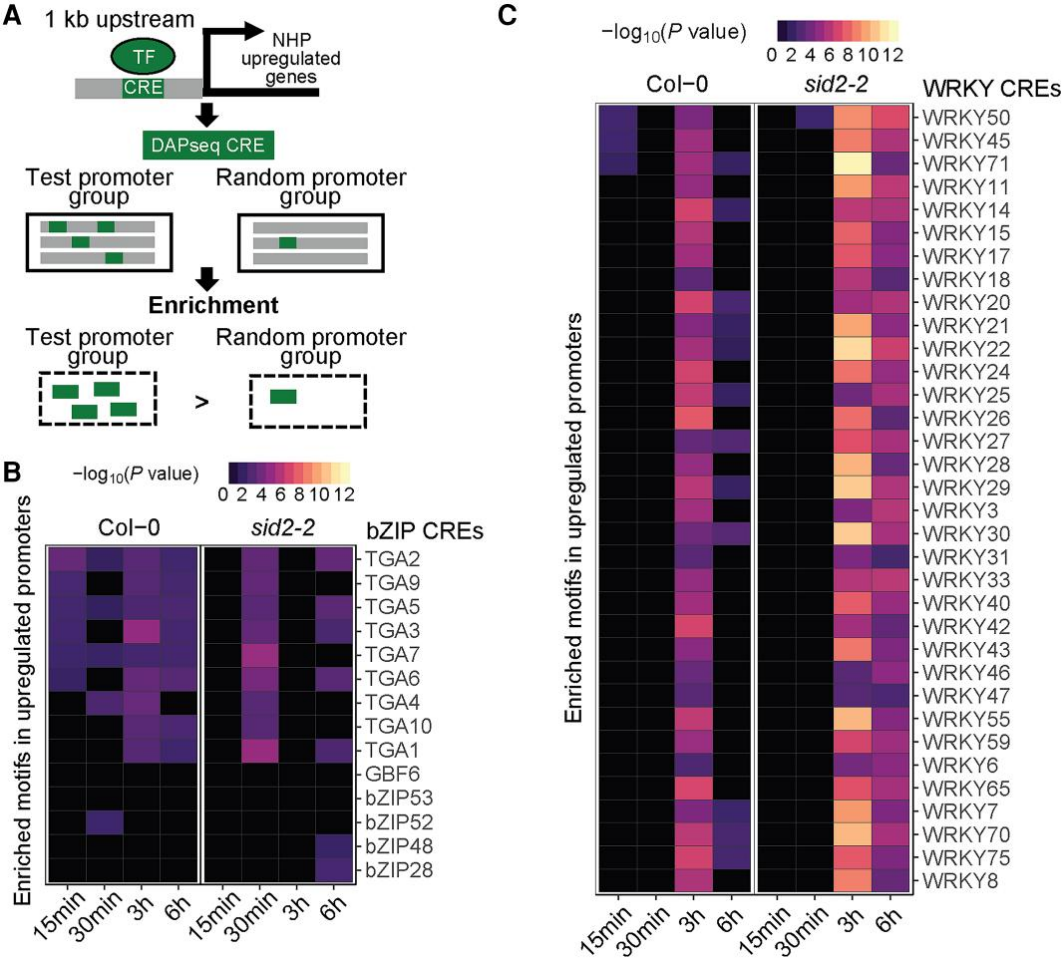
Presence of TGA/bZIP and WRKY TF CREs in the promoters of NHP-upregulated genes in wild-type (Col-0) and *sid2-2* seedlings. **A)** Schematic of the TF-binding motif (i.e. CRE) enrichment analysis performed. All genes with increased transcript abundance upon NHP treatment (log_2_(FC) > 0; *P*_adj_ < 0.05) were grouped by time point for the indicated genotype; these groups are represented as “test promoter group” in the diagram. CREs of known *Arabidopsis* TFs from the DAPseq database (O’Malley et al. 2016) were identified in the promoters (1-kb upstream of the transcriptional start site) of each group of promoters. Enrichment of identified CREs was determined relative to CREs found in promoters pulled from a random sampling of genes detected in this RNA-seq experiment. The schematic design is modified from Mariani et al. (2017). Enrichment analysis of TGA/bZIP **B)** and WRKY **C)** CREs. The name of the TF known to bind the enriched CRE is listed on the right, and the TF family name is indicated above (i.e. bZIP or WRKY). The −log_2_(*P*-value) of the enrichment analysis is indicated by the scale bar with black indicating no significant enrichment of the CRE and purple to yellow denoting an enriched CRE.

We found that CREs for bZIP family members, specifically TGA TFs, were enriched in the promoters of genes upregulated by NHP as early as 15 min. 

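For 169 of the 174 genes called higher in Col-0 at 15 min a promoter was counted, and these held a mean of 1.14 TGACG core sites in 1000 bp, against 0.873 in random sets of tested genes (adjusted p = 0.0028, permutation test with 10000 sets, Benjamini-Hochberg over 48 tests). Counting the share of promoters with at least 1 site moved this most, to adjusted p = 0.2425. These sites are matches to short sequences, whereas the authors tested binding motifs of single transcription factors.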

For some TGAs (e.g. TGA2, TGA5, and TGA7), the enrichment of their TF-binding sites was observed for all time points (Fig. 4B). 

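At 30 min the mean was 1.3 TGACG sites per promoter in Col-0, and at 3 h it was 1.16 (adjusted p = 4.36e-04 for each, permutation test, the smallest these sets can give). At 6 h it was 0.945 against 0.872 in random sets (adjusted p = 0.118), and with 500 bp promoters adjusted p = 0.00448.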

Enrichment of TGA-binding sites in the promoters of early NHP-upregulated genes is consistent with previous work demonstrating TGA2/5/6 and TGA1/4 are required for the induction of NHP-responsive genes at 24 to 48 h post-NHP treatment (Nair et al. 2021; Yildiz et al. 2023). TGA TFs are known to interact with the transcriptional coactivator NPR1 to drive SAR- and SA-induced transcriptional changes (Zhang et al. 1999). The enrichment of TGA-binding sites in the promoters of NHP-upregulated genes as early as 15 min implicates TGAs among the primary transcriptional regulators of NHP signaling. Furthermore, enrichment of TGA CREs was not observed in *sid2-2* seedlings until 30 min and was also not significantly enriched at 3 h (Fig. 4B). These findings suggest that SA biosynthesis, and likely elevated SA levels, are required for rapid and stable induction of some TGA-regulated genes induced by NHP signaling.

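In sid2-2 the genes called higher at 15 min had 0.883 TGACG sites per promoter against 0.872 in random sets (adjusted p = 0.955, permutation test). The mean at 30 min was 1.23, past every random set, and the share of promoters with a site gave adjusted p = 0.2425 there too. At 3 h it was 1 against 0.872, also past every random set. At 6 h it was 0.95 (adjusted p = 0.024). The gene sets were of unequal size, with 454 promoters at 15 min and 1169 at 3 h, so adjusted p cannot be compared between them as a strength.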

Moreover, we discovered that a large number of WRKY CREs were highly enriched in the promoter regions of NHP-upregulated genes at 3 to 6 h in both wild-type and *sid2-2* seedlings (Fig. 4C). This corresponds with the majority of genes identified in the NHP-upregulated early strong cluster belonging to the WRKY TF family (Fig. 2; Table 1). This finding suggests a model where NHP induces the expression of *WRKY* genes as a primary transcriptional response, followed by WRKY-regulated gene expression changes that act as a secondary wave of transcriptional control.

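At 3 h, promoters of genes called higher held a mean of 1.6 W-boxes in Col-0 against 1.21 in random sets, past every one of 10000 sets. The W-box mean in Col-0 was already higher at 15 min, at 1.47 (adjusted p = 0.0122), though not past 0.05 with 500 bp promoters (adjusted p = 0.139) or by the share of promoters with a site (adjusted p = 0.5521). At 30 min it was 1.22 (adjusted p = 0.955). By 6 h the Col-0 mean was 1.27 (adjusted p = 0.263, permutation test, Benjamini-Hochberg over 48 tests), and with 500 bp promoters adjusted p = 0.0288. The WT-box mean in Col-0 was 0.255 at 3 h and 0.214 at 6 h against 0.162 (adjusted p = 0.00369 at 6 h).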

It is striking that the confidence in WRKY CRE enrichment was greater (i.e. lower *P*-value) at 3 and 6 h in the promoters of genes upregulated in the *sid2-2* mutant compared to those of wild type (Fig. 4C). These data suggest that a substantial number of NHP-upregulated genes are directly regulated by WRKY TFs, and such regulation is influenced by SA levels. 

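The W-box mean in genes called higher in sid2-2 was 1.64 at 3 h and 1.48 at 6 h, past every random set at both time points. At 15 min it was 1.07, below the 1.21 of random sets (adjusted p = 0.0429), and at 30 min 1.32 (adjusted p = 0.469). The 15 min result was not past 0.05 by the share of promoters with a site (adjusted p = 0.177) or with random sets matched on expression (adjusted p = 0.1317). The WT-box mean in sid2-2 was 0.248 at 3 h and 0.217 at 6 h. The sid2-2 sets held 1169 promoters at 3 h and 1141 at 6 h and the Col-0 sets 357 and 733, and a larger set gives a smaller p at the same mean.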

A similar pattern emerged for members of the NAC TF family, where NAC CREs were enriched in the promoters of NHP-upregulated genes at 3 h in *sid2-2* but not in the promoters of genes upregulated in wild type (Supplementary Fig. S6). Both WRKY and NAC TFs are involved in the regulation of a number of biotic and abiotic stress responses (Eulgem et al. 2000; Mohanta et al. 2020). Notably, a set of genes upregulated by NHP at 3 to 6 h only in the *sid2-2* mutant but not in wild type were overrepresented in biological processes associated with biotic and abiotic stress responses (Fig. 3, B and C). Taken together, these data suggest SA may antagonize the transcription of a subset of NHP-responsive genes by regulating the activities of WRKY and NAC TFs.

The same CRE enrichment analysis was also carried out on all NHP-downregulated genes, regardless of the magnitude of FC (log_2_(FC) < 0 and *P*_adj_ < 0.05). 

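Promoters of genes called lower in Col-0 at 15 min held 1.37 W-boxes in 1000 bp against 1.21 in random sets (adjusted p = 0.0412, permutation test). This result was not past 0.05 with 500 bp promoters (adjusted p = 0.1998) or with random sets matched on expression (adjusted p = 0.05429). At 3 h the W-box mean was 1.21 (adjusted p = 0.983), and at 6 h it was 1.2 (adjusted p = 0.955). The single W-box sequence is a coarser measure than the many motifs of WRKY proteins that the authors tested.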

We found multiple WRKY CREs enriched in the promoter regions of NHP-downregulated genes at 15 min, 3 h, and 6 h, in wild-type seedlings (Supplementary Fig. S7), further supporting a role for WRKY TFs in relaying NHP-induced transcriptional changes.

Finally, we found the CREs of Homeobox gene family members to be abundant in the promoters of NHP-downregulated genes spanning from 15 min through 6 h, with the greatest confidence of enrichment found in the promoters of genes downregulated by NHP at 3 to 6 h in a SA-dependent manner (Supplementary Fig. S7). Among these was ATHB5, a homeodomain leucine zipper (HDZip) protein linked to the abscisic acid-driven repression of germination and root growth in seedlings (Johannesson et al. 2003). Given that NHP precursor Pip inhibits seedling root growth, we now hypothesize that NHP may drive the repression of root growth and development genes (Supplementary Fig. S3C) through the action of HDZip Homeobox proteins like ATHB5.

### Early NHP-responsive gene *WRKY70* is required for NHP-elicited SAR

To further dissect the NHP response pathway, we carried out a reverse genetic screen to identify *Arabidopsis* mutants with compromised NHP-elicited SAR. Given WRKY CREs were the predominant regulatory elements identified in genes responsive to NHP 3 to 6 h following treatment (Fig. 4C; Supplementary Fig. S7), we selected the 6 *WRKY*s (*WRKY38*, *WRKY51*, *WRKY54*, *WRKY59*, *WRKY62*, and *WRKY70)* from the early strong NHP-upregulated cluster (Fig. 2B; Tables 1 and 2) for mutant analysis.

To measure NHP-induced SAR, we obtained homozygous *Arabidopsis* mutants and quantified bacterial growth in their leaves after treatment with exogenous NHP (Chen et al. 2018). Specifically, 3 lower leaves of 4.5-wk-old wild-type and mutant plants were infiltrated with water (mock) or 0.5 mm NHP. One day later, 1 distal upper leaf was inoculated with a 1 × 10^5^ CFU/mL suspension of the virulent bacterium *Pseudomonas syringae* pathovar *maculicola* strain ES4326 (*Psm*). Bacterial growth of *Psm* was quantified 3 d postinfection (dpi) to determine if the mutants were altered in their resistance to pathogen infection. Mutants were considered to exhibit normal NHP-elicited SAR if bacterial titer was significantly lower in NHP-treated plants compared to mock-treated plants.

Of the 6 *wrky* mutants screened, 5 (*wrky51*, *wrky54*, *wrky59*, *wrky38*, and *wrky62*) exhibited normal NHP-elicited SAR (Fig. 5, A to D). NHP treatment of the *wrky62* mutant resulted in enhanced resistance relative to NHP-treated wild type, suggesting WRKY62 may negatively affect NHP-elicited SAR. However, since *wrky62* was not compromised in NHP-elicited SAR, we instead focused on *wrky70-1* (SALK_025198; Li et al. 2006), which displayed compromised NHP-elicited SAR (Fig. 5E). That is, NHP treatment did not decrease bacterial growth in distal leaves of *wrky70-1* plants compared to mock treatment. We also observed that *wrky70-1* mutants treated with mock contained less bacteria than wild-type plants treated with mock, demonstrating basal resistance to *Psm* is enhanced in the *wrk70-1* mutant (Fig. 5E). Analysis of a second *wrky70* allele, *wrky70-2* (GABI_324D11; Li et al. 2006), showed similar patterns to *wrky70-1*, with compromised SAR and enhanced basal resistance (Fig. 5E). Unlike NHP-treated *wrky70-1*, NHP-treated *wrky70-2* plants exhibited enhanced resistance when compared to wild type treated with NHP. Despite this, no significant decrease in bacterial growth was seen between mock- and NHP-treated *wrky70-2*. The inability of the *wrky70* mutants to further restrict bacterial growth following NHP treatment suggests they may be insensitive to NHP or defective in NHP signaling.

**Figure 5.**
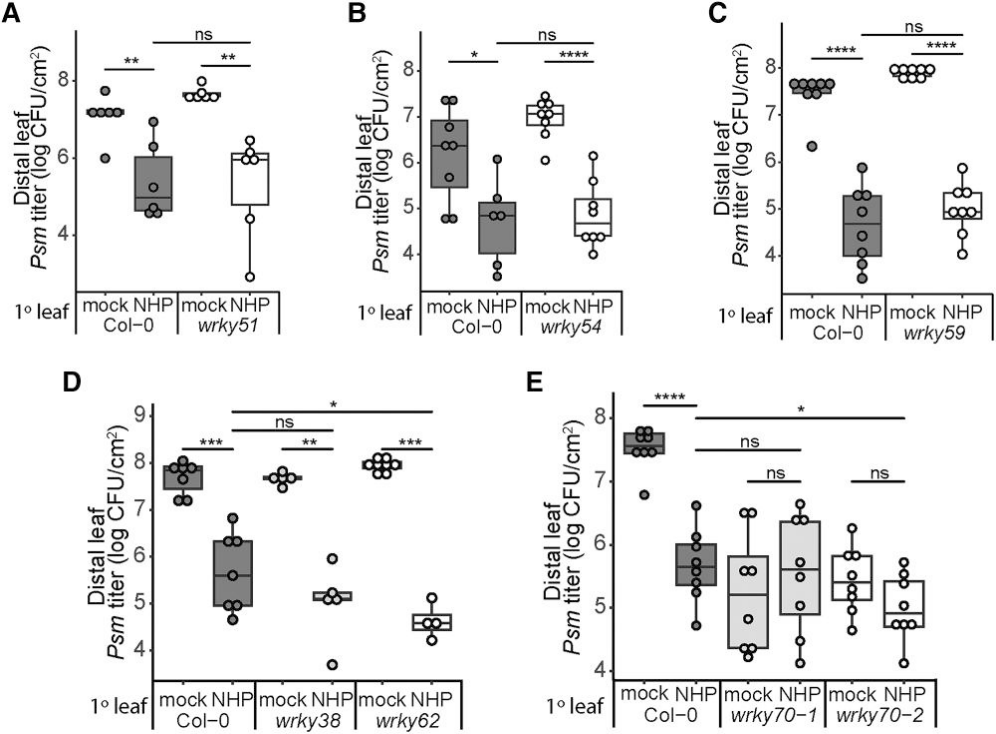
WRKY70 is involved in NHP-elicited SAR. Bacterial growth in the distal leaves of mock- and NHP-treated wild-type (Col-0) and *wrky* mutant plants. *WRKY* genes for mutant analysis were selected from the early stable cluster defined in Fig. 2 and include *WRKY51***A)**, *WRKY54***B)**, *WRKY59***C)**, *WRKY38* and *WRKY62***D)**, and *WRKY70***E)**. Three lower (1°) leaves were infiltrated with water (mock), 0.5 mm NHP, or 1 mm NHP (*wrky59* only), and 1 d later, 1 upper, distal leaf was inoculated with a 1 × 10^5^ CFU/mL suspension of *Psm*, followed by quantification of bacterial titer 3 dpi (*n* = 4 to 8). Box and whisker dot plots represent the median (center line), first and third quartiles (box edges), and the minimum and maximum values (whiskers). Asterisks indicate significant differences in bacterial titer (2-tailed *t*-test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, not significant).

We next questioned if systemic resistance to *Psm* was similarly compromised in *wrky70-1* plants primed with the avirulent pathogen *P*. *syringae* pathovar *tomato* (*Pst*) strain DC3000 carrying *avrRpt2* (*Pst avrRpt2*). Localized infection with *Pst avrRpt2* is known to elicit a strong immune response that leads to SAR and protection against *Psm* in distal leaves (Kohler et al. 2002). We found that the *Psm* titer in distal leaves reached similar levels for *wrk70-1* plants treated with mock or *Pst avrRpt2*, and this level was comparable to *Psm* growth in wild-type leaves of plants treated with *Pst avrRpt2* (Supplementary Fig. S8A). These data indicate that *wrky70-1* mutants exhibit a basal level of defense priming and *Pst avrRpt2* primary infection does not further enhance this resistance.

We also examined pathogen growth in local *wrky70-1* leaves. We found that the titer of *Psm* in infected *wrky70-1* leaves was lower than in *Psm*-infected wild-type leaves (Supplementary Fig. S8B). This phenotype corroborates previous work demonstrating loss of *WRKY70* expression enhances resistance to *Psm* infection (Zhou et al. 2018).

### Expression of *SARD1* and *PR* genes is elevated in *wrky70-1* independent of NHP

Previous studies in *Arabidopsis* have demonstrated a role for WRKY70 in the transcriptional regulation of several genes required for SAR signaling and disease resistance, including *SARD1* and the *PATHOGENESIS-RELATED* genes *PR1*, *PR2*, and *PR5* (Li et al. 2004; Zhou et al. 2018; Liu et al. 2021). These genes were also shown to be upregulated in wild-type *Arabidopsis* plants 24 h after treatment with NHP (Yildiz et al. 2021). To determine if WRKY70 is required for NHP-induced expression of *SARD1*, *PR1*, *PR2*, and *PR5* at 24 h, we quantified transcript abundance in wild-type and *wrky70-1* plants treated with water or 1 mm NHP. As expected, RT-qPCR showed increased abundance of *SARD1*, *PR1*, *PR2*, and *PR5* mRNA in wild-type plants treated with NHP compared to water (Supplementary Fig. S8C). However, NHP treatment did not further increase transcript levels in *wrky70-1* plants (Supplementary Fig. S8C). Notably, all 4 genes showed elevated transcript abundance in water-treated *wrky70-1* mutants compared to water-treated wild type. The elevated expression of *SARD1* and *PR1* in water-treated *wrky70-1* plants is consistent with previous studies demonstrating WRKY70 negatively regulates these 2 genes in the absence of a pathogen (Zhou et al. 2018; Liu et al. 2021).

### WRKY70 is required for NHP induction of genes in the late weak and late strong clusters

Given the *wrky70* mutants were unable to further enhance resistance to *Psm* infection following NHP treatment (Fig. 5E), we hypothesized that a subset of early NHP-responsive genes, containing putative WRKY70 CREs in their promoters, may require WRKY70 function for full, wild-type gene expression levels following NHP treatment. To investigate this, we selected 3 genes from the late weak and late strong clusters (Fig. 2; Table 1), specifically *BDA1*, *PROSCOOP4*, and *CML10*, and examined their transcript accumulation in response to 1 mm NHP over a time course of 0 to 12 h. The promoters of these genes contain 1 or more WRKY70 CREs (i.e. W-box [TTGACY], WT-box [YGACTTTT], and WRKY70 DAPseq motif; Rushton et al. 2010; Machens et al. 2014; O’Malley et al. 2016) within 2,000-bp upstream of their respective putative transcriptional start site (Fig. 6A).

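In the 2000 bp upstream of the annotated start in TAIR10.1, BDA1 had 5 W-boxes at -1824, -976, -753, -207 and -172 and 2 WT-boxes at -1923 and -1159. PROSCOOP4 had 2 W-boxes, at -825 and -11. CML10 had 2 W-boxes, at -1866 and -1319. Of the 3 genes, BDA1 and PROSCOOP4 lie on chromosome 5 (22184545 to 22186633 and 17961019 to 17962276, minus strand) and CML10 on chromosome 2 (17135347 to 17136999, plus strand). In each of the 3 regions 2 other genes overlap, and the paper names TAIR10, whose gene starts may differ.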

**Figure 6.**
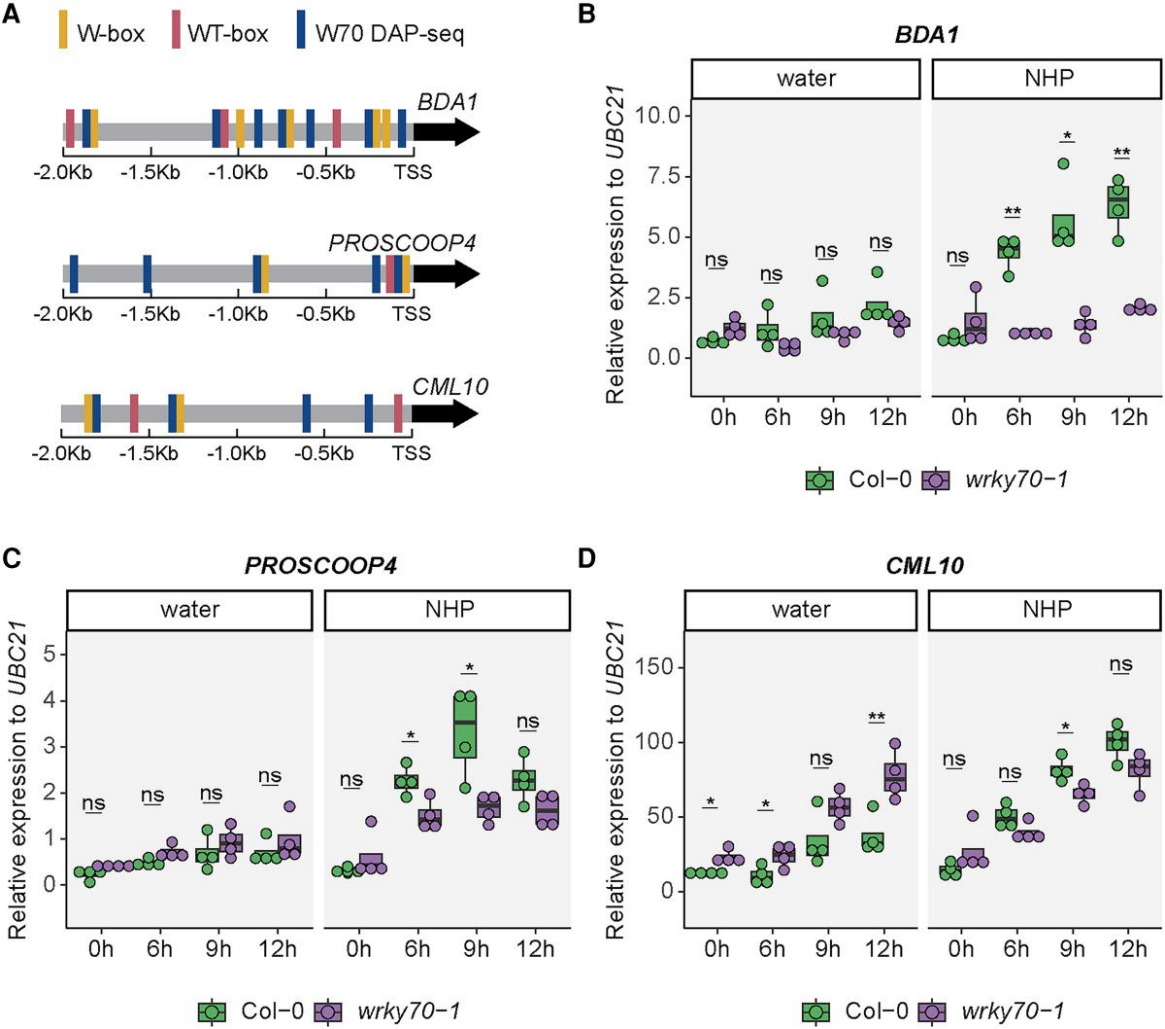
Loss of WRKY70 function impacts the upregulation of early NHP-responsive genes. **A)** Diagram of putative WRKY70 CREs, including W-box, WT-box, and WRKY70 (W70) DAPseq motifs in the promoters (−2-kb upstream of the TSS) of NHP-responsive genes *BDA1*, *PROSCOOP4*, and *CML10*. Note W70 DAPseq sites adjacent to a W- or WT-box overlap. Expression of *BDA1***B)**, *PROSCOOP4***C)**, and *CML10***D)** in *wrky70-1* mutant plants. Three leaves of 4.5-wk-old wild-type (Col-0) and *wrky70*-1 mutant plants were infiltrated with water or 1 mm NHP. Samples collected at 0 h were untreated before collection. Transcript abundance was determined relative to *UBC21* for each condition (2^−ΔCt^). Box and whisker dot plots represent the median (center line), first and third quartiles (box edges), and the minimum and maximum values (whiskers) of 4 biological replicates. Asterisks indicate a significant difference between wild type and *wrky70-1* at each time point (2-tailed *t*-test; *P < 0.05, **P < 0.01, ns, not significant).

We found that *BDA1*, a gene encoding an ankyrin-repeat transmembrane protein (Yang et al. 2012), exhibited the strongest dependence on WRKY70 for NHP-induced expression. *BDA1* transcripts were significantly increased at 6, 9, and 12 h post-NHP treatment in wild-type leaves but not *wrk70-1* leaves (Fig. 6B). Transcript levels for *PROSCOOP4*, a gene encoding the precursor of secreted peptide SCOOP4/STMP10 (Gully et al. 2019; Hou et al. 2021), were also significantly higher at 6 and 9 h post-NHP treatment in wild-type leaves compared to that observed for *wrk70-1* plants (Fig. 6C). Unlike *BDA1*, we found that *PROSCOOP4* transcripts were higher in NHP-treated *wrk70-1* leaves at 6 and 9 h compared to the 0-h time point (Fig. 6C). These data show that *wrk70-1* plants responded to NHP treatment, suggesting that they can sense NHP but are impaired in NHP signaling. Similar trends were observed for *CML10* (*CALMODULIN-LIKE 10*/*CaBP22*; Luan et al. 2002) at the 9-h time point (Fig. 6D). We confirmed these results by analyzing a second *wrky70* allele, *wrky70-2* (Supplementary Fig. S9).

Taken together, our findings reveal that *WRKY70* is required for the proper expression of NHP-responsive genes from the late weak and late strong clusters, highlighting a role for WRKY70 in the transcriptional response to NHP several hours following treatment.

### NHP pretreatment enhances flg22-elicited ROS production and WRKY70 contributes to the full response

We next questioned if WRKY70 regulates a specific branch of NHP defense signaling. One such branch involves the response to common molecular features of microbes (e.g. bacterial flagellin or fungal chitin) known as microbe-associated molecular patterns (MAMPs) and the response to plant-derived damage-associated molecular patterns (DAMPs), a process collectively referred to as pattern-triggered immunity (PTI). The WRKY70-dependent gene *BDA1* is known to mediate signaling in response to MAMP detection and interacts with receptor-like protein Suppressor of NPR1, Constitutive2 (SNC2) to relay MAMP-triggered defense responses (Yang et al. 2012). Production of ROS is a MAMP-triggered defense response, which can act directly or indirectly as an antimicrobial agent and serves as a secondary signal to activate further defense responses (Boller and Felix 2009; Couto and Zipfel 2016). Similarly, DAMPs, such as secreted peptides from the PROSCOOP family, are known to elicit an increase in ROS production (Gully et al. 2019; Hou et al. 2021; Rhodes et al. 2021). Incidentally, *CML10* encodes a calmodulin-like protein known to interact with phosphomannomutase in order to modulate ascorbic acid synthesis and cellular homeostasis of ROS (Cho et al. 2016).

We thus investigated how NHP alters MAMP-triggered ROS production using bacterial flagellin as the elicitor in the presence and absence of NHP pretreatment and asked if WRKY70 is required for the response. Leaf discs of wild-type and *wrky70-1* plants were floated on solutions of water, NHP, and SA. SA was included as a positive control, as it is known to enhance the MAMP-triggered ROS burst (Yi et al. 2014). After 24 h, leaf discs were treated with a 100 nm solution of flagellin peptide (flg22), and then ROS was measured using a luminol-based assay. We found ROS levels from mock-treated *wrky70-1* plants, on average, trended lower than water-treated wild type, suggesting WRKY70 is required for maximal ROS accumulation (Fig. 7, upper panel). NHP treatment increased ROS generation in both wild-type and *wrky70-1* tissue exposed to flg22 when compared to water-treated tissues. The average ROS production in NHP-treated *wrky70-1* leaf discs was lower than NHP-treated wild-type leaf discs (Fig. 7, lower panel). Similar results were found when analyzing *wrky70-2* plants (Supplementary Fig. S10). Collectively, these data indicate that NHP is able to enhance the flg22-elicited ROS burst, and this enhancement requires WRKY70 for full ROS generation.

**Figure 7.**
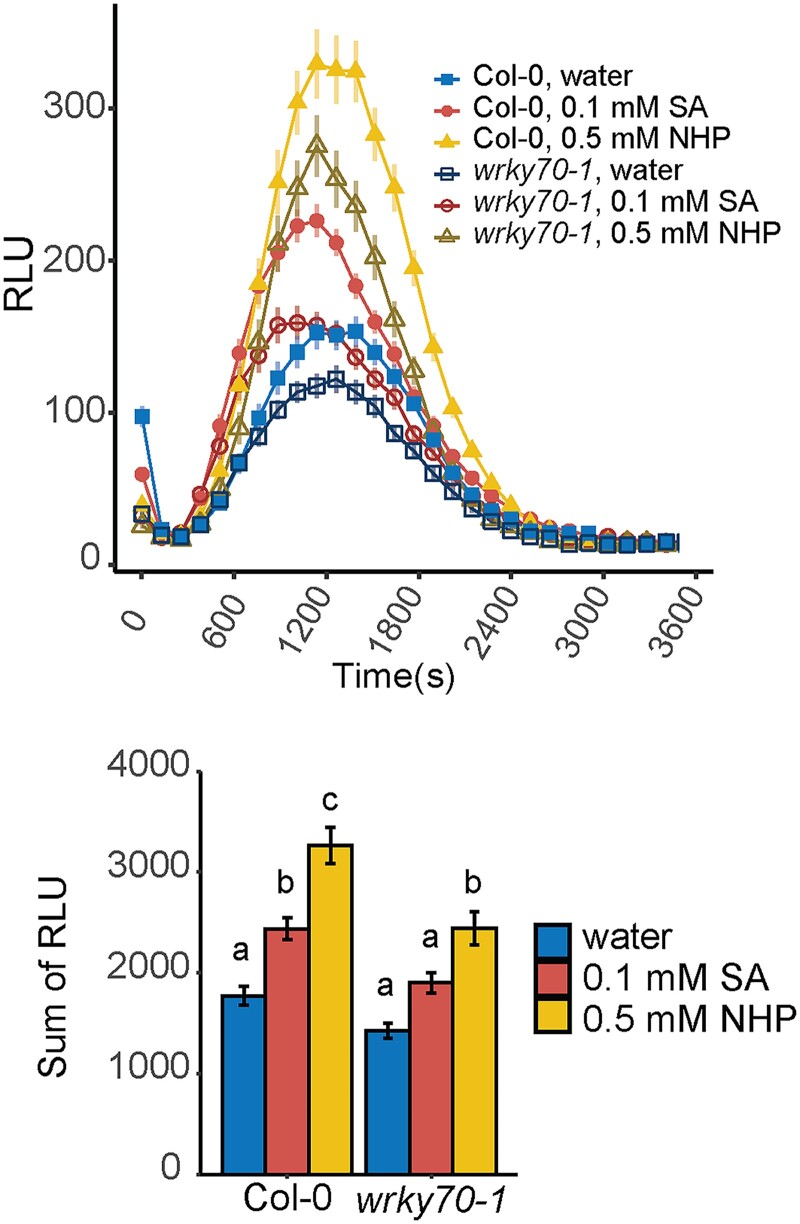
NHP enhances ROS production and requires WRKY70 for full ROS levels. Flg22-elicited ROS quantification in *wrky70-1* plants. Four leaf discs from 4.5 to 5-wk-old wild-type and *wrky70-1* plants were pretreated by floating leaf discs on water, 0.1 mm SA, or 0.5 mm NHP for 24 h before treating with 100 nm flg22 in horseradish peroxidase and luminol. Top: traces of the average RLUs over the indicated run time. Each point represents the average of leaf discs from 6 plants (*n* = 24) from 2 experiments, and error bars represent the SEM. Bottom: total quantification of RLUs from top plot. For each leaf disc, RLUs from all time point were summed by condition over the run time and averaged with error bars representing the SEM. Statistical analysis was performed using a 1-way ANOVA and post hoc Sidak test; different letters indicated statistical differences between means with *P* < 0.05.

## Discussion

NHP has emerged as an essential signaling molecule required for the establishment and amplification of SAR in *Arabidopsis* and crop plants (Chen et al. 2018; Holmes et al. 2019), although the early signaling events mediated by NHP had yet to be described. Our study provides insights into the primary transcriptional responses to NHP, as well as the role that NHP-induced SA biosynthesis plays during this response. We also discovered that TGA and WRKY CREs are enriched in the promoters of early NHP-induced genes, providing a framework for dissecting primary and secondary transcriptional responses. Furthermore, we show that early transcriptional expression of *WRKY70*, within minutes of NHP treatment, mediates secondary transcriptional reprogramming that is required for NHP signaling, ROS production, and SAR.

### Early short-lived NHP transcriptional responses associate with general stress

In the early response to NHP, we identified a primary wave of NHP signaling that was short-lived and activated transcriptional responses mirroring wounding/DAMP and JA signaling in a partially SA-dependent manner. Of the pathways activated by NHP, we found a considerable enrichment of known JA-response genes, including *MYC2* and *JAZ10* (Fig. 2C; Tables 1 and 2). Given the established antagonism between JA and SA signaling pathways (Pieterse et al. 2012), it was surprising to find the majority of genes in the early transient cluster were dependent on ICS1/SID2-derived SA for early induction (Fig. 3A). These findings suggest that part of the early NHP transcriptional response depends on synergism between JA signaling components and preinfection levels of SA. Our data support a model where general stress response signatures are activated by NHP treatment in an early pulse of gene expression that acts synergistically with SA to modulate the activation of defense pathways (Fig. 8A).

**Figure 8.**
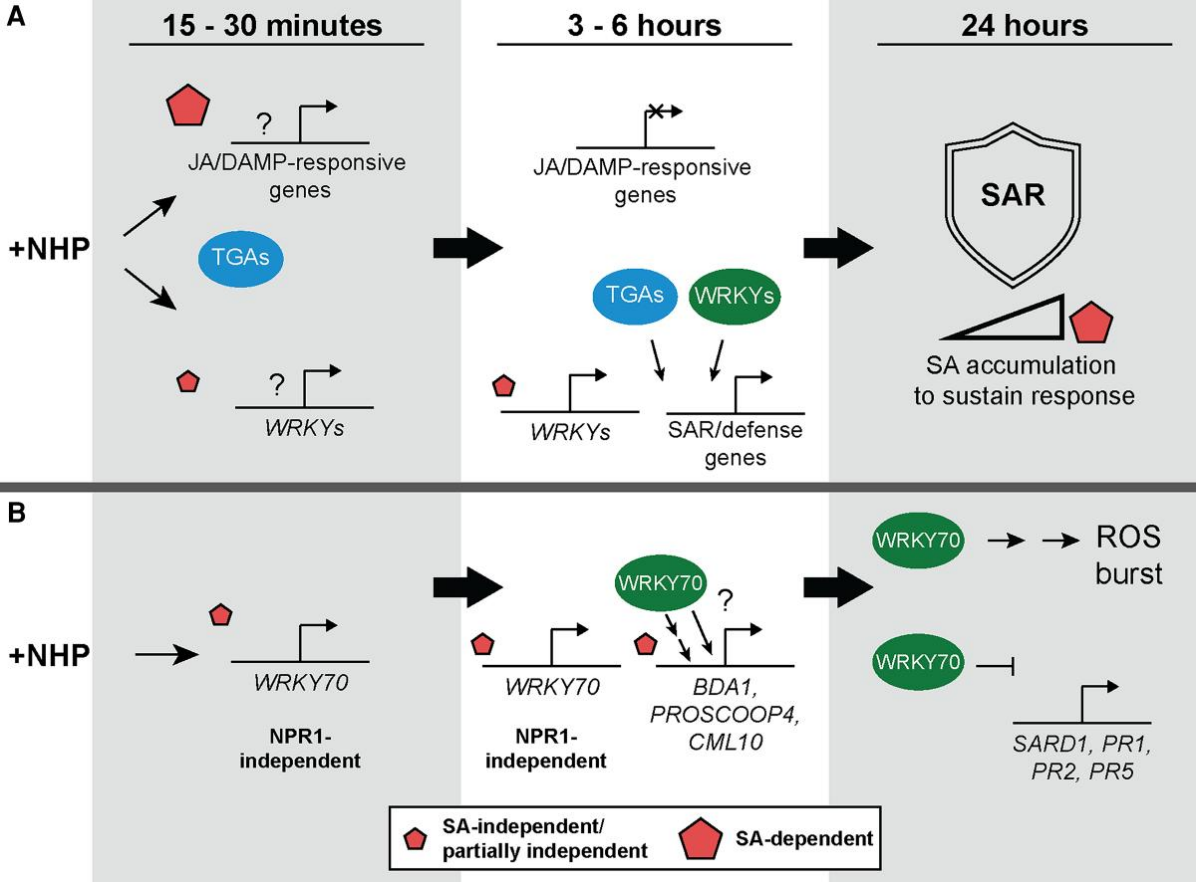
Working models for early transcriptional activation following NHP elicitation and the role of WRKY70 in modulating NHP responses. **A)** Presence of the NHP signal induces a primary phase of transcriptional activation within 15 to 30 min for 2 groups of genes: one with signatures of JA/DAMP-responses that is primarily dependent on ICS1/SID2-derived SA and the other consisting largely of *WRKY* TF genes mostly independent of SA. *WRKY* expression persists several hours later, whereas the JA/DAMP response is attenuated through an unknown regulatory mechanism. At the 3- to 6-h time point, NHP induces a secondary phase of SAR- and defense-associated gene expression with the majority activated partially independent of SA. Dependence on SA signaling increases as NHP-elicited SAR progresses by 24 h. DNA-binding motifs (i.e. CREs) of WRKY TFs are enriched in the promoters of genes expressed at 3 to 6 h, implicating WRKY TFs as executors of the secondary transcriptional phase. TGA CREs are enriched in the promoters of NHP-induced genes from 15 min to 6 h and are likely key drivers of NHP signaling. **B)***WRKY70* expression is induced by NHP within minutes, persisting several hours later, at least in part, via SA- and NPR1-independent pathways. WRKY70 is required for full induction of a subset of NHP-induced genes via either direct or indirect regulation. It is possible these WRKY70-induced genes help in priming a NHP-driven enhanced ROS burst following flg22 elicitation. WRKY70 also serves to repress NHP-induced genes, modulating and/or attenuating the expression of key SAR genes.

Previous work has described a strong, systemic JA response in *Arabidopsis* leaves infected with an avirulent *Pst* strain after 4 h, suggesting JA signaling pathways are involved in SAR development (Truman et al. 2007). The JA response detected by Truman *et al*. in the systemic leaves of avirulent *Pst*-treated plants after 4 h may be reflective of the early and transient response to NHP observed in our transcriptional analysis. These JA- and early NHP-responsive marker genes may prove useful for determining optimal time points in testing the systemic translocation of NHP. Furthermore, although genetic studies contest the requirement for JA biosynthesis and signaling in SAR (Attaran et al. 2009), it remains a possibility that differences in primary pathogen treatment or secondary pathogen infection may shift the requirement for JA signaling in SAR establishment and warrant further study.

### Early strong NHP responses activate a primary wave of *WRKY* transcription

We discovered another primary wave of early NHP signaling that was partially SA independent and exhibited strong induction of *WRKY* gene transcription within minutes of NHP treatment, persisting several hours after treatment (Fig. 8A). All 6 *WRKY* TF genes in the early stable upregulated gene cluster were activated by NHP treatment in *sid2-2* seedlings, and although some showed delays in the timing of induction in the *sid2-2* mutant, all 6 were strongly upregulated by 3 h (Tables 1 and 2). Furthermore, increased transcript abundance of *WRKY38*, *WRKY54*, and *WRKY70* in *npr1-3* seedlings 3 h after treatment with NHP indicates some *WRKY*s in this cluster are responsive to NHP independent of NPR1 (Supplementary Fig. S4). These findings are intriguing given SA- and SA-analog-induced expression of this group of *WRKY* TFs is known to be NPR1-dependent (Kalde et al. 2003; Wang et al. 2006). 

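In sid2-2 at 3 h the log2(FC) was 5.59 ± 0.699 (SE, adjusted p = 4.41e-07) for WRKY38, 3.98 ± 0.671 (SE, adjusted p = 5.63e-05) for WRKY62 and 3.43 ± 0.233 (SE, adjusted p = 2.77e-15) for WRKY54 by the edgeR quasi-likelihood test. WRKY51 was at 3.19 ± 0.344 (SE, adjusted p = 1.74e-08), WRKY59 at 2.18 ± 0.445 (SE, adjusted p = 7.93e-04) and WRKY70 at 2.25 ± 0.243 (SE, adjusted p = 6.33e-08). At 15 min in sid2-2, WRKY38 had a log2(FC) of 3.92 ± 0.459 (SE, adjusted p = 8.53e-07) and WRKY54 of 2.96 ± 0.227 (SE, adjusted p = 7.99e-13). WRKY59 was called at 15 min, at 2.75 ± 0.632 (SE, adjusted p = 0.00808), and the call was lost in the 2 fits of 6 libraries, with adjusted p up to 0.105. WRKY62 was called at 15 min, at 3.15 ± 0.677 (SE, adjusted p = 0.00429), and not by DESeq2 on the 6 libraries (adjusted p = 0.0834), a setting added after the data were seen. No difference between the genotypes in the response of these genes was called at 15 min or 3 h.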

The ability of NHP to induce an early wave of *WRKY* expression independent of ICS1/SID2-derived SA and independent of NPR1 suggests NHP, not SA, is the primary signal driving this early transcriptional response, where some responses are NPR1 independent.

The early and strong induction of *WRKY* transcription, including 2 sets of homologs belonging to WRKY Group III (*WRKY38* and *WRKY62* as well as *WRKY54* and *WRKY70*), suggested WRKY TFs may play a role in driving the secondary transcriptional response to NHP. Members of WRKY Group III are known to play both positive and negative regulatory roles in defense responses (Kalde et al. 2003; Pandey and Somssich 2009). Consistent with this, we found CREs of WRKY TFs to be abundant in the promoters of genes, both upregulated and downregulated, several hours after NHP treatment (Fig. 4C; Supplementary Fig. S7). For example, the CRE bound by WRKY70, as defined by the DAPseq Plant Cistrome Database (O’Malley et al. 2016), was enriched in the promoters of genes upregulated by NHP at 3 and 6 h (Fig. 4C). Other canonical motifs bound by WRKY70, such as the W-box and WT-box (Rushton et al. 2010; Machens et al. 2014), were also found in the promoters of genes upregulated several hours after NHP treatment (Fig. 6A). Taken together, these findings link the early NHP-driven induction of *WRKY* expression to the subsequent upregulation and downregulation of WRKY-targeted genes 3 to 6 h after initial NHP treatment. Additionally, these WRKYs may be important in modulating or attenuating the NHP response as loss of *WRKY62* and *WRKY70* expression resulted in enhanced resistance and defense gene expression (Fig. 5, D and E; Supplementary Fig. S8, A to C). Based on these findings, we hypothesize a model of early NHP signaling wherein activation of *WRKY* transcription is a primary response to NHP signaling that is followed by a secondary wave of expression driven through WRKY regulation (Fig. 8A).

While not the focus of this study, it is noteworthy to mention that TGA TFs are also associated with the primary wave of NHP-mediated transcription. We found CREs of TGAs are abundant in the promoters of early NHP-upregulated genes across all time points sampled (Figs. 4B and 8A). These findings are in agreement with recent studies demonstrating TGAs are redundantly required for NHP induction of SAR and SAR marker genes (Nair et al. 2021; Yildiz et al. 2023). Our data provide further evidence highlighting the importance of TGAs in NHP-driven signaling (Fig. 8A) and suggest that a NPR1/TGA complex, or a key interactor of this complex, directly relays the NHP signal.

### Late weak and late strong genes define the secondary wave of transcription

Finally, our RNA-seq analysis also revealed a secondary wave of NHP signaling defined by late weak and late strong upregulated genes. These genes are associated with pathogen defense, SAR, and SA responses and showed features of SA-dependent and SA-independent transcriptional induction (Figs. 2C and 3A). Upregulation of SAR-associated genes by NHP is consistent with previous studies (Bernsdorff et al. 2016; Yildiz et al. 2021, 2023). Our study reveals that transcriptional activation of these SAR-associated genes occurs as early as 3 to 6 h following detection of the NHP signal. Interestingly, 24 genes from the late weak cluster and 4 genes from the late strong cluster are SA independent within 6 h of NHP treatment but SA dependent 24 h after NHP (Yildiz et al. 2021). Among this group are key SA and NHP biosynthetic and regulatory genes including *ALD1*, *UGT76B1*, *SARD1*, and *NPR3*. Together, these data suggest NHP is sufficient to drive gene expression over a short time frame but requires SA accumulation for sustained expression (Fig. 8A), thus highlighting the importance of interrogation into early NHP transcriptional changes. 

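SARD1 in sid2-2 had a log2(FC) of 1.32 ± 0.186 (SE, adjusted p = 3.74e-06) at 3 h and 1.26 ± 0.167 (SE, adjusted p = 4.77e-07) at 6 h by the edgeR quasi-likelihood test. UGT76B1 had 1.04 ± 0.106 (SE, adjusted p = 7.43e-09) at 3 h and 0.96 ± 0.103 (SE, adjusted p = 1.38e-08) at 6 h in sid2-2. NPR3 had 1.08 ± 0.0907 (SE, adjusted p = 4.8e-12) at 3 h and 0.90 ± 0.0889 (SE, adjusted p = 2.64e-10) at 6 h. ALD1 in sid2-2 had counts of 0, 1 and 0 with mock and 19, 77 and 23 with NHP at 6 h (adjusted p = 8.33e-08), and its fold change is not given because the mock counts are near 0. No difference between the genotypes was called for the 4 genes at 6 h, with adjusted p from 0.117 for ALD1 to 0.996 for NPR3.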

Further elucidation of a timeframe for early NHP responses should prove useful in studying other aspects of NHP biology, such as the biosynthesis and translocation of NHP and the identification of NHP sensors and their respective downstream signaling pathways.

### Primary NHP-responsive gene *WRKY70* mediates secondary transcriptional changes required for NHP-elicited SAR, signaling, and ROS production

We found *WRKY70* expression is induced within 15 min of NHP treatment and loss of *WRKY70* expression compromises NHP-elicited SAR (Fig. 5E). 

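WRKY70 in Col-0 at 15 min rose from 4.54 ± 0.642 to 13.7 ± 2.07 CPM (SD, n = 3). Its log2(FC) was 1.59 ± 0.212 (SE, adjusted p = 3.7e-06) by the edgeR quasi-likelihood test.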

WRKY70 is known to repress many pathogen-inducible genes in the absence of infection but is also required for full activation of pathogen-inducible genes during infection (Zhou et al. 2018). We observed enhanced resistance to *Psm* infection and enhanced transcript abundance of defense genes *SARD1*, *PR1*, *PR2*, and *PR5* after mock treatment (Supplementary Fig. S8C), consistent with a repressive role for WRKY70 that likely serves to modulate or fine-tune defense responses. However, NHP treatment did not enhance resistance nor increase transcript abundance of these genes in *wrky70-1* (Fig. 5A; Supplementary Fig. S8, A to C). Furthermore, expression of the NHP-upregulated early strong gene *BDA1* was completely abolished in *wrky70* mutant lines (Fig. 6B; Supplementary Fig. S9A), demonstrating early expression of *WRKY70* is required to drive as well as modulate a subset of the secondary transcriptional responses of NHP signaling (Fig. 8B).

Evidence supports a SA- and NPR1-independent defense pathway driven by WRKY70 (Shah et al. 2001; Zhang, Yang, et al. 2010). We found that NHP was sufficient to induce expression of *WRKY70* in the *sid2-2* and *npr1-3* mutants within 30 min of treatment (Table 1; Supplementary Fig. S4C), suggesting new SA biosynthesis and the SA receptor NPR1 are dispensable for the early transcriptional activation of *WRKY70* (Fig. 8B). Likewise, WRKY70-regulated genes *BDA1* and *CML10* are induced within 3 to 6 h of NHP signaling partially independent of SA (Table 1). 

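In sid2-2 WRKY70 had a log2(FC) of 1.34 ± 0.268 (SE, adjusted p = 0.00299) at 30 min by the edgeR quasi-likelihood test. At 15 min it was at 0.86 ± 0.234 (SE, adjusted p = 0.0303). The 15 min call was lost without mock replicate 1, without mock replicate 3 or without any 1 of the NHP libraries, with log2(FC) from 0.56 to 1.38, and in the 2 fits of 6 libraries, with adjusted p up to 0.463. The response of WRKY70 at 15 min was -0.73 ± 0.32 (SE, adjusted p = 0.499) in sid2-2 relative to Col-0, a difference that was not called.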

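BDA1 in sid2-2 had counts of 1, 2 and 3 with mock and 20, 11 and 17 with NHP at 3 h (adjusted p = 0.0154, edgeR quasi-likelihood test), and the call was lost without mock replicate 1, mock replicate 2 or NHP replicate 1. At 6 h each mock count was 0 and the NHP counts were 3, 28 and 22 (adjusted p = 8.79e-04), so no fold change is given, and with the library batch as a term this call was lost (adjusted p = 0.121). CML10 in sid2-2 had a log2(FC) of 0.33 ± 0.132 (SE, adjusted p = 0.0995) at 3 h and 1.23 ± 0.136 (SE, adjusted p = 7.66e-08) at 6 h. In Col-0 CML10 was at 1.09 ± 0.13 (SE, adjusted p = 3.36e-07) at 3 h and 1.66 ± 0.133 (SE, adjusted p = 4.75e-11) at 6 h. The response of CML10 was lower in sid2-2 than in Col-0 at 3 h, with a difference of -0.75 ± 0.185 (SE, adjusted p = 0.0269), and the difference at 6 h was not called (adjusted p = 0.298). CML10 overlaps AT2G09220 on the opposite strand in TAIR10.1, so its reads may be mixed.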

Notably, 24 h after NHP treatment, *BDA1* and *CML10* are also upregulated in both *sid2-1* and *npr1-3* mutants (Yildiz et al. 2021). It is therefore possible that NHP signaling activates a SA- and NPR1-independent defense pathway through the action of WRKY70.

Despite a role in SA- and NPR1-independent signaling, expression of *WRKY70* has been shown to be activated by SA and repressed by JA (AbuQamar et al. 2006). Additionally, high transcript abundance of *WRKY70* is linked to activation of SAR-related gene expression and repression of JA-responsive genes, whereas low *WRKY70* transcript levels result in the activation of JA responses over SAR-related responses (Li et al. 2004). Therefore, it is possible that elevation of *WRKY70* transcript abundance similarly acts to drive NHP-induced SAR responses while also contributing to the repression of JA-related early transient responses observed several hours (i.e. 3 to 6 h) after NHP treatment (Fig. 8A). This is consistent with wild-type expression of *WRKY70* increasing from 30 min to 3 h (Table 1; Supplementary Fig. S4C). 

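The log2(FC) of WRKY70 in Col-0 was 1.56 ± 0.201 (SE, adjusted p = 1.5e-06) at 30 min and 2.39 ± 0.215 (SE, adjusted p = 5.76e-10) at 3 h by the edgeR quasi-likelihood test. With NHP its level was 18.6 ± 1.71 CPM (SD, n = 3) at 30 min and 18.5 ± 0.459 at 3 h. With mock it was 6.36 ± 1.39 at 30 min and 3.56 ± 0.111 at 3 h. The change of the response from 30 min to 3 h was 0.83 ± 0.299 (SE, adjusted p = 0.371) and was not called over the 20926 genes tested.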

Further work is required to determine if WRKY70 represses the expression of JA-response genes found in the early transient cluster, how SA levels impact this response, and the impact of these responses on SAR development.

Studies into the MAMP-signaling pathway functioning through the receptor-like protein SNC2 suggest a role for WRKY70 and BDA1 in PTI responses such as ROS production (Yang et al. 2012). While flg22-elicited ROS production was not significantly different between mock-treated wild-type and *wrky70* mutants, the enhanced production of flg22-elicited ROS following NHP and SA pretreatment was compromised in *wrky70* mutants (Fig. 7; Supplementary Fig. S10). Our findings indicate WRKY70 positively contributes to the NHP and SA signaling pathways that prime PTI. Furthermore, our discovery that NHP primes plants for enhanced production of flg22-elicited ROS is consistent with reports of NHP priming *Arabidopsis* for enhanced metabolic and transcriptional responses following flg22 treatment (Löwe et al. 2023). Our work links WRKY70-dependent signaling pathways to this NHP-primed PTI response.

## Conclusions

Our work describes the early transcriptional response to NHP and highlights key genes and signaling pathways that may contribute to the physiological processes regulated by this important bioactive molecule. It also provides a foundation for better understanding the transcriptional regulators, particularly the role of WRKY70, and gene networks that define early NHP signal transduction.

## Materials and methods

### Plant materials and growth conditions

*Arabidopsis* (*A. thaliana*) lines used in this study were in the Col-0 ecotype (wild type) with mutant lines as follows: *sid2-2* (Wildermuth et al. 2001), *npr1-3* (Cao et al. 1997), and T-DNA insertion lines *wrky70-1* (SALK_025198) and *wrky70-2* (GABI_324D11) (Li et al. 2006), *wrky38* (WiscDsLox489-492C21), *wrky54* (SALK_017254), and *wrky59* (SALK_039436) (Wang et al. 2006), *wrky51* (SALK_022198) (Yan et al. 2018), and *wrky62* (SM_3_38820) (Kim et al. 2008). All mutant lines were obtained from the Arabidopsis Biological Resource Center. The presence of T-DNA insertions was confirmed with the genotyping primers listed in Supplementary Table S3. Plants were grown on soil in a controlled growth chamber at 80% humidity and 22 °C on a 10-h light/14-h dark cycle for gene expression and bacterial growth assays. For seedlings grown hydroponically, seeds were surface sterilized and stratified at 4 °C in darkness for 3 d. Seeds were placed into sterile 6-well plates (15 to 18 seeds/well) with half-strength MS medium, 0.5% (*w*/*v*) sucrose, and 0.05% (*w*/*v*) MES at pH 5.7. Plates were covered with a lid, sealed with micropore tape (3 m), and placed in a chamber on a 10-h light/14-h dark cycle. Liquid medium was agitated twice daily to facilitate gas exchange, and after 5 d of growth, spent medium was replaced with fresh MS.

### Bacterial strains and growth conditions

*P. syringae* pv. *maculicola* strain ES4326 (*Psm*) and *P. syringae* pv. *tomato* DC3000 (*Pst* DC3000) carrying pVSP61 + *avrRpt2* (*Pst avrRpt2*) were used in this study. Growth conditions for all bacterial strains are as previously described (Holmes et al. 2021).

### Chemical stocks

Two sources of NHP were used in this study, one synthesized by Elizabeth Sattely's lab as previously described (Chen et al. 2018) and the second obtained from MedChem Express. Gene expression and NHP-elicited SAR assays showed similar results for both sources of NHP. Pipecolic acid stocks were made from L-pipecolic acid (Oakwood Chemical). SA stocks were made from sodium salicylate (Mallinckrodt). All chemical stock solutions used were dissolved in water.

### Chemical treatment of plants for RT-qPCR assays

For gene expression by RT-qPCR of 4.5-wk-old, soil-grown *Arabidopsis*, 3 leaves were infiltrated with sterile water or NHP dissolved in water at the indicated concentrations. The 3 treated leaves were collected and flash frozen at the indicated time points. For the time course of gene expression in *wrky70-1* and *wrky70-2* mutants, 3 leaves were treated with sterile water or 1 mm NHP. One leaf from the same plant was sampled at 6, 9, and 12 h and pooled with a second plant of the same condition for one replicate. Samples collected at 0 h were untreated before collecting.

For gene expression in *Arabidopsis* seedling-based assays, plants were grown as described for seedling hydroponics and treated at 10-day postgermination. Before the addition of treatment, all liquid medium was removed from plate wells and replaced with fresh MS medium, and seedlings were allowed to recover under lights for at least 1 h, followed by application of 2× solutions of Pip, NHP, or mock in MS medium. The 15 to 18 seedlings within a single well were pooled and treated as a single replicate, with 3 replicates sampled per condition. Following treatment, seedlings were blotted dry and flash frozen at the indicated time points.

### RNA isolation and RT-qPCR

Total RNA was isolated from leaves and seedlings using TRIsure reagent (Meridian Bioscience) according to the manufacturer's instructions. Five micrograms of RNA was used to synthesize cDNA by oligo dT (New England Biolabs) and reverse transcriptase (Thermo Fisher), followed by dilution of cDNA. RT-qPCR was performed on a MJ Opticon 2 (Bio-Rad) using Green Taq DNA polymerase (GenScript) with EvaGreen Dye (Biotium) for amplification and detection. Three technical replicates were performed per sample, and 3 to 4 biological replicates were included for each condition. Expression values were normalized to the reference gene *UBC21* (AT5G25760) for relative expression determined using 2^−ΔCt^ and normalized to both *UBC21* and mock-treated samples for FC using 2^−ΔΔCt^. Primers used in these experiments can be found in Supplementary Table S3.

### RNA-seq treatment and library preparation

Seedlings used for mRNA isolation were grown hydroponically as described above. Six-well plates contained equal numbers of Col-0 and *sid2-2* seedlings, with 1 genotype per plate and 15 seedlings per well. At 10-day postgermination, all liquid medium was removed from each well, and fresh MS medium was added to the seedlings. Seedlings were placed back into the growth chamber for an hour to acclimate, followed by treatment with 2× NHP (final concentration 0.5 mm) or mock (MS medium). Three wells of pooled seedlings were collected for each genotype, treatment, and time (15 min, 30 min, 3 h, and 6 h; Supplementary Table S4) combinations, blotted dry, and flash frozen for mRNA isolation.

Total RNA was extracted from pooled seedlings using TRIsure reagent (Meridian Bioscience) according to the manufacturer's instructions. Total RNA was then divided with 5 *µ*g used for cDNA synthesis and marker gene expression to assess quality of treatment, as described for RT-qPCR experiments, and 5 *µ*g was used for cDNA library preparation. The cDNA library was prepared using NEBNext Ultra II RNA Library Prep Kit for Illumina with NEBNext Poly(A) mRNA Magnetic Isolation Module and then multiplexed via PCR amplification using NEBNext Multiplex Oligos for Illumina according to the manufacturer's instructions (New England Biolabs). Library concentration was quantified with Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) followed by measurement of quality and average cDNA length using the DNA 1000 Series II chip on a 2100 Bioanalyzer (Agilent Technologies). The multiplexed cDNA libraries were then pooled (2 sets of 36 libraries) and sequenced using both lanes of the NovaSeq 6000 (Illumina) S1 flow cell with run-type 100-bp paired-end reads at the Genome Sequencing Service Center by the Stanford Center for Genomics and Personalized Medicine, supported by the grant award NIH S10OD025212.

### RNA-seq data analysis

Read data were initially assessed using FastQC. CLC Genomics Workbench version 11.0.2 (QIAGEN) was used for trimming, discarding reads trimmed below 20 bp, and then mapped to the *Arabidopsis* TAIR10 genome with the autodetect paired distances option deselected. Differential expression analysis was performed using DESeq2 (Love et al. 2014) with mock-treated samples compared to NHP-treated samples for each respective time point and genotype. Genes were considered differentially expressed if they returned an adjusted *P-*value below 0.05 (*P*_adj_ < 0.05). The complete list of early NHP-responsive transcripts is provided in Supplementary Table S1, and the raw sequencing data are deposited in the Gene Expression Omnibus under accession code GSE263276.

### Exploratory analysis of differentially expressed genes

To define patterns of early expression in response to NHP treatment, differentially expressed genes were considered upregulated in wild type if they had a log_2_(FC) > 1 at any time point and downregulated with a log_2_(FC) < −1 at any time point. The sets of upregulated and downregulated genes were then hierarchically clustered by log_2_(FC) over the 4 time points using the hclust function and dendextend packages in R, with Euclidean distances and Ward.D2 linkage (Galili 2015). For each defined cluster in wild type, the log_2_(FC) values were averaged at each time point to visualize broad trends in expression.

The PANTHER classification system accessed via TAIR was used for GO enrichment analysis (https://www.arabidopsis.org/tools/go_term_enrichment.jsp; Mi et al. 2021). Version 17.0 of the PANTHER overrepresentation test was used (Fisher's exact test with false discovery rate [FDR] correction) and matched to the GO database 2021_03 release.

### Promoter and CRE enrichment analysis

Araport11 sequences 1,000-bp upstream of the transcriptional start site (TSS) of NHP-responsive genes were downloaded from TAIR (https://www.arabidopsis.org/tools/bulk/sequences/index.jsp) for each time point and genotype grouping of the NHP-upregulated and NHP-downregulated genes. A less stringent cutoff of log_2_(FC) > 0 (upregulated) or log_2_(FC) < 0 (downregulated) with a *P*_adj_ < 0.05 was used to select for NHP-responsive genes. Motif identification and enrichment of CREs were performed using SEA, part of the MEME suite (Bailey et al. 2015; Bailey and Grant 2021) and compared to the published library of TF-binding sites found within the DAPseq database (O’Malley et al. 2016). Only CREs from the DAP-seq library were used in this study, omitting CREs from the ampDAP-seq library (where DNA modifications have been removed). Following the workflow detailed by Bjornson et al. (2021), relative enrichment was determined against the same 3 sets of randomly sampled genes detected in this RNA-seq experiment for all genotypes and time points tested. The identified motif was considered enriched if it returned a significant *P-*value (<0.05) relative to at least 2 of the 3 randomly sampled gene sets. *P-*values for significantly enriched TF-binding motifs were then averaged for visualization.

### Measurement of bacterial growth in plants

Chemical treatment of leaves for NHP-elicited SAR assays was performed as described in Chen et al. (2018) with minor alterations. At 4.5 wk old, 3 lower leaves of wild type and mutant *Arabidopsis* plants were infiltrated with sterile water, 0.5 mm NHP or 1 mm NHP. After 24 h, 1 untreated distal leaf of each plant was inoculated with a 1 × 10^5^ CFU/mL suspension of *Psm*. The distal infected leaf was always separated by 1 leaf from the original 3 treated (i.e. primary treatment in leaf no. 7 to 9 then infected leaf is no. 11). Inoculated plants were covered with a dome to increase humidity, and at 3 dpi, the titer of *Psm* in the distal leaves was quantified. Leaf discs were homogenized in 1 mL of 10 mm MgCl_2_, plated in triplicate in a dilution series on nutrient yeast glycerol medium supplemented with 1.5% *w*/*v* agar (NYGA) with rifampicin (100 *μ*g/mL), incubated at 28 °C for 1.5 d, and bacterial colonies counted. For each individual experiment, 4 to 12 plants were tested per condition.

Pathogen priming of leaves for SAR assays was performed as previously described (Chen et al. 2018). Three lower leaves of wild-type and mutant *Arabidopsis* plants (4.5-wk-old) were infiltrated with 10 mm MgCl_2_ or a 5 × 10^6^ CFU/mL suspension of *Pst avrRpt2* in 10 mm MgCl_2_. After 48 h, 1 distal untreated leaf of each plant was inoculated with a 1 × 10^5^ CFU/mL suspension of *Psm*, and plants were covered with a dome to increase humidity. At 3 dpi, the titer of *Psm* in the upper leaves was quantified as described above for NHP-elicited SAR. For each individual experiment, 8 plants were tested per condition, and experiments were repeated twice with similar results.

For bacterial growth measurements in unprimed leaves of *Arabidopsis* wild-type and mutant plants, a suspension of 1 × 10^5^ CFU/mL *Psm* was infiltrated into 2 young leaves per plant. Plants were placed under a dome, and at 3 dpi, the 2 infected leaves were pooled and bacterial titer quantified for 12 plants per genotype.

### Oxidative burst assay

Four leaf discs (4 mm diameter) from 5-wk-old *Arabidopsis* plants (*n* = 12) were incubated on water, 500 *µ*m NHP, or 100 *µ*m SA in a 96-well plate (1 leaf disc/well) for 24 h. After pretreatment, ROS was measured by the addition of flg22 (100 nm) in a solution of 20-mg/mL horseradish peroxidase and 200 *µ*m luminol (Sigma) (Gómez-Gómez et al. 1999), followed by immediate measurement of luminescence in a Synergy H1 Microplate Reader (Biotek). Relative luminescence units (RLUs) are reported.

### Statistical analyses

Two-tailed Student's *t*-tests were performed to determine statistically significant differences between the different conditions for measurements of bacterial growth using the stat_compare_means function of the ggpubr package (Kassambara 2023). *P*-values <0.05 were considered statistically significant, and all significance levels are indicated in the figure legends (*P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001). Statistical significance of RT-qPCR assays was determined using Mann–Whitney *U* test or 1-way ANOVA with post hoc Sidak test using the ggpubr and lsmeans R packages, respectively (Lenth 2016).

### Accession numbers

Sequence data from this article can be found in TAIR (https://www.arabidopsis.org/) under accession numbers: *FMO1* (AT1G19250), *ICS1*/*SID2* (AT1G74710), *UGT76B1* (AT3G11340), *WRKY38* (AT5G22570), *WRKY54* (AT2G40750), *WRKY70* (AT3G56400), *SARD1* (AT1G73805), *PR1* (AT2G14610), *PR2* (AT3G57260), *PR5* (AT1G75040), *BDA1* (AT5G54610), *PROSCOOP4* (AT5G44568), *CML10* (AT2G41090), and *UBC21* (AT5G25760).

## Supplementary Material

kiae544_Supplementary_Data

## Data Availability

The data underlying this article are available in the article and in its online supplementary material.

# Supplementary material for: Transcriptome analysis reveals role of transcription factor WRKY70 in early N-hydroxy-pipecolic acid signaling
**Source:** Plant Physiol. 2024 Oct 15;197(1):kiae544. doi: 10.1093/plphys/kiae544
**Supplement:** kiae544_Supplementary_Data

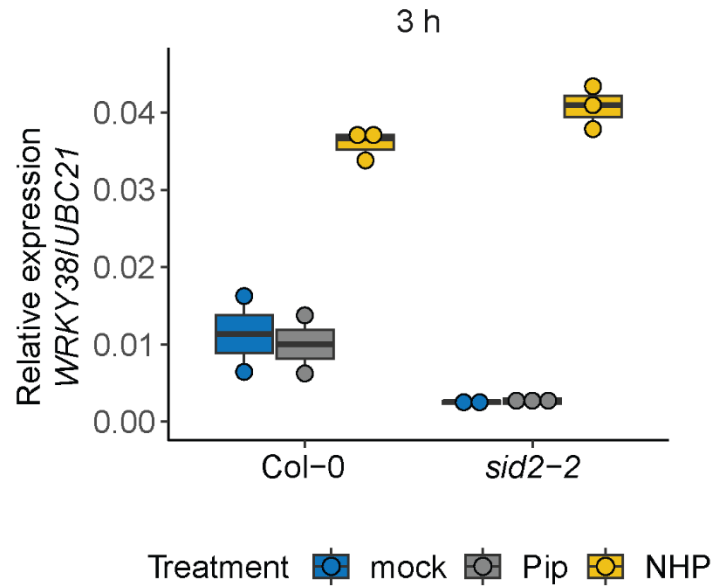

**Supplementary Figure S1** NHP induced *WRKY38* expression is SA-independent.

Hydroponically grown wild type (Col-0) and *sid2-2* (salicylic acid (SA) biosynthetic deficient mutant) Arabidopsis seedlings were treated at 10-days-post-germination (dpg) with MS medium (mock), 1 mM pipecolic acid (Pip), or 1 mM *N*-hydroxy-pipecolic acid (NHP) then collected at 3 h for mRNA isolation. *WRKY38* transcript abundance was measured via reverse transcription quantitative PCR (RT-qPCR) and relative expression ( $2^{-\Delta C_t}$ ) for each condition was determined relative to *UBC21* abundance. Box and whisker dot plot represents the median (center line), first and third quartiles (box edges), and the minimum and maximum values (whiskers). One biological replicate consists of 15-18 pooled seedlings ( $n = 2-3$ ).

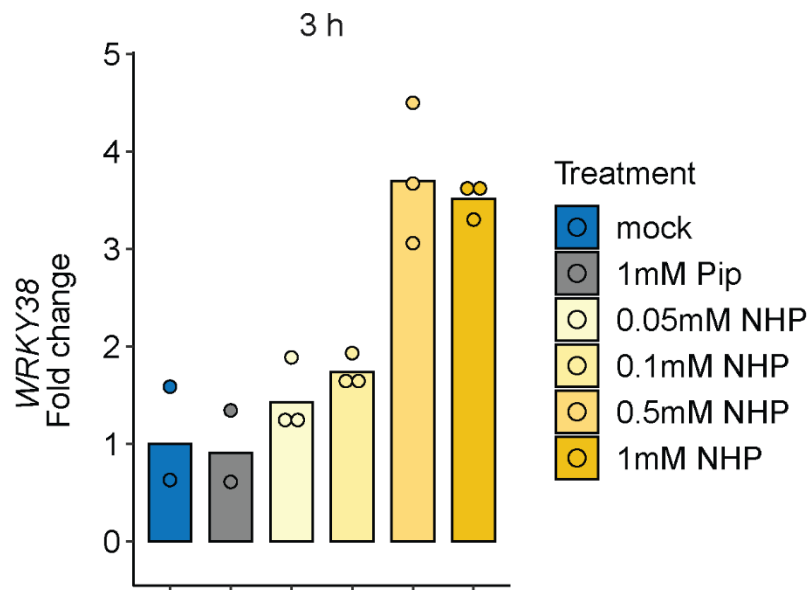

**Supplementary Figure S2** Changes in *WRKY38* mRNA abundance at 3h in response to NHP concentrations.

Hydroponically grown wild type (Col-0) *Arabidopsis* seedlings were treated with mock, 1 mM Pip, and a range of NHP concentrations (0.05 mM, 0.1 mM, 0.5 mM, and 1 mM) at 10 dpv. After treatment, seedlings were collected at 3 h for mRNA isolation. *WRKY38* transcript abundance was first normalized relative to *UBC21* expression then fold change determined relative to mock ( $2^{-\Delta\Delta C_t}$ ). The data for mock, 1 mM Pip, and 1 mM NHP samples are the same as shown in Supplementary Figure S1. One biological replicate consists of 15-18 pooled seedlings (n = 2-3).

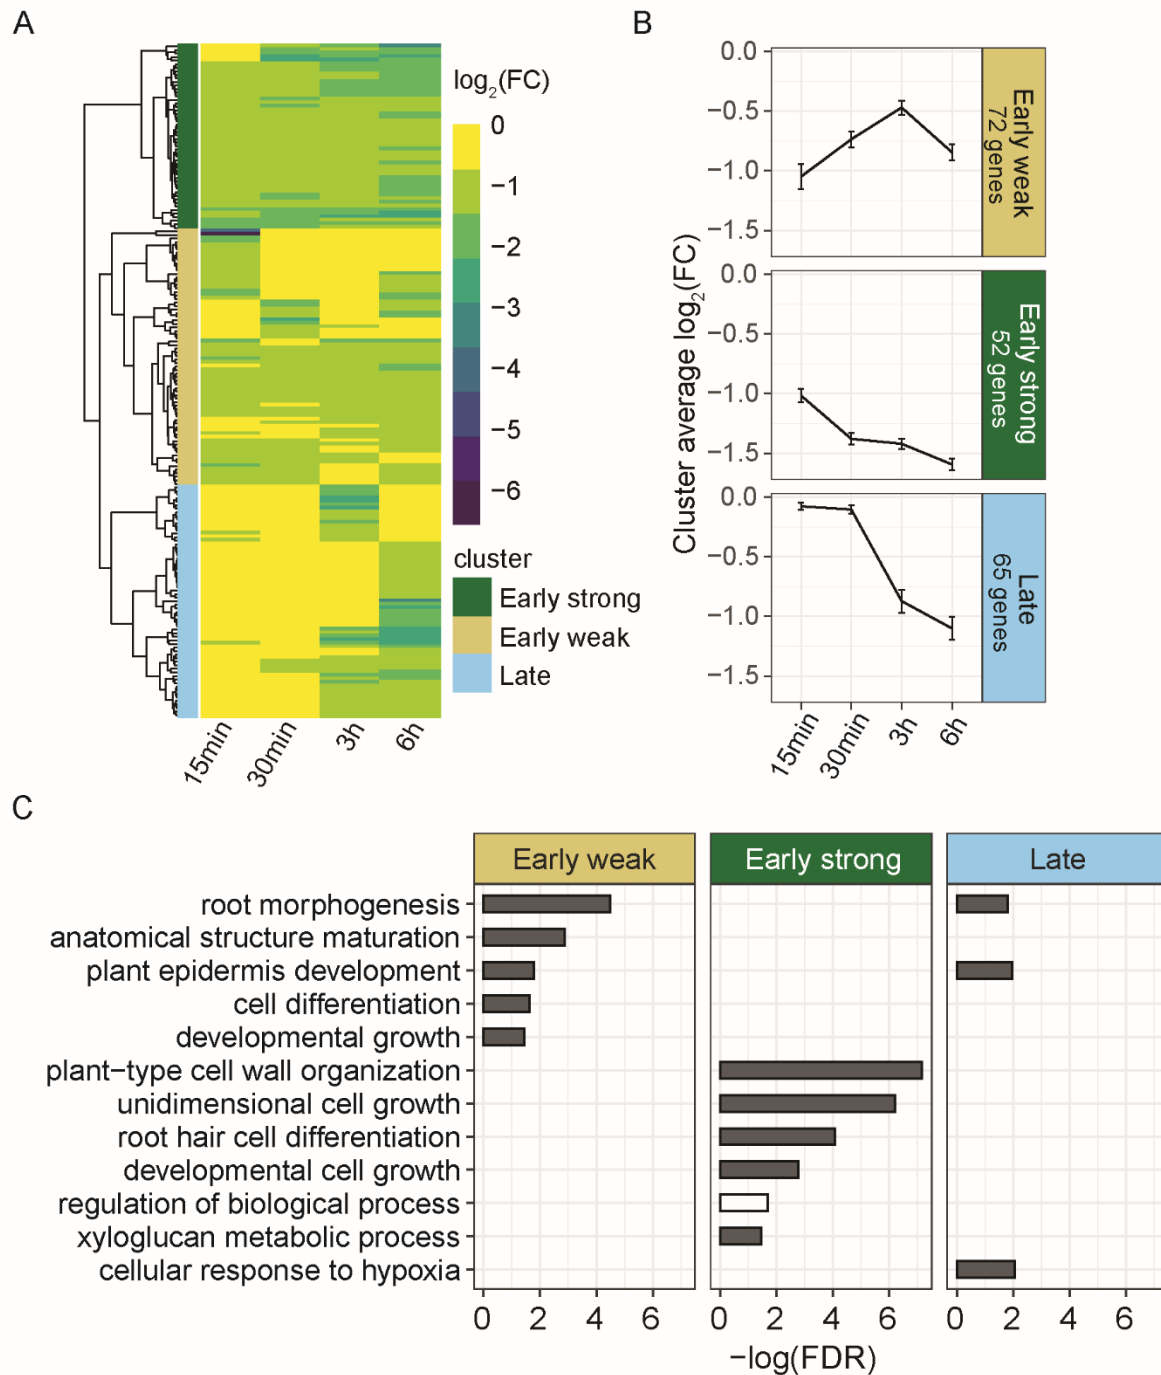

**Supplementary Figure S3** Profile of early NHP-downregulated genes in wild type seedlings.

Three biological replicates of 15 pooled seedlings were performed for each timepoint and genotype. The transcriptome of the treated seedlings was analyzed via RNA-seq and  $\log_2(\text{fold change (FC)})$  for each time point determined relative to mock treated samples,

values were considered significant with a  $P_{\text{adj}} < 0.05$ . A, Heatmap of genes downregulated ( $\log_2(\text{FC}) < -1$ ,  $P_{\text{adj}} < 0.05$ ) in response to NHP treatment in wild type seedlings. Hierarchical clustering was applied to the Euclidean distances determined from the  $\log_2(\text{FC})$  values across the indicated time points, resulting in three distinct clusters of gene expression. B, Average  $\log_2(\text{FC})$  of all genes within each cluster defined in (A) showing the expression trends across the four time points. Error bars represent the standard error of the mean (SEM). C, Biological processes of significantly overrepresented (gray bar) or underrepresented (white bar) ( $\text{FDR} < 0.05$ ) Gene Ontology (GO) terms for the genes within each cluster are shown. Bars represent the negative  $\log(\text{FDR})$  of each significantly enriched GO term. Bars were omitted if the term was not significantly over- or underrepresented for the defined cluster.

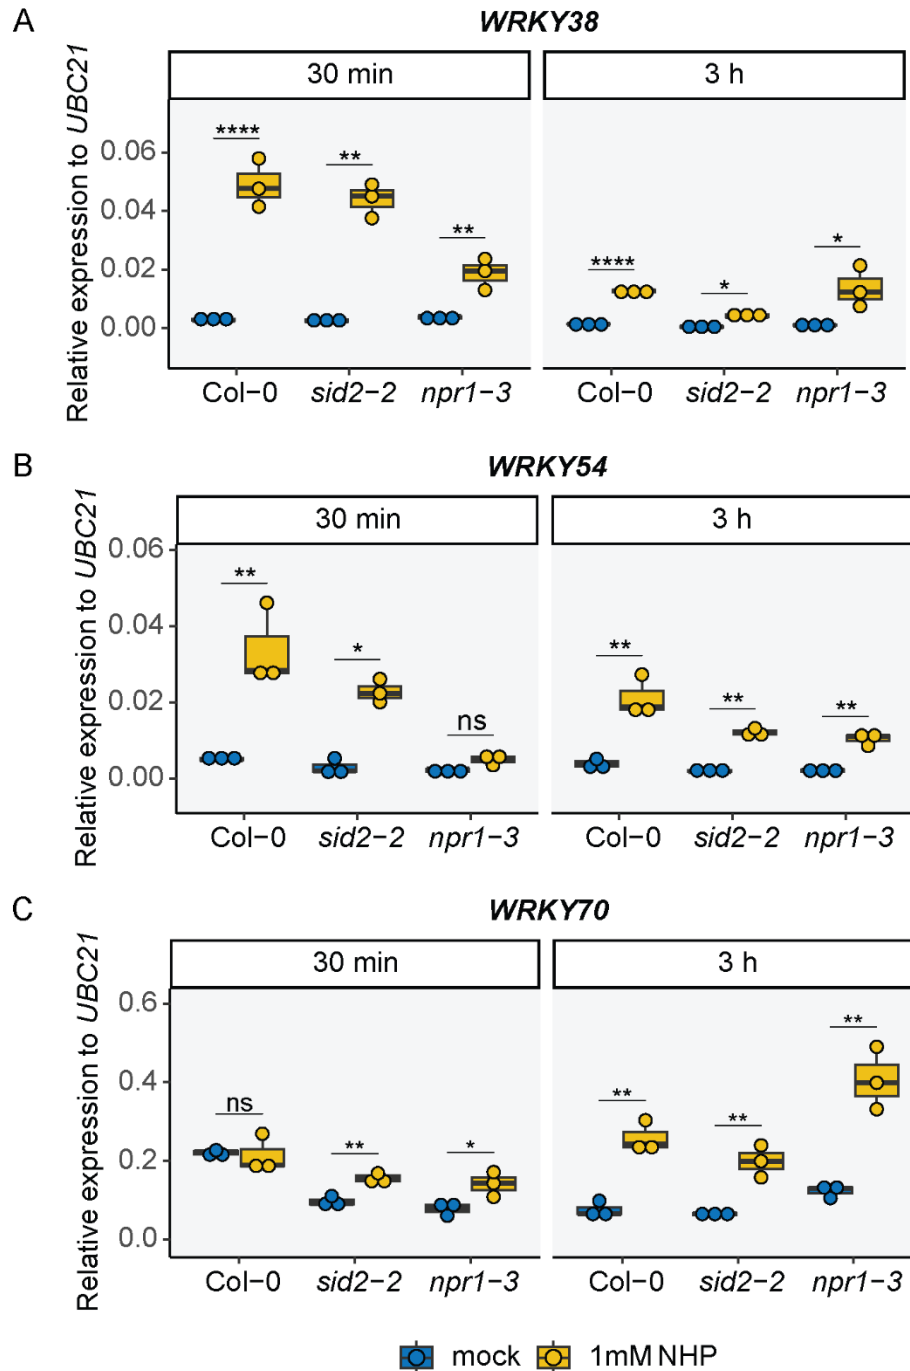

**Supplementary Figure S4** Expression of select early strong cluster *WRKY* transcripts in *sid2-2* and *npr1-3* seedlings.

Hydroponically grown wild type (Col-0), *sid2-2*, and *npr1-3* Arabidopsis seedlings were treated at 10 dpv with mock or 1 mM NHP then collected after 30 min and 3 h for mRNA isolation. Transcript abundance was measured via RT-qPCR for *WRKY38* (A), *WRKY54*

(B), and *WRKY70* (C). Relative expression ( $2^{-\Delta Ct}$ ) for each condition was determined relative to *UBC21* abundance. Box and whisker dot plot represents the median (center line), first and third quartiles (box edges), and the minimum and maximum values (whiskers) of three biological replicates from 15-18 pooled seedlings. Asterisks indicate a significant difference between treatment at each time point (two-tailed t-test; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ , ns = not significant).

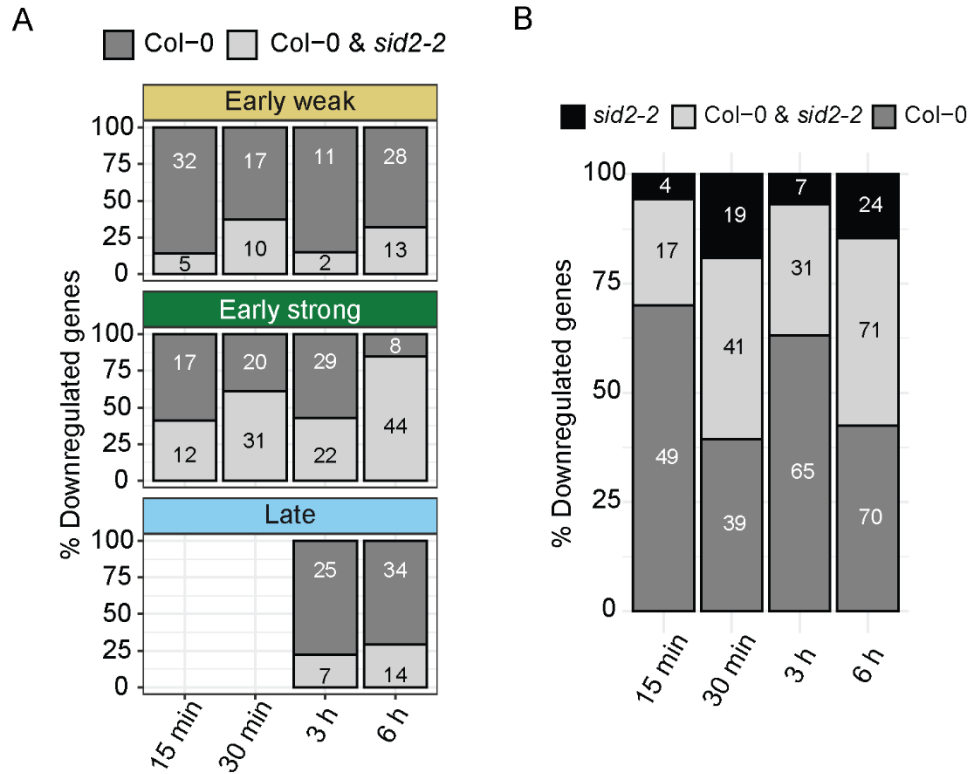

**Supplementary Figure S5** Comparison of NHP downregulated genes in wild type and *sid2-2*.

A, Percent of NHP downregulated genes expressed in wild type (Col-0, SA-dependent) and in both wild type and the *sid2-2* mutant (SA-independent) for the wild type expression clusters defined in Supplementary Figure S3. Total number of genes in each condition is indicated. B, Total number of all NHP downregulated genes ( $\log_2(\text{FC}) < -1$ ,  $P_{\text{adj}} < 0.05$ ) per time point unique to wild type (Col-0), shared between wild type and *sid2-2*, and unique to *sid2-2*. The number of downregulated genes in each grouping is indicated.

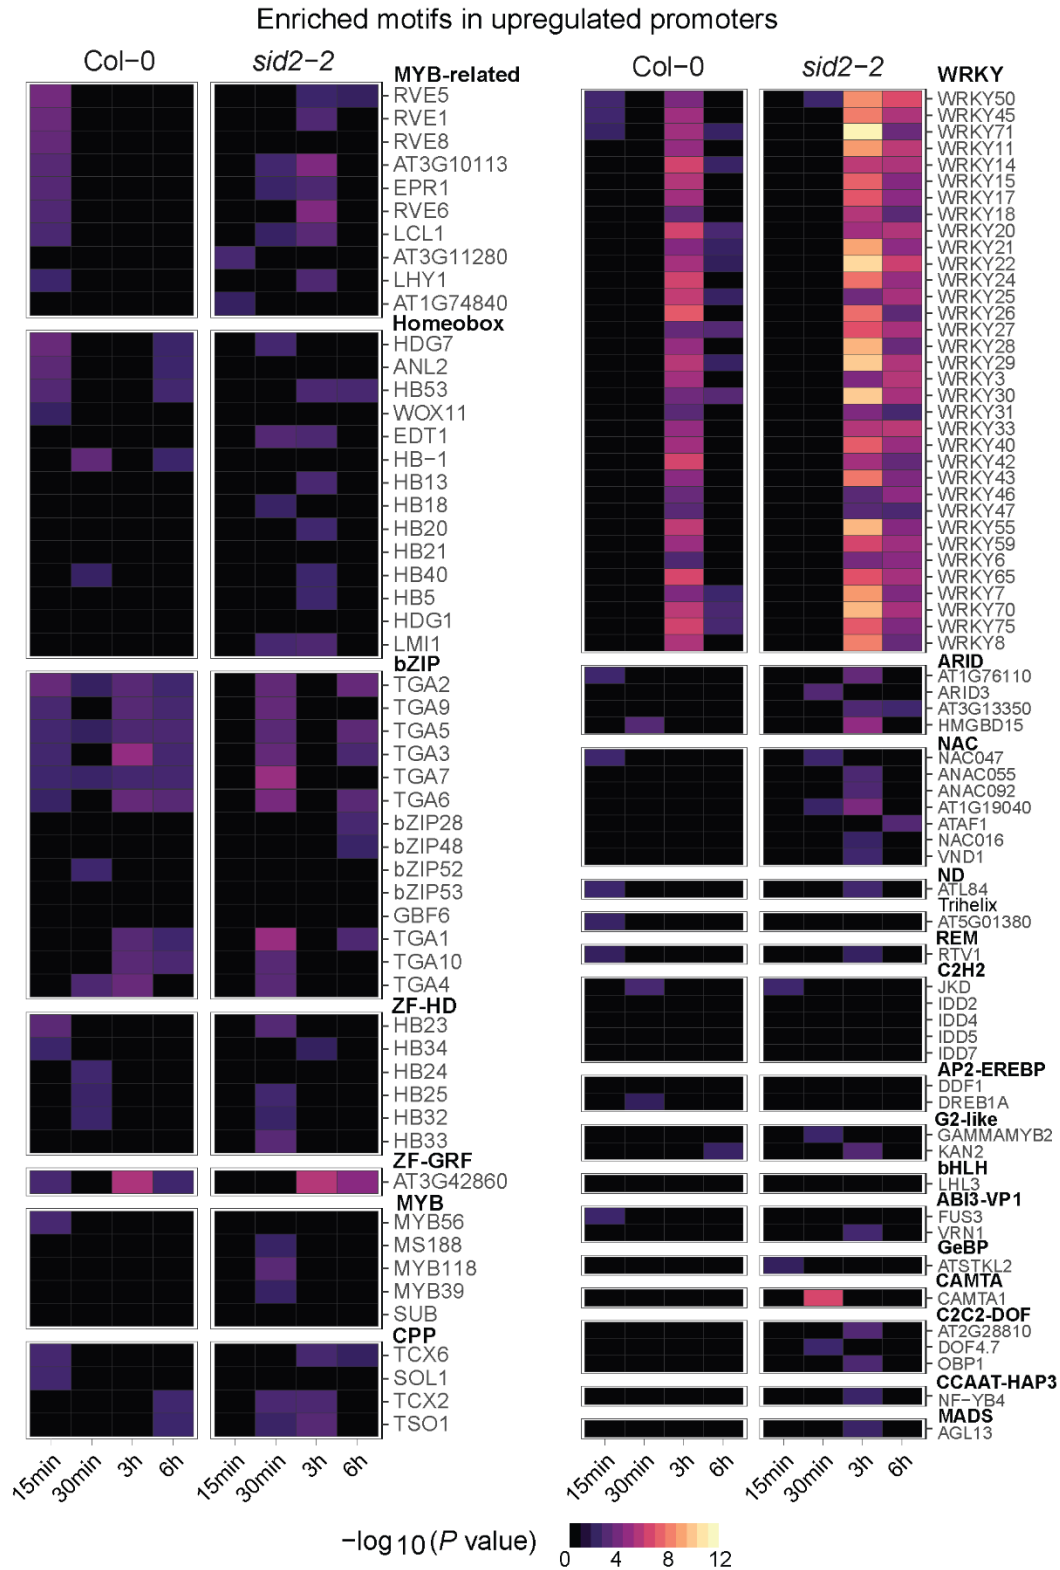

**Supplementary Figure S6** All *cis*-regulatory elements (CREs) in the promoters of NHP-upregulated genes in wild type (Col-0) and *sid2-2* seedlings.

All genes with increased transcript abundance upon NHP treatment ( $\log_2(\text{FC}) > 0$  and  $P_{\text{adj}} < 0.05$ ) were grouped by time point for the indicated genotype. The promoters (-1000 bp upstream of the transcriptional start site) of each grouping were analyzed for the presence of TF-binding motifs (CREs) from the DAPseq database (O'Malley et al., 2016). Enrichment of these CREs was determined relative to TF-binding motifs in promoters pulled from a random sampling of genes detected in this RNA-seq experiment. The  $-\log_2(P \text{ value})$  of the enrichment analysis is indicated by the scale bar with black indicating no significant enrichment. The TF family name is indicated in bold above each group and the TF name of the identified binding motif is listed underneath.

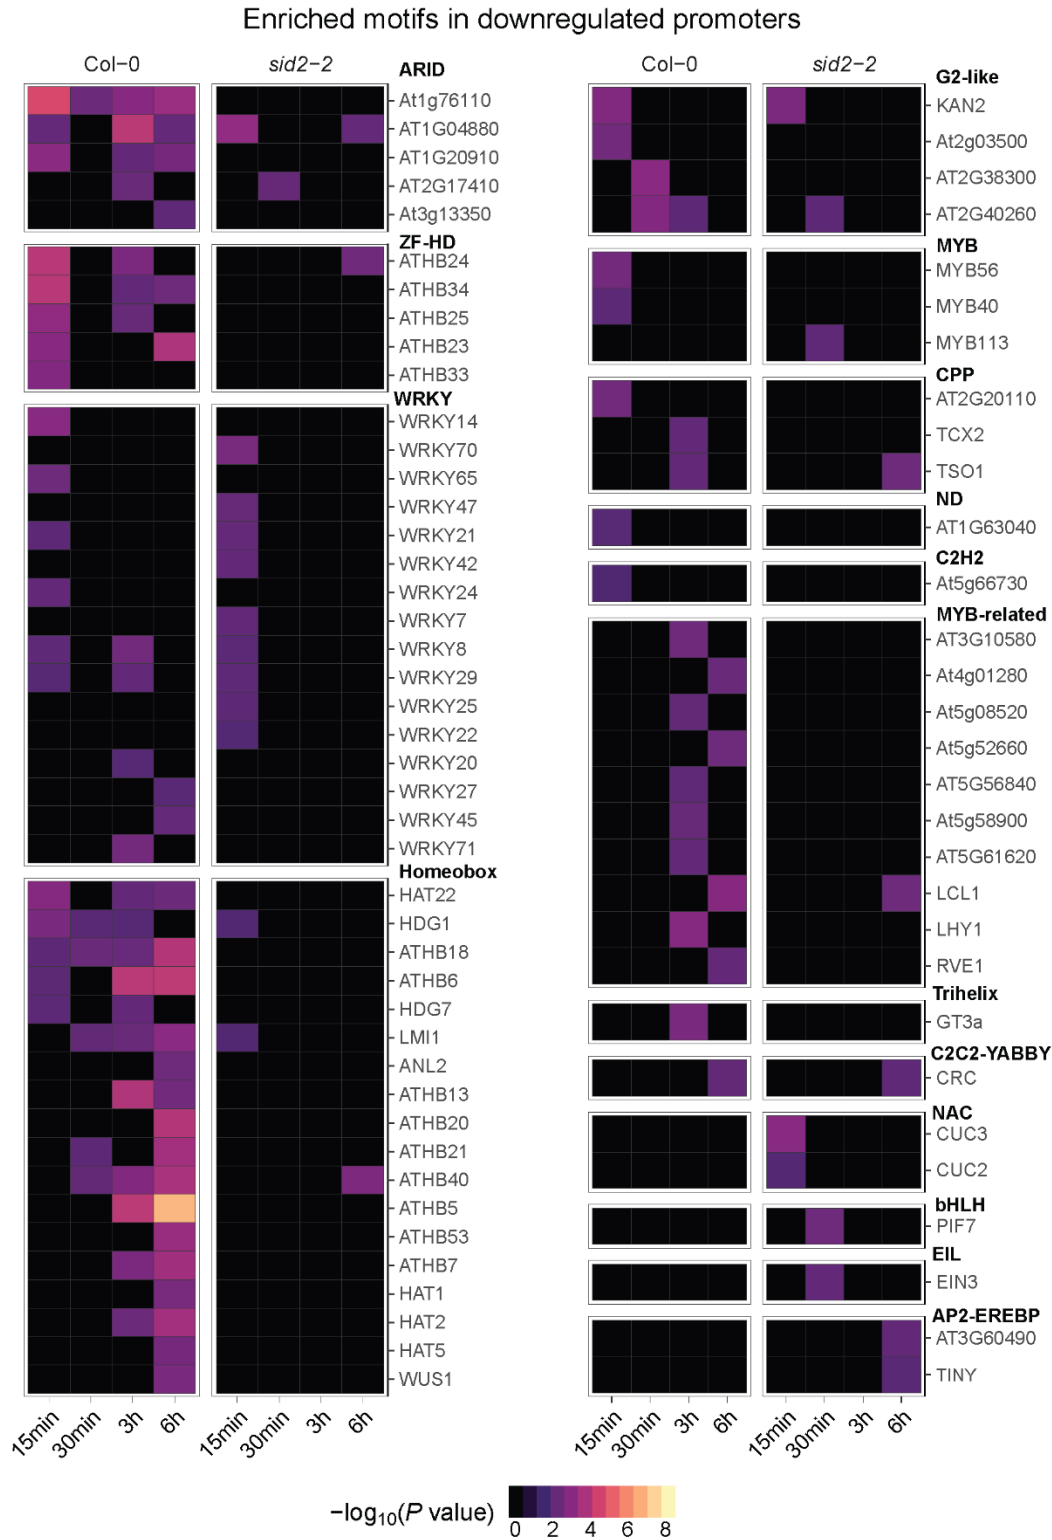

**Supplementary Figure S7** All *cis*-regulatory elements (CREs) in the promoters of NHP-downregulated genes in wild type (Col-0) and *sid2-2* seedlings.

All genes with decreased transcript abundance upon NHP treatment ( $\log_2(\text{FC}) < 0$  and  $P_{\text{adj}} < 0.05$ ) were grouped by time point for the indicated genotype. The promoters (-1000 bp upstream of the transcriptional start site) of each grouping were analyzed for TF-binding motifs (CREs) from the DAPseq database (O'Malley et al., 2016). Enrichment of these CREs was determined relative to TF-binding motifs of promoters pulled from a random sampling of genes detected in this RNA-seq experiment. The  $-\log_2(P \text{ value})$  of the enrichment analysis is indicated by the scale bar with black indicating no significant enrichment. The TF family name is indicated in bold above each group and the TF name of the identified binding motif is listed underneath.

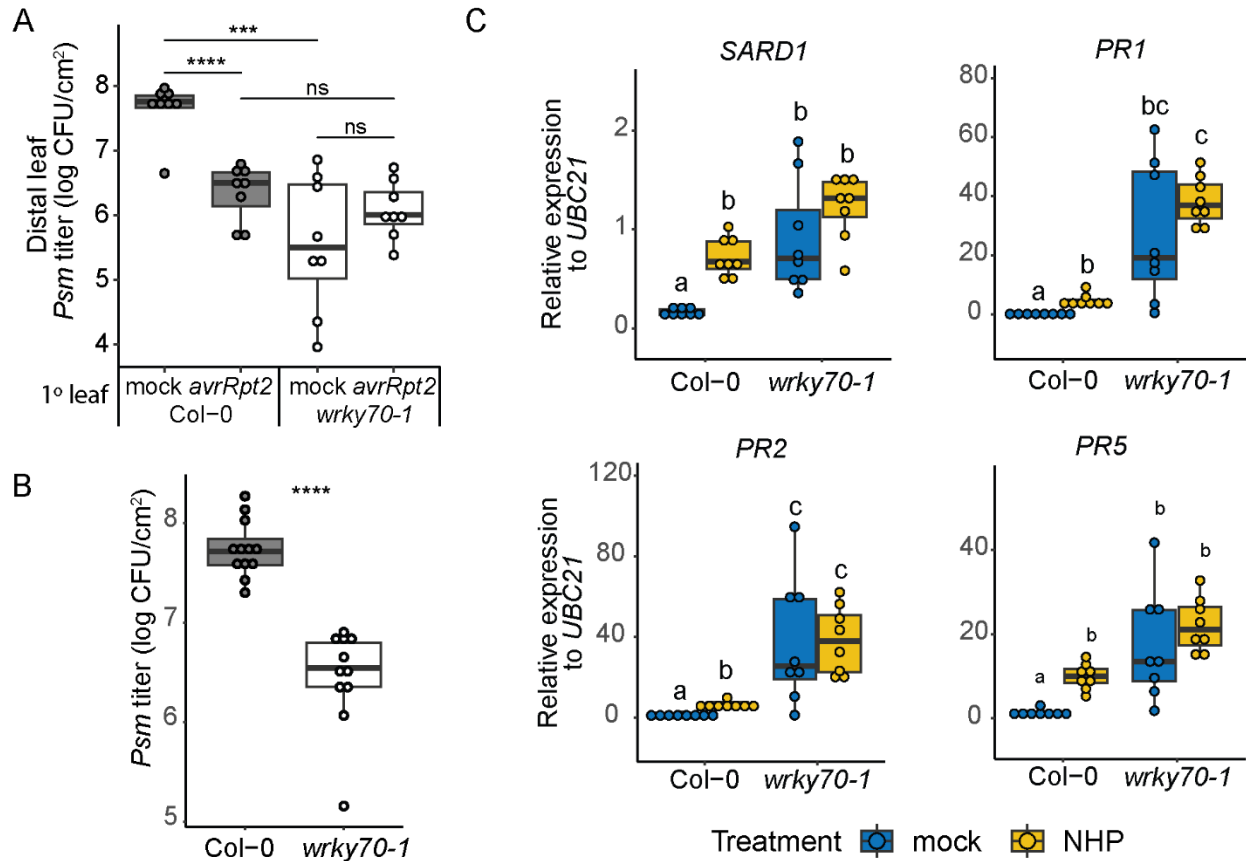

**Supplementary Figure S8** Loss of *WRKY70* results in enhanced resistance to *Psm* infection and elevated levels of defense transcripts independent of NHP treatment.

A, Bacterial growth in the distal leaves of mock and avirulent pathogen treated wild type and *wrky70-1* mutant plants. Three lower (1°) leaves of 4.5-week-old plants were infiltrated with 10 mM MgCl<sub>2</sub> (mock) or 5 × 10<sup>6</sup> CFU/mL of avirulent *Pst avrRpt2*, one distal leaf was inoculated 2 d later with *Psm*, followed by quantification of *Psm* growth 3 dpi (n = 8). B, Resistance to *Psm* in wild type (Col-0) and *wrky70-1* plants without priming treatment. Two leaves of wild type and *wrky70-1* mutant plants were inoculated with a 1 × 10<sup>5</sup> CFU/ mL suspension of *Psm*, 3 dpi the two leaves were pooled, and bacterial titer measured (n = 11-12). Asterisks indicate significant differences in bacterial titer for panels A and B (two-tailed t-test; \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001, ns = not significant). C, Expression of defense marker genes *SARD1*, *PR1*, *PR2*, and *PR5*. Three lower leaves of 4.5-week-old plants were infiltrated with water or 1 mM NHP. Treated leaves were then collected at 24 h for mRNA isolation and transcript abundance was

determined relative to *UBC21* for each condition ( $2^{-\Delta C_t}$ ). Data is pooled from two separate experiments. Statistical analysis was performed using a one-way ANOVA and post hoc Sidak test, different letters indicated statistical differences between means with  $P < 0.05$ ,  $n = 8$ . All box and whisker dot plot represents the median (center line), first and third quartiles (box edges), and the minimum and maximum values (whiskers).

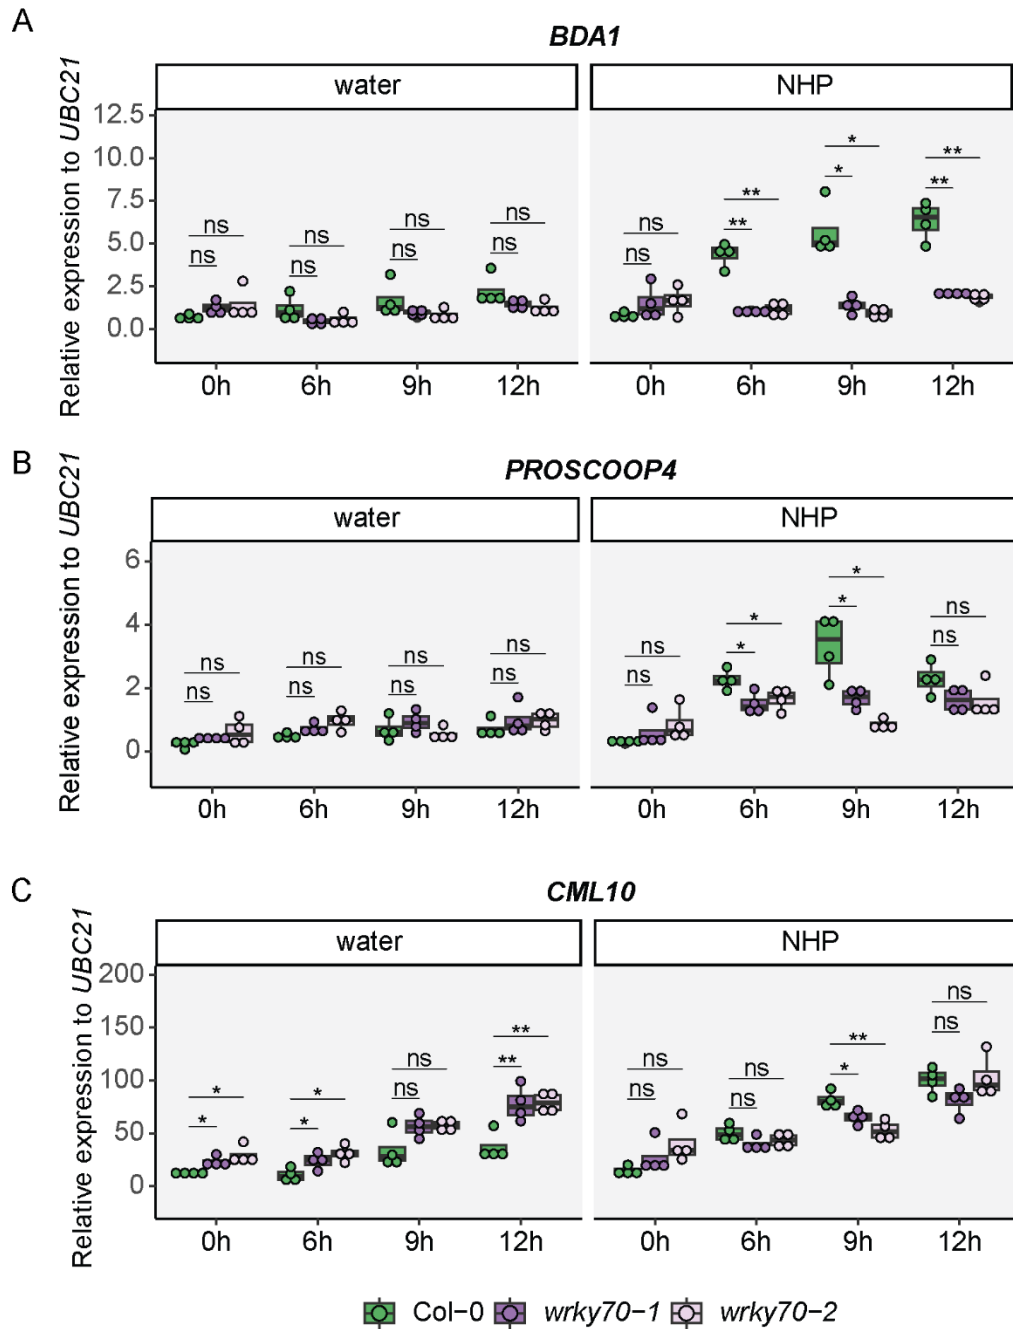

**Supplementary Figure S9** Expression of NHP-responsive transcripts in *wrky70-1* and *wrky70-2* plants.

Expression of *BDA1* (A), *PROSCOOP4* (B), and *CML10* (C) in *wrky70* mutant lines. Three leaves of 4.5-week-old wild type (Col-0), *wrky70-1*, and *wrky70-2* mutant plants were infiltrated with water or 1 mM NHP. Samples collected at 0 h were untreated before collection. Transcript abundance was determined relative to that of *UBC21* for each

condition ( $2^{-\Delta Ct}$ ). Box and whisker dot plot represents the median (center line), first and third quartiles (box edges), and the minimum and maximum values (whiskers) of four biological replicates. Asterisks indicate a significant difference between wild type and *wrky70-1* or *wrky70-2* at each time point (two-tailed t-test; \* $P < 0.05$ , \*\* $P < 0.01$ , ns = not significant). The data for wild type and *wrky70-1* are the same as shown in Figure 6.

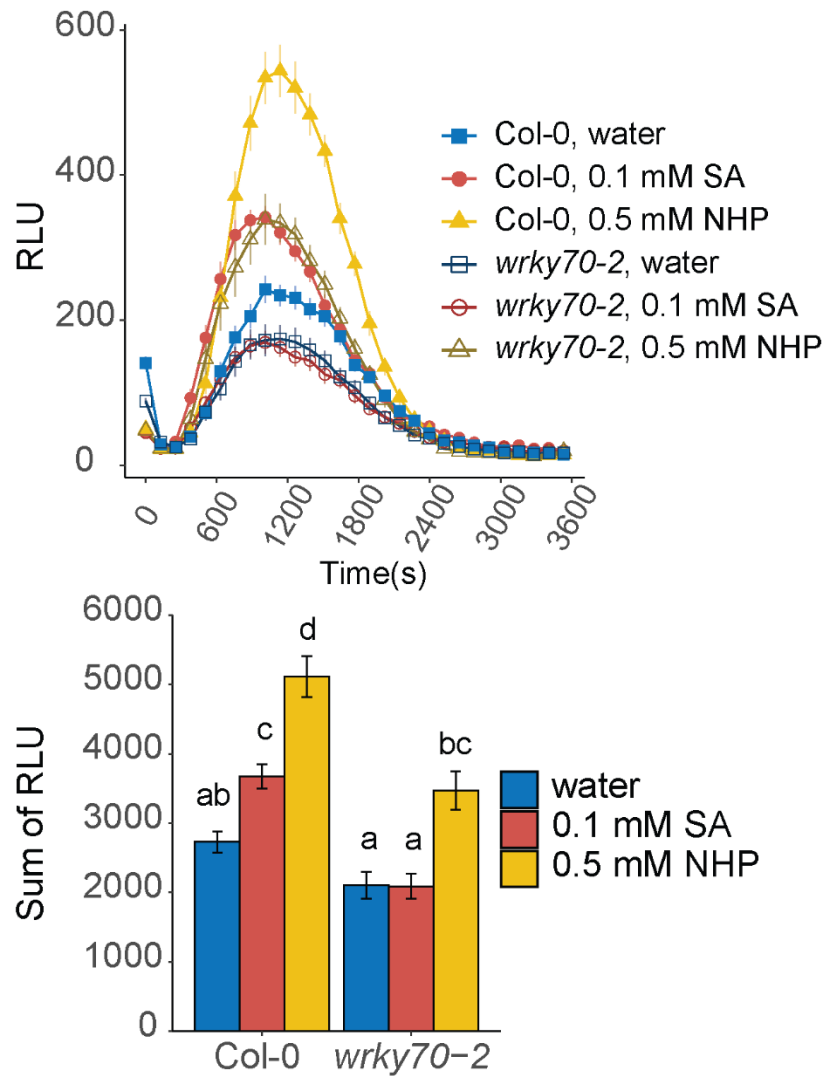

**Supplementary Figure S10** NHP enhanced ROS production is compromised in *wrky70-2* plants.

Flg22-elicited reactive oxygen species (ROS) quantification in *wrky70-2* plants. Four leaf discs from 5 to 6-week-old wild type and *wrky70-2* plants were pretreated by floating leaf discs on water, 0.1 mM salicylic acid (SA), or 0.5 mM *N*-hydroxy-pipecolic acid (NHP) for 24 h before treating with 100 nM flg22 peptide in horseradish peroxidase and Luminol. Top, traces of the average relative luminescence units (RLU) over the indicated run time. Each point represents the average of leaf discs from 6 plants ( $n = 24$ ) from two experiments and error bars represent the standard error of the mean (SEM). Bottom, total quantification of RLUs from top plot. For each leaf disc, RLUs from all time point were summed by condition over the run time and averaged with error bars representing the

SEM ( $n = 24$ ). Statistical analysis was performed using a one-way ANOVA and post hoc Sidak test, different letters indicated statistical differences between means with  $P < 0.05$ .

**Supplementary Table S3.** Primers used in this study.

| Description              | Name      | Sequence (5' - 3')            | Reference               |
|--------------------------|-----------|-------------------------------|-------------------------|
| RT-qPCR analysis         |           |                               |                         |
| UBC21                    | qFW       | TCAAATGGACCGCTCTTATC          | Sigma-Aldrich           |
|                          | qRV       | CACAGACTGAAGCGTCCAAG          |                         |
| FMO1                     | qFW       | TCTTCTGCGTGCCGTAGTTTC         | Návarová et al., 2012   |
|                          | qRV       | CGCCATTTGACAAGAAGCATAG        |                         |
| ICS1                     | qFW       | GCAAGAGTGCAACATCTATATTCTC     | Bernsdorff et al., 2016 |
|                          | qRV       | CACAAACAGCTGGAGTTGGA          |                         |
| UGT76B1                  | qFW       | TCCCAGGATTGTTCTCCGAAC         | this study              |
|                          | qRV       | AACCGGTGAGTCTGCCTTAGTC        |                         |
| WRKY38                   | qFW       | GCCCCCAAGAAAAGAAAAG           | this study              |
|                          | qRV       | CCTCCAAAGATACCCGTCGT          |                         |
| WRKY54                   | qFW       | CTTCATGTGGGGATGATTCGGCG       | this study              |
|                          | qRV       | TGTGATCTCGTCTTTCTAGTGTAGCA    |                         |
| WRKY70                   | qFW       | GAGATCGGAGACGTGTACTATAGAGTCG  | Liu et al., 2021        |
|                          | qRV       | GCACCCTGGGTATACTTGTGTGTG      |                         |
| SARD1                    | qFW       | CCTCAACCAGCCCTACGTTA          | Truman et al., 2013     |
|                          | qRV       | TAGTGGCTCGCAGCATATTG          |                         |
| PR1                      | qFW       | GTGCTCTTGTTCTTCCCTCG          | Návarová et al., 2012   |
|                          | qRV       | GCCTGGTTGTGAACCCCTTAG         |                         |
| PR2                      | qFW       | TCAAGGAAGGTTCAAGGATG          | Chen et al., 2018       |
|                          | qRV       | TCGAGATTTGCGTCGAATAG          |                         |
| PR5                      | qFW       | AAGGTCATGGATCAGAACAA          | Chen et al., 2018       |
|                          | qRV       | GCAGAAAGTGATTTTCGTAGT         |                         |
| BDA1                     | qFW       | ACGAGCCAGAGGATCTCACATG        | this study              |
|                          | qRV       | ACTCCTGTAACGTGCAATTTCGC       |                         |
| PROSCOOP4                | qFW       | CAGGCCAAACGTCTCCAACAAA        | this study              |
|                          | qRV       | GCGATAGGAGGTTTGACGATGC        |                         |
| CML10                    | qFW       | CTCCGGTGGAAGCAAACGTATG        | this study              |
|                          | qRV       | GCGCTGCGATGATATTTTGGC         |                         |
| Genotype analysis        |           |                               |                         |
| SALK T-DNA border        | LBb1.3    | ATTTTGCCGATTTTCGGAAC          |                         |
| SALK_017254              | LP        | AACCAGTACCACATCGATGAGAC       |                         |
|                          | RP        | GCTGGTGTTGTTCTCTTGCTC         |                         |
| SALK_025198 (wrky70-1)   | LP        | TGATCTTCGGAATCCATGAAG         |                         |
|                          | RP        | CAAACCACACCAAGAGGAAAG         |                         |
| SALK_022198              | LP        | TGAATATCTCTCAAAACCCTAGCC      |                         |
|                          | RP        | TTGCTTTCAAACCATGCTTTG         |                         |
| SALK_039436              | LP        | GCACGAAAGTAGCCATGAAAG         |                         |
|                          | RP        | TGATTTCTGCAATGAATAAATGTG      |                         |
| GABI kat T-DNA border    | 8474_DR35 | ATAATAACGCTGCGGACATCTACATTTT  |                         |
| GABI_324D11 (wrky70-2)   | LP        | CAAACCACACCAAGAGGAAAG         |                         |
|                          | RP        | ATGACAAGTCATTCTCCGTGG         |                         |
| pDs-Lox-LT6 T-DNA border | LT6       | AATAGCCTTTACTTGAGTTGGCGTAAAAG |                         |
| WiscDsLox489-492C21      | LP        | ATTTGGTAAACCCAAATTGGC         |                         |
|                          | RP        | CGATGAAGGAGGATAAGAGCC         |                         |
| dSpm T-DNA border        | Spm32     | TACGAATAAGAGCGTCCATTTTAGAGTGA |                         |

|            |    |                        |                       |
|------------|----|------------------------|-----------------------|
| SM_3_38820 | LP | TTACGCGACGACATCAAATAG  |                       |
|            | RP | CATAAGCTTGATGAAGCTGGC  |                       |
| sid2-2     | FW | TGTCTGCAGTGAAGCTTTGG   | Bernacki et al., 2021 |
|            | RV | CGAAGAAATGAAGAGCTTGA   |                       |
| npr1-3     | FW | GGGATATACGGTGCTTCATGTT | DeFraia et al., 2010  |
|            | RV | CTTTACACCCGGTGATGTTCT  |                       |

**Supplementary Table S4.** Setup of early NHP RNA-sequencing experiment.

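The table lists the library batch of each sample, and replicate numbers in it name wells and do not link mock with NHP samples. At 6 h in Col-0, batch 8 holds mock replicate 3 and NHP replicate 1.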

| Samples | Treatment | Timepoint<br>(min) | Genotype | Rep | Batch | Group        | Label                 |
|---------|-----------|--------------------|----------|-----|-------|--------------|-----------------------|
| JF.01   | mock      | 15                 | Col-0    | r1  | 1     | col_15_mock  | JF.01_col_15_mock_r1  |
| JF.02   | mock      | 15                 | Col-0    | r2  | 1     | col_15_mock  | JF.02_col_15_mock_r2  |
| JF.03   | mock      | 15                 | Col-0    | r3  | 1     | col_15_mock  | JF.03_col_15_mock_r3  |
| JF.10   | NHP       | 15                 | Col-0    | r1  | 2     | col_15_NHP   | JF.10_col_15_NHP_r1   |
| JF.11   | NHP       | 15                 | Col-0    | r2  | 2     | col_15_NHP   | JF.11_col_15_NHP_r2   |
| JF.12   | NHP       | 15                 | Col-0    | r3  | 2     | col_15_NHP   | JF.12_col_15_NHP_r3   |
| JF.19   | mock      | 30                 | Col-0    | r1  | 3     | col_30_mock  | JF.19_col_30_mock_r1  |
| JF.20   | mock      | 30                 | Col-0    | r2  | 3     | col_30_mock  | JF.20_col_30_mock_r2  |
| JF.21   | mock      | 30                 | Col-0    | r3  | 3     | col_30_mock  | JF.21_col_30_mock_r3  |
| JF.28   | NHP       | 30                 | Col-0    | r1  | 4     | col_30_NHP   | JF.28_col_30_NHP_r1   |
| JF.29   | NHP       | 30                 | Col-0    | r2  | 4     | col_30_NHP   | JF.29_col_30_NHP_r2   |
| JF.30   | NHP       | 30                 | Col-0    | r3  | 4     | col_30_NHP   | JF.30_col_30_NHP_r3   |
| JF.37   | mock      | 180                | Col-0    | r1  | 5     | col_180_mock | JF.37_col_180_mock_r1 |
| JF.38   | mock      | 180                | Col-0    | r2  | 5     | col_180_mock | JF.38_col_180_mock_r2 |
| JF.39   | mock      | 180                | Col-0    | r3  | 5     | col_180_mock | JF.39_col_180_mock_r3 |
| JF.46   | NHP       | 180                | Col-0    | r1  | 6     | col_180_NHP  | JF.46_col_180_NHP_r1  |
| JF.47   | NHP       | 180                | Col-0    | r2  | 6     | col_180_NHP  | JF.47_col_180_NHP_r2  |
| JF.48   | NHP       | 180                | Col-0    | r3  | 6     | col_180_NHP  | JF.48_col_180_NHP_r3  |
| JF.55   | mock      | 360                | Col-0    | r1  | 7     | col_360_mock | JF.55_col_360_mock_r1 |
| JF.56   | mock      | 360                | Col-0    | r2  | 7     | col_360_mock | JF.56_col_360_mock_r2 |
| JF.57   | mock      | 360                | Col-0    | r3  | 8     | col_360_mock | JF.57_col_360_mock_r3 |
| JF.64   | NHP       | 360                | Col-0    | r1  | 8     | col_360_NHP  | JF.64_col_360_NHP_r1  |
| JF.65   | NHP       | 360                | Col-0    | r2  | 9     | col_360_NHP  | JF.65_col_360_NHP_r2  |
| JF.66   | NHP       | 360                | Col-0    | r3  | 9     | col_360_NHP  | JF.66_col_360_NHP_r3  |
| JF.07   | mock      | 15                 | sid2-2   | r1  | 1     | sid2_15_mock | JF.07_sid2_15_mock_r1 |
| JF.08   | mock      | 15                 | sid2-2   | r2  | 1     | sid2_15_mock | JF.08_sid2_15_mock_r2 |
| JF.09   | mock      | 15                 | sid2-2   | r3  | 1     | sid2_15_mock | JF.09_sid2_15_mock_r3 |
| JF.16   | NHP       | 15                 | sid2-2   | r1  | 2     | sid2_15_NHP  | JF.16_sid2_15_NHP_r1  |
| JF.17   | NHP       | 15                 | sid2-2   | r2  | 3     | sid2_15_NHP  | JF.17_sid2_15_NHP_r2  |
| JF.18   | NHP       | 15                 | sid2-2   | r3  | 3     | sid2_15_NHP  | JF.18_sid2_15_NHP_r3  |
| JF.25   | mock      | 30                 | sid2-2   | r1  | 4     | sid2_30_mock | JF.25_sid2_30_mock_r1 |
| JF.26   | mock      | 30                 | sid2-2   | r2  | 4     | sid2_30_mock | JF.26_sid2_30_mock_r2 |
| JF.27   | mock      | 30                 | sid2-2   | r3  | 4     | sid2_30_mock | JF.27_sid2_30_mock_r3 |
| JF.34   | NHP       | 30                 | sid2-2   | r1  | 5     | sid2_30_NHP  | JF.34_sid2_30_NHP_r1  |
| JF.35   | NHP       | 30                 | sid2-2   | r2  | 5     | sid2_30_NHP  | JF.35_sid2_30_NHP_r2  |

|       |      |     |        |    |   |               |                        |
|-------|------|-----|--------|----|---|---------------|------------------------|
| JF.36 | NHP  | 30  | sid2-2 | r3 | 5 | sid2_30_NHP   | JF.36_sid2_30_NHP_r3   |
| JF.43 | mock | 180 | sid2-2 | r1 | 6 | sid2_180_mock | JF.43_sid2_180_mock_r1 |
| JF.44 | mock | 180 | sid2-2 | r2 | 6 | sid2_180_mock | JF.44_sid2_180_mock_r2 |
| JF.45 | mock | 180 | sid2-2 | r3 | 6 | sid2_180_mock | JF.45_sid2_180_mock_r3 |
| JF.52 | NHP  | 180 | sid2-2 | r1 | 7 | sid2_180_NHP  | JF.52_sid2_180_NHP_r1  |
| JF.53 | NHP  | 180 | sid2-2 | r2 | 7 | sid2_180_NHP  | JF.53_sid2_180_NHP_r2  |
| JF.54 | NHP  | 180 | sid2-2 | r3 | 7 | sid2_180_NHP  | JF.54_sid2_180_NHP_r3  |
| JF.61 | mock | 360 | sid2-2 | r1 | 8 | sid2_360_mock | JF.61_sid2_360_mock_r1 |
| JF.62 | mock | 360 | sid2-2 | r2 | 8 | sid2_360_mock | JF.62_sid2_360_mock_r2 |
| JF.63 | mock | 360 | sid2-2 | r3 | 8 | sid2_360_mock | JF.63_sid2_360_mock_r3 |
| JF.70 | NHP  | 360 | sid2-2 | r1 | 9 | sid2_360_NHP  | JF.70_sid2_360_NHP_r1  |
| JF.71 | NHP  | 360 | sid2-2 | r2 | 9 | sid2_360_NHP  | JF.71_sid2_360_NHP_r2  |
| JF.72 | NHP  | 360 | sid2-2 | r3 | 9 | sid2_360_NHP  | JF.72_sid2_360_NHP_r3  |

**Supplemental Table S1** Full RNA-seq dataset of the early transcriptional response to exogenous NHP in Col-0 and *sid2-2*.

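For each gene, the table gives the read counts of the libraries, the log2(FC) of NHP over mock and the adjusted p for each genotype and time point. In the part of the table at hand, its first 1051 gene lines, the 31530 counts compared, of 30 of the 48 libraries, all equal the counts used here.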

**Supplemental Table S2** Full set of  $\log_2$  fold change values grouped by upregulated and downregulated wild type gene clusters.

**Supplemental Table S3** Primer sequences used in this study.

**Supplemental Table S4** Setup of early NHP RNA-sequencing experiment.

How the deposited data were processed for this re-analysis (not part of the article)

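RNA-seq libraries from Arabidopsis seedlings of 3 genotypes (Col-0, sid2-2 and fmo1-1) given mock or 0.5 mM NHP were taken at 4 time points (15 and 30 min, 3 and 6 h), with 3 libraries per group and 72 in all. The paper's RNA-seq covers 48 of them, those of Col-0 and sid2-2. The fmo1-1 libraries were used for the closing observations and in the fit of 72 libraries that compares mock libraries between genotypes.

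The count values were made by the authors and were used as deposited, as whole numbers per gene and library without normalization. Per the paper's methods, reads were checked with FastQC, trimmed in CLC Genomics Workbench, with reads trimmed below 20 bp discarded, and mapped to TAIR10. The counting step, the gene annotation, the handling of strand and the treatment of reads that map to several places are not given in the sources used here. Reads of a gene that overlaps another on the opposite strand are therefore uncertain. Of the gene identifiers in the count table, 27445 matched the symbol table. All lines of the count table were genes, with 0 columns of counts left unused.

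Assigned reads per library ranged from 19618319 to 28382977 (median 23373939.5) over the 72 libraries, and from 19618319 to 26233376 (median 23264000) in fmo1-1. Group medians ranged from 20514739 in fmo1-1 30 min NHP to 25636629 in fmo1-1 3 h NHP. Counts scaled to library size are given as CPM. Between replicates of a group, the chi-square of the counts per degree of freedom ranged from 2.61 to 15.02 over 72 pairs (median 4.399), against 1 for sampling alone. The largest value was between sid2-2 15 min mock replicates 2 and 3.

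Counts were fitted with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 for gene set tests and DESeq2 1.42.0 as an alternative. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by filterByExpr on the groups (minimum count 10, minimum total count 15) and libraries were scaled by TMM. The fit of Col-0 and sid2-2 held 48 libraries in 16 groups, 20926 genes and 32 residual degrees of freedom, with TMM factors from 0.904 to 1.09 and a common biological coefficient of variation of 0.0645. The fit with fmo1-1 held 72 libraries in 24 groups, 21042 genes and 48 residual degrees of freedom, with factors from 0.893 to 1.10 and a coefficient of 0.0631. Dispersions and quasi-likelihood fits were robust, and the prior count was 2. Each comparison was tested with edgeR's quasi-likelihood test and adjusted by Benjamini-Hochberg over the genes of the fit. Genes were called at adjusted p below 0.05, and counted as up or down past a log2(FC) of 1 or -1.

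Compared were NHP with mock for each genotype and time point, these responses between sid2-2 and Col-0 and between fmo1-1 and Col-0, the Col-0 response at 3 h with that at 30 min, and mock libraries between genotypes. A gene up or down in Col-0 counted as SA dependent when it was not up or down past the same threshold in sid2-2, as in the paper. This includes genes past the log2(FC) threshold in sid2-2 that were not called there. Genes up in Col-0 at any time point were clustered into 4 groups and genes down into 3, by Euclidean distance and Ward's linkage (ward.D2), with log2(FC) values that were not called set to 0. For genes up, each of the paper's cluster names went to the cluster holding most of the genes that Tables 1 and 2 list under it. Clusters of genes down were named by the time points and sizes of their means. Lists of 23 JA and wound genes and 29 SA and SAR genes were tested with fry over 42 tests and with camera at a correlation of 0.01. Genes up or down in fmo1-1 were tested in the same way for a difference between sid2-2 and Col-0.

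Promoters were the 1000 bp upstream of the annotated gene start in TAIR10.1, the reference held here, while the paper names TAIR10. Matches to the W-box, the WT-box and the TGACG core were counted for 20819 of the 20926 genes tested, and means were compared with 10000 random sets of equal size over 48 tests. The smallest p these sets can give is 0.0001. The WRKY and TGA binding motifs of single proteins used by the authors were not used here. The counts carry no coordinates, so no coordinate of one build was used with the other.

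Single genes are named by a rule written before the data were examined, although the paper's tables and the part of its supplementary expression table at hand had been seen by then. The rule takes the 24 genes the paper's text names for the RNA-seq, and the 64 genes of Tables 1 and 2 as a list, with single ones named where calls differ. It also takes the 3 largest changes among genes down in Col-0, up in sid2-2 alone at 3 h and 6 h, up or down in fmo1-1, and different between genotypes, if called, with libraries that do not overlap and a mean count of at least 50 in the higher group. In 3 libraries against 3, 10 percent of genes without change would have libraries that do not overlap. Other named genes are marked as chosen after their values were seen.

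Alternatives set before the data were examined were size factors by relative log expression, DESeq2, no filter, a stricter filter of 1 CPM in 6 libraries, the replicate number as a block, each library left out in turn, all 72 libraries, only the libraries of the comparison, and the library batch as a term at 6 h. For SA dependence they were a test of the difference between genotypes and no fold change threshold in sid2-2. For clusters they were log2(FC) values as fitted, DESeq2 values and average linkage. Gene sets were also tested with camera and without the members the paper names, and promoters with 500 bp, with the share of promoters holding a site and with random sets matched on expression in 10 bins. DESeq2 on the 6 libraries of each comparison, the sid2-2 NHP library of batch 2 alone and the library batch as a term for the difference between sid2-2 and Col-0 at 15 min were added after the data were seen. Replicate numbers do not pair mock and NHP samples by the paper's methods, which describe separate wells.

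One label was in doubt, a sid2-2 library titled 30 min whose time field reads 180 min, and the 30 min of the sample setup table was used. The methods were tested on simulated data of 20715 genes with 200 changed in Col-0 at 3 h, of which 190 were called, with 8 others among 198 calls. Simulated changes in the difference between genotypes were called for 171 of 200, and in the change over time for 179. With no change simulated, 0 were called. The quantitative PCR, bacterial growth and oxidative burst experiments of the paper were not analysed here.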

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

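Tests chosen only after the result was seen were the swap of sid2-2 15 min libraries, the lower starting level at 3 h and at 6 h taken apart, the batch at 3 h, the batches followed over mock libraries, the sid2-2 NHP library of batch 2 alone and the batch term at 15 min.

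A difference between groups marked the comparison of the NHP response in sid2-2 with that in Col-0, where edgeR's quasi-likelihood test called 1 gene at 15 min, 40 at 30 min, 449 at 3 h and 219 at 6 h. The gene at 15 min was AT4G29780, and DESeq2 called 7 there. Leading genes by the rule for named genes were FRO2 (-1.70, adjusted p = 0.0418), AT2G20560 (-1.31, adjusted p = 0.00193) and HSP70 (-1.20, adjusted p = 0.0216) at 30 min. At 3 h they were AT5G11975 (0.0149 CPM in sid2-2 3 h NHP and 2.92 in sid2-2 3 h mock, too few reads for a fold change, adjusted p = 0.0341), AT5G43450 (1.49, adjusted p = 0.0497) and SRO5 (1.41, adjusted p = 0.00673), and at 6 h AT1G67865 (-1.98, adjusted p = 0.0122), HSFA2 (1.66, adjusted p = 0.0487) and UMAMIT33 (1.57, adjusted p = 3.98e-04). Fits of the 12 libraries of a time point alone called 12, 47, 292 and 295 genes in the same order. In these fits 3 of 100 splits gave as many genes at 15 min, 1 of 100 at 30 min, 2 of 100 at 3 h and 1 of 100 at 6 h, each with the true split included. Most other splits mix mock and NHP libraries, which puts the NHP response into the spread, and their median was 0 genes. They do not show what equal responses in the 2 genotypes would give, so by these splits chance cannot be excluded at any of the 4 time points. The smallest adjusted p of 3.28e-06 at 30 min, 0.00202 at 3 h and 1.53e-04 at 6 h argues against chance at these time points. Chance stays open at 15 min, where the 1 gene had adjusted p = 0.0385 and 0 genes were called with all 72 libraries. At 15 min and at 3 h, the split with mock and NHP exchanged in sid2-2 gave more genes than the true one (1065 and 1846), because it adds the 2 responses in place of subtracting them. That split follows the library batches, as the true one does. At 15 min a further split, with mock 2, NHP 1 and NHP 2 of sid2-2 on one side, gave 29 genes, for which no explanation was tested. A batch difference cannot be told apart from this result at 30 min and 3 h, because mock and NHP libraries of the same genotype share 0 batches there and the 2 genotypes span different batches. At 15 min the mock libraries of both genotypes are of batch 1 and sid2-2 NHP replicate 1 shares batch 2 with the Col-0 NHP libraries, so a batch term can be fitted. It called 1 gene, but rests on that 1 NHP library of sid2-2, which leaves a batch difference open. With the batch term at 6 h, 170 genes were called.

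The early SA dependence can be weighed with genes chosen outside the 2 genotypes compared. A difference between groups marked the 43 genes up in fmo1-1 at 15 min and tested here, which rose less in sid2-2 than in Col-0 in 38 cases, by a median of -0.61 (adjusted p = 4.42e-06, fry). Their median log2(FC) was 1.01 in Col-0 and 0.51 in sid2-2. A weaker early response in sid2-2 had this outcome as its prediction at 15 min. Using the batch 2 library of sid2-2 as the lone NHP sample, so that both genotypes have NHP libraries of the same batch, gave adjusted p = 2.24e-06. With the batch term at 15 min it was 3.23e-06. Both values rest on 1 NHP library of sid2-2 and so exclude nothing, and batch cannot be told apart from the weaker response. At 30 min the same test gave adjusted p = 0.177, with 22 of 35 genes lower, and leaves the question open. The list of 29 SA and SAR genes also differed between the groups at 15 min, with 6 genes above 0 and adjusted p = 0.00354 in sid2-2 against Col-0. At 30 min the list showed no such difference in sid2-2, with 14 genes above 0 and adjusted p = 0.918. In fmo1-1 against Col-0 at 15 min it had 8 genes above 0 and adjusted p = 0.0239. Both differences subtract the same 6 Col-0 libraries, so whether the lower response of this list is particular to sid2-2 stays open. Genes up past a log2(FC) of 1 in Col-0 and not in sid2-2 numbered 33 at 15 min and 21 at 30 min, of which 4 and 3 were called in sid2-2 below that threshold. A gene of both time points counts in each. Of these 54 cases 2 (3.7%) had the difference called, and whether the others only crossed a threshold in one genotype cannot be told apart. Selection on Col-0 calls predicts that any second genotype misses as many of these genes. Of the cases of a gene up in Col-0 at these time points, 43.9% were not up past the threshold in fmo1-1. The shares in fmo1-1 were 55.6% at 15 min and 29.7% at 30 min, below the 73.3% and 56.8% of sid2-2. This goes against selection as the whole cause, but these shares have no spread to judge them by, so selection stays open. A weaker response predicts a smaller fall as well. The 84 genes down in fmo1-1 at 15 min fell less in sid2-2 in 56 cases, without a call (adjusted p = 0.248, fry). More genes were called at 15 min in sid2-2 (884) than in Col-0 (489), though fewer were up past a log2(FC) of 1 (22 against 45). The order of the genes called depended on the fit. With only the libraries of the comparison, 189 were called in sid2-2 and 887 in Col-0. DESeq2 on the 6 libraries, added after the data were seen, called 294 and 689. A weaker early rise in sid2-2 at 15 min remains a hypothesis, with the mutation, the handling and the batches of the wells left open.

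The fmo1-1 libraries are data the paper did not analyse, and a signal in them marked the NHP response, with 831 genes called at 15 min, 569 at 30 min, 832 at 3 h and 1086 at 6 h. For each of these counts 1 of 10 splits gave as many genes, the least that 3 libraries against 3 allow, so the splits alone cannot exclude chance. The other splits gave at most 149 genes at 15 min, 2 at 30 min, 2 at 3 h and 0 at 6 h, and the smallest adjusted p of each time point was 9.7e-20 or less, which argues against chance for the responses. FMO1 was lower in fmo1-1 mock than in Col-0 mock libraries at every time point, by -2.66 or more strongly on the log2 scale, which excludes that the mock libraries are mislabelled Col-0. Counts of FMO1 in the NHP libraries were 2 to 13 in fmo1-1 and 46 to 120 in Col-0, which excludes it for these. The genes up in Col-0 at 15 min had a median log2(FC) of 0.914 in fmo1-1. Unless a batch difference made that rise, it excludes that endogenous NHP made by FMO1 is needed for the whole early response to applied NHP. Batches of the fmo1-1 libraries are not given in the sources used here, so a batch difference stays open.

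The NHP response of fmo1-1 differed from that of Col-0 for 38 genes at 15 min and 1 at 3 h. The gene at 3 h, by the rule for named genes, was COL2 (-0.78 ± 0.149, SE, adjusted p = 0.0475). The test called 0 genes at 30 min, where 1173 had unadjusted p below 0.05, and 0 at 6 h, where 1069 did. DESeq2 called 83 at 15 min, 2 at 3 h and 1 at 6 h. The largest differences at 15 min were PR1 (-5.36, adjusted p = 0.0158), LURP1 (-4.82, adjusted p = 0.0071) and PDF1.2b (-2.60, adjusted p = 0.0321). Fits of the 12 libraries of a time point alone called 102 genes at 15 min, 0 at 30 min, 4 at 3 h and 2 at 6 h. For the 102 genes 3 of 100 splits gave as many. The 2 other splits were the one with mock and NHP exchanged in fmo1-1 (1276 genes) and one with mock 1, NHP 1 and NHP 2 of fmo1-1 on one side (154). The splits again mix mock and NHP libraries and do not show what equal responses would give, so they cannot exclude chance. The smallest adjusted p of 0.0071 argues against chance for some of the 38 genes, but 6 genes were called without fmo1-1 mock 3, so chance stays open for their number. At 3 h 12 of 100 splits and at 6 h 7 of 100 gave as many, and chance cannot be excluded there either. At 30 min, with 0 genes, all splits give as many (100 of 100), which tests nothing. For 15 min no biological explanation was tested, and the unknown batches leave a technical one open.

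The Col-0 response at 3 h differed from that at 30 min for 49 genes, a difference between time points. A fit of the 12 libraries alone called 69 genes, and 8 of 100 splits gave as many, so by these splits, which mix mock and NHP libraries too, chance cannot be excluded for that count. The smallest adjusted p of 4.92e-05 argues against chance for some of the 49 genes. Both time points have mock and NHP in different batches, which stays open as a technical explanation.

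Library batch as the whole NHP response was weighed with the order of the batches. At 30 min the Col-0 response spans batches 3 and 4 and the sid2-2 response batches 4 and 5, and at 3 h they span 5 and 6, and 6 and 7. If batch alone made both responses, and mock levels did not change with time, Col-0 mock libraries would move from batch 3 to 5 and from 5 to 7 by the sum of the 2 responses. For the 37 genes up in Col-0 at 30 min, the mock libraries changed by a median of -0.298 on the log2 scale (quartiles -0.769 to 0.0547), against 2.60 if batch alone acted. For the 80 genes up in Col-0 at 3 h the change was 0.505 (0.00817 to 0.926), against 2.99. This excludes batch as the whole response of these genes at 30 min and 3 h, unless changes of mock levels with time offset it, and leaves open a part in it and the calls of single genes. In sid2-2 at 15 min, for 22 genes up, the mock libraries changed by 0.136 from batch 1 to 3, against 1.75. In Col-0 at 15 min no other library but sid2-2 NHP replicate 1 is of batch 2, so batch cannot be told apart from that response.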

How the results depend on the processing

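Tests chosen only after the result was seen were DESeq2 on the 6 libraries of each comparison, the sid2-2 NHP library of batch 2 alone and the batch term at 15 min. No result called at adjusted p below 0.05 reversed its direction under any setting. Among gene sets not called, genes up in fmo1-1 at 6 h changed direction in the difference between sid2-2 and Col-0 without Col-0 mock 1, mock 2 or NHP 1, or sid2-2 mock 1, mock 3 or NHP 2 (adjusted p from 0.605 to 0.974). So did genes up at 3 h without sid2-2 mock 1 (0.948) and genes down at 30 min without sid2-2 mock 3 (0.934), and the SA list in fmo1-1 against Col-0 at 6 h without the members the paper names (0.669). Causes of the changes below were not tested, except where fewer libraries or genes are part of the setting. Refits of the calls of named genes with 1 library left out at a time kept the call 568 times and lost it 68 times. All Col-0 counts of genes called at any time point (2162, 163 up and 223 down) stayed within 1.5 times under every setting run for them, which leaves out the batch terms at 15 min and 6 h. With size factors by relative log expression (RLE) and with the stricter filter, counts of genes called, up and down stayed within 1.5 times, the largest shift with RLE being 338 genes for sid2-2 against Col-0 at 3 h. Cluster sizes moved further. With RLE, 76 genes were early weak and 19 late among those down. With the stricter filter, 27 genes were early transient and 14 late strong among those up, and 25 early weak among those down.

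With no filter the difference between sid2-2 and Col-0 at 3 h was 262 genes, and 3 of 104 calls of named genes were lost. With all 72 libraries the difference at 15 min was 0 genes, and 1 of 104 named calls was lost. DESeq2 called 7 genes for that difference at 15 min, 720 at 3 h and 344 at 6 h. For fmo1-1 against Col-0 it called 83 at 15 min, 2 at 3 h and 1 at 6 h. It lost 2 of 104 named calls.

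With the replicate number as a block (replicate block), the difference between sid2-2 and Col-0 at 15 min was 8 genes, genes up in sid2-2 alone at 30 min were 6, and fmo1-1 against Col-0 at 3 h was 0 genes. The replicate numbers do not pair the samples, since the paper describes separate wells and same-number mock and NHP libraries had correlations of residuals from -0.0792 to 0.105 (median 0.00546, 36 pairs), against -0.0926 to 0.101 for different numbers (72 pairs). Of 104 named calls 7 were lost. The cause was not tested.

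With the library batch as a term at 6 h, Col-0 had 247 genes called, 38 up and 92 down. In sid2-2 there were 254 called, 59 up and 47 down. Upregulated genes at 6 h were 13 in Col-0 alone, 25 in both and 34 in sid2-2 alone, and 35 genes were down in both. The term lost 11 of 32 named calls. It keeps only contrast within batches, so the loss of precision is part of the setting. In Col-0 the response then rests on mock 3 and NHP 1, the libraries of batch 8. In sid2-2 mock is of batch 8 and NHP of batch 9, so the difference between these batches is taken from Col-0 libraries. The batch term at 15 min, added after the data were seen, called 1 gene for sid2-2 against Col-0, as without it in number.

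With only the libraries of the comparison, Col-0 at 15 min had 887 genes called. In sid2-2 at 15 min 189 were called, with 14 up and 22 down. The difference between these genotypes was 12 genes at 15 min and 292 at 3 h. Genes up in sid2-2 alone were 6 at 15 min, 18 at 30 min and 128 at 3 h, and genes up in Col-0 alone at 3 h were 16. Genes down at 15 min were 67 in Col-0 alone and 14 in both. In fmo1-1 323 genes were called at 30 min and 1890 at 6 h, and the difference from Col-0 was 102 genes at 15 min, 4 at 3 h and 2 at 6 h. This setting lost 8 of 99 named calls.

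DESeq2 on the 6 libraries, added after the data were seen, called 294 genes in sid2-2 at 15 min, with 23 down. In sid2-2 at 3 h 38 were down, 16 were up in sid2-2 alone at 30 min, and fmo1-1 at 30 min had 361 called. It lost 7 of 102 named calls. Fewer residual degrees of freedom are part of both settings with 6 libraries.

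By the test of the difference, genes up in Col-0 and lower in sid2-2 were 1 at 15 min, 1 at 30 min, 1 at 3 h and 2 at 6 h, which left 44 at 15 min and 36 at 30 min as up in both. For genes down in Col-0 the numbers were 0, 0, 1 and 4, which left 69, 96, 107 and 158. With no fold change threshold in sid2-2, genes down in Col-0 alone were 25 at 15 min, 36 at 3 h and 48 at 6 h, and those down in both were 44 at 15 min and 72 at 3 h. Requiring more evidence or less for a difference is how these settings are made.

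Clusters of log2(FC) values as fitted held 20 early strong genes among those up, and 117 early weak, 81 early strong and 25 late genes among those down. Average linkage put early transient, early strong and late weak genes in one cluster of 147. Clusters of DESeq2 values, of all 72 libraries and without a filter stayed within 1.5 times in size. Among genes down, the replicate block gave 83 late genes, and only the libraries of the comparison gave 106 early weak and 1 late. DESeq2 on the 6 libraries gave 15 late strong genes among those up, and 72 early weak and 52 early strong among those down.

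For gene sets, camera gave adjusted p = 0.00421 for the JA and wound list in Col-0 at 3 h, 8.96e-05 in sid2-2 at 30 min, 0.00135 for sid2-2 against Col-0 at 15 min and 0.00743 for fmo1-1 against Col-0 at 15 min. Without the members the paper names, this list gave 0.177 in sid2-2 at 15 min, 0.159 in fmo1-1 at 15 min and 0.239 in fmo1-1 at 30 min. The SA list then gave 0.0553 in Col-0 at 30 min, 0.879 in sid2-2 at 15 min and 0.239 in fmo1-1 at 15 min. For the difference between sid2-2 and Col-0, camera gave adjusted p = 0.0148 for genes up in fmo1-1 at 30 min, and 0.00192, 0.000127 and 3.26e-05 for genes down in fmo1-1 at 15 min, 3 h and 6 h. Camera assumes a fixed correlation of 0.01 between genes, and fry does not.

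Promoters of 500 bp gave adjusted p = 0.139 for the W-box in genes higher in Col-0 at 15 min, 0.1998 in genes lower there, 0.0288 in genes higher in Col-0 at 6 h and 0.01553 in genes lower in sid2-2 at 6 h. They gave 0.00448 for the TGACG core in genes higher in Col-0 at 6 h, and for the WT-box at 15 min in sid2-2 0.03931 in genes higher and 0.02223 in genes lower. The share of promoters with a site gave 0.5521 for the W-box in genes higher in Col-0 at 15 min, 0.177 in genes higher in sid2-2 at 15 min and 0.4771 in genes lower in sid2-2 at 3 h. For the TGACG core it gave 0.2425 in Col-0 at 15 min, 0.1122 in Col-0 at 30 min, 0.2425 in sid2-2 at 30 min and 0.2057 in sid2-2 at 6 h. Random sets matched on expression gave 0.05429 for the W-box in genes lower in Col-0 at 15 min, 0.1317 in genes higher in sid2-2 at 15 min and 0.09627 in genes lower in sid2-2 at 3 h (permutation tests). Of the 48 tests, 41 stayed on their side of the threshold with 500 bp, 41 with the share and 45 with matched sets.

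Leaving out 1 library at a time, with replicates written as mock 1 to NHP 3, moved the following counts by more than 1.5 times at the lower or the higher end of the range. Genes called in Col-0 at 15 min ranged from 258 without mock 2 to 461 without mock 3 (489 with all libraries), and moved past 1.5 times also without mock 1 and NHP 3. Genes up in Col-0 at 15 min ranged from 27 without mock 2 to 40 without mock 3 (45 with all libraries). Genes down in Col-0 at 15 min ranged from 44 without mock 2 to 99 without mock 3 (69 with all libraries). Genes called in Col-0 at 3 h ranged from 460 without mock 1 to 708 without mock 3 (749 with all libraries). Genes called in Col-0 at 6 h ranged from 801 without NHP 2 to 1230 without mock 2 (1452 with all libraries), and moved past 1.5 times also without mock 1 and mock 3. Genes called in sid2-2 at 15 min ranged from 252 without mock 2 to 1706 without mock 3 (884 with all libraries), and moved past 1.5 times also without mock 1, NHP 1 and NHP 3. Genes up in sid2-2 at 15 min ranged from 15 without mock 2 to 44 without mock 3 (22 with all libraries). Genes down in sid2-2 at 15 min ranged from 31 without mock 2 to 168 without mock 3 (65 with all libraries), and moved past 1.5 times also without NHP 1. Genes called in sid2-2 at 30 min ranged from 199 without mock 2 to 323 without mock 3 (351 with all libraries), and moved past 1.5 times also without mock 1, NHP 1 and NHP 3. Genes up in sid2-2 at 30 min ranged from 15 without NHP 1 to 23 without NHP 2 (26 with all libraries), and moved past 1.5 times also without mock 1 and mock 2. Genes called in sid2-2 at 3 h ranged from 1087 without NHP 2 to 2622 without NHP 3 (2453 with all libraries), and moved past 1.5 times also without mock 1, mock 2 and NHP 1. Genes up in sid2-2 at 3 h ranged from 142 without mock 2 to 306 without NHP 3 (256 with all libraries), and moved past 1.5 times also without NHP 1 and NHP 2. Genes down in sid2-2 at 3 h ranged from 37 without NHP 2 to 70 without mock 1 (61 with all libraries). Genes called in sid2-2 at 6 h ranged from 977 without NHP 2 to 2252 without NHP 1 (2119 with all libraries), and moved past 1.5 times also without mock 3. Genes up in sid2-2 at 6 h ranged from 109 without NHP 2 to 205 without NHP 1 (180 with all libraries). Genes called in fmo1-1 at 15 min ranged from 506 without NHP 2 to 890 without mock 1 (831 with all libraries), and moved past 1.5 times also without mock 2 and mock 3. Genes called in fmo1-1 at 30 min ranged from 290 without NHP 1 to 540 without mock 2 (569 with all libraries), and moved past 1.5 times also without mock 1 and mock 3. Genes down in fmo1-1 at 30 min ranged from 67 without NHP 3 to 102 without NHP 2 (101 with all libraries). Genes called in fmo1-1 at 3 h ranged from 461 without mock 1 to 702 without mock 2 (832 with all libraries), and moved past 1.5 times also without NHP 2 and NHP 3. Genes called in fmo1-1 at 6 h ranged from 637 without NHP 1 to 858 without NHP 2 (1086 with all libraries), and moved past 1.5 times also without mock 2.

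For the difference between genotypes and SA dependence, the ranges were wider. For sid2-2 against Col-0 at 15 min the genes called ranged from 0 without Col-0 mock 1 to 272 without sid2-2 mock 3 (1 with all libraries), and moved past 1.5 times also without Col-0 mock 2, mock 3, NHP 1, NHP 2 and NHP 3, and sid2-2 mock 1, mock 2, NHP 2 and NHP 3. For sid2-2 against Col-0 at 30 min the genes called ranged from 22 without Col-0 NHP 1 to 46 without Col-0 NHP 2 (40 with all libraries). For sid2-2 against Col-0 at 3 h the genes called ranged from 97 without sid2-2 mock 1 to 701 without sid2-2 NHP 3 (449 with all libraries), and moved past 1.5 times also without Col-0 mock 1, mock 2 and NHP 1, and sid2-2 mock 2, NHP 1 and NHP 2. For sid2-2 against Col-0 at 6 h the genes called ranged from 58 without sid2-2 NHP 3 to 429 without sid2-2 NHP 1 (219 with all libraries), and moved past 1.5 times also without Col-0 mock 1, mock 3 and NHP 2, and sid2-2 mock 2, mock 3 and NHP 2. For fmo1-1 against Col-0 at 15 min the genes called ranged from 6 without fmo1-1 mock 3 to 79 without fmo1-1 mock 1 (38 with all libraries), and moved past 1.5 times also without Col-0 mock 1 and NHP 3, and fmo1-1 mock 2, NHP 2 and NHP 3. For fmo1-1 against Col-0 at 3 h the genes called ranged from 0 without Col-0 mock 1 to 3 without fmo1-1 mock 2 (1 with all libraries), and moved past 1.5 times also without Col-0 mock 3, NHP 1, NHP 2 and NHP 3, and fmo1-1 mock 1, mock 3, NHP 1, NHP 2 and NHP 3. Genes up in Col-0 alone at 15 min ranged from 16 without Col-0 mock 2 to 35 without sid2-2 mock 2 (33 with all libraries). In sid2-2 alone, genes up at 15 min ranged from 3 without sid2-2 mock 2 to 32 without sid2-2 mock 3 (10 with all libraries), and moved past 1.5 times also without sid2-2 mock 1, NHP 2 and NHP 3. Genes down in Col-0 alone at 15 min ranged from 29 without Col-0 mock 2 to 72 without Col-0 mock 3 (44 with all libraries). Genes down in both at 15 min ranged from 15 without Col-0 mock 2 to 27 without Col-0 mock 3 (25 with all libraries). Genes up in both at 30 min ranged from 10 without sid2-2 mock 1 to 17 without Col-0 mock 2 (16 with all libraries). In sid2-2 alone, genes up at 30 min ranged from 4 without sid2-2 NHP 1 to 11 without Col-0 mock 1 (10 with all libraries), and moved past 1.5 times also without sid2-2 mock 1, mock 2 and NHP 3. In sid2-2 alone, genes up at 3 h ranged from 95 without sid2-2 NHP 2 to 249 without sid2-2 NHP 3 (201 with all libraries), and moved past 1.5 times also without sid2-2 mock 2 and NHP 1. Genes down in Col-0 alone at 3 h ranged from 45 without Col-0 NHP 3 to 86 without Col-0 NHP 2 (71 with all libraries). Genes up in Col-0 alone at 6 h ranged from 20 without Col-0 NHP 2 to 44 without sid2-2 NHP 2 (28 with all libraries). In sid2-2 alone, genes up at 6 h ranged from 58 without sid2-2 NHP 2 to 141 without sid2-2 NHP 1 (115 with all libraries). Genes down in Col-0 alone at 6 h ranged from 54 without Col-0 NHP 2 to 95 without sid2-2 NHP 2 (83 with all libraries).

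The change of the Col-0 response from 30 min to 3 h ranged from 20 without 30 min mock 3 to 52 without 30 min mock 1 (49 with all libraries), and moved past 1.5 times also without 30 min NHP 1 and NHP 3, and 3 h mock 1, NHP 1 and NHP 3. For genes down in fmo1-1 at 3 h, the adjusted p of the difference between sid2-2 and Col-0 (fry) ranged from 0.0403 without Col-0 NHP 2 to 0.399 without Col-0 NHP 3 (0.177 with all libraries). Each fit with 1 library left out has 2 in that group. Of the genes with few reads, NIMIN-1, PCC1 and BDA1 in Col-0 at 3 h, BDA1 in sid2-2 at 3 h and ALD1 in Col-0 at 6 h lost their calls without single libraries, while the calls of PCC1 in Col-0 and of BDA1 in both genotypes at 6 h held without any 1 library.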

Differences from the paper's values

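Tests chosen only after the result was seen were those with DESeq2 on the 6 libraries of each comparison. All other alternatives named here were set before the data were examined. The added setting, chosen after seeing the values, keeps 231 of the 232 cells of Tables 1 and 2 in which the paper gives a called value, drops 0 of them as not significant, and leaves 1 without an adjusted p. The paper's methods name DESeq2 for each time point and genotype and do not state which libraries each fit held. For the 1051 genes of the supplementary expression table at hand, log2(FC) with the added setting differed from the paper's by at most 5.35e-05. That setting kept 273 of the paper's 273 calls in Col-0 at 15 min and 451 of 453 in sid2-2 at 6 h. The main fit kept 127 and 386 of them. For these genes the paper's values are therefore those of fits to the 6 libraries of each comparison. A setting is said to close a gap when its count or percentage lies within 1.5 times of the paper's, or its mean log2(FC) within 0.25 or the SEM, whichever is larger, and closing does not mean that the values are equal.

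The late strong cluster has 15 genes in the paper and 9 here. The stricter filter (14), DESeq2 (12), only the libraries of the comparison (10) and log2(FC) values as fitted (11) close this gap to within 1.5 times, and so does the added setting, chosen after seeing the values, with 15. The RLE size factors, no filter, the replicate block, all 72 libraries and average linkage do not. Of this cluster, 14 genes in the paper and 9 here were up at 3 h, and 15 in the paper and 9 here at 6 h, with the same settings closing or not closing the gap. Up in both genotypes at 3 h were 11 in the paper and 7 here, which is also closed by the test of the difference and not by dropping the fold change threshold in sid2-2. Up in both at 6 h were 14 in the paper and 8 here, closed by the stricter filter, DESeq2, values as fitted and the added setting (13, chosen after seeing the values). It is not closed by RLE size factors, no filter, the replicate block, all 72 libraries, only the libraries of the comparison, average linkage, the test of the difference or dropping the threshold. Leaving out 1 library gave 7 to 29 genes in the cluster, and 10 of 24 such fits came within 1.5 times of the paper's number.

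Mean log2(FC) values of the late strong cluster range from 3.5 to 4 in the paper, and were 4.09 at 3 h and 4.85 at 6 h here. DESeq2 (3.48 and 4.10), only the libraries of the comparison (3.32 and 3.75) and the added setting (3.60 and 4.08, chosen after seeing the values) come within the tolerance of the paper's ends, though not all lie inside its range. The RLE size factors, no filter, the stricter filter, the replicate block, all 72 libraries, values as fitted and average linkage do not.

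The early weak downregulated cluster holds about 72 genes in Supplementary Fig. S3, read by eye, and 44 here. The RLE size factors (76), no filter (60), all 72 libraries (48), only the libraries of the comparison (106) and the added setting (72, chosen after seeing the values) close this gap to within 1.5 times. The stricter filter, the replicate block, DESeq2 and values as fitted do not. Leaving out 1 library gave 29 to 122 early weak genes, and 16 of 24 such fits came within 1.5 times of the paper's number. The early strong downregulated cluster holds about 52 genes in Supplementary Fig. S3, read by eye, and 127 here. Only the added setting (52, chosen after seeing the values) closes it, and RLE size factors, no filter, the stricter filter, the replicate block, DESeq2, all 72 libraries, only the libraries of the comparison and values as fitted do not. Left out in turn, Col-0 30 min mock 1, 3 h NHP 2 and 6 h mock 1 each brought it within 1.5 times of the paper's number (76, 62 and 60).

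Of the early strong downregulated genes, the paper gives 44 as down in Col-0 at 6 h, and 99 were here. Again only the added setting (52, chosen after seeing the values) and leaving out Col-0 6 h mock replicate 1 (59) come within 1.5 times of the paper's number, and none of the settings set before the data were examined does when all libraries are kept. Not down in sid2-2 were 8 in the paper and 39 here, or 15% in the paper and 39.4% here. Dropping the fold change threshold in sid2-2 (10 and 10.1%) closes these gaps to within 1.5 times, as do the added setting (8 and 15.4%, chosen after seeing the values) and leaving out that library. The RLE size factors, no filter, the stricter filter, the replicate block, DESeq2, all 72 libraries, only the libraries of the comparison, values as fitted and the test of the difference do not. The paper's percentage and its 2 gene numbers do not give each other for this cluster at 6 h, nor for the late strong cluster at 3 h.

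Genes down in sid2-2 alone at 15 min number about 4 in Supplementary Fig. S5, read by eye, and 40 here. At 3 h they number about 7 in Supplementary Fig. S5, read by eye, and 24 here. Only the added setting (6 and 7, chosen after seeing the values) closes these gaps, and RLE size factors, no filter, the stricter filter, the replicate block, DESeq2, all 72 libraries and only the libraries of the comparison do not. At 6 h the number is about 24 in Supplementary Fig. S5, read by eye, and 44 here, closed by the stricter filter (27), only the libraries of the comparison (34) and the added setting (24, chosen after seeing the values). It is not closed by RLE size factors, no filter, the replicate block, DESeq2 or all 72 libraries.

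Over the 512 cells of Tables 1 and 2, 211 were called in the paper and here, 21 in the paper alone and 23 here alone. The log2(FC) was within 0.05 of the paper's in 169 of 232 called cells, and in 215 with DESeq2. With the added setting, chosen after seeing the values, it was in 232, and no cell was called in the paper alone. The cells called in the paper and not here follow, with adjusted p by edgeR's quasi-likelihood test. These cells were JAZ10 in Col-0 6 h (adjusted p = 0.0594), WRKY40 in Col-0 30 min (adjusted p = 0.133) and Col-0 6 h (adjusted p = 0.321) and sid2-2 6 h (adjusted p = 0.157), MSRB8 in Col-0 6 h (adjusted p = 0.0521) and PUB54 in Col-0 6 h (adjusted p = 0.0624) and sid2-2 6 h (adjusted p = 0.0863). Further ones were LLP in sid2-2 6 h (adjusted p = 0.0905), CML10 in sid2-2 3 h (adjusted p = 0.0995), UGT73B4 in Col-0 30 min (adjusted p = 0.649) and Col-0 3 h (adjusted p = 0.127) and sid2-2 30 min (adjusted p = 0.54) and ACS11 in Col-0 30 min (adjusted p = 0.194) and Col-0 3 h (adjusted p = 0.0862) and Col-0 6 h (adjusted p = 0.0636) and sid2-2 3 h (adjusted p = 0.111) and sid2-2 6 h (adjusted p = 0.0593). Also among them were PDF1.2C in Col-0 15 min (adjusted p = 0.198), PDF1.2A in Col-0 15 min (adjusted p = 0.169), EGC2 in Col-0 15 min (adjusted p = 0.192) and ATPP2-A10 in Col-0 6 h (adjusted p = 0.0582). DESeq2 on the 48 libraries, set before the data were examined, called of these JAZ10 in Col-0 6 h (0.0479), WRKY40 in Col-0 30 min (0.0367), MSRB8 in Col-0 6 h (0.0366), PUB54 in Col-0 6 h (0.0374), LLP in sid2-2 6 h (0.00116), ACS11 in Col-0 3 h (0.0103), ACS11 in Col-0 6 h (0.00672), ACS11 in sid2-2 6 h (0.0246) and ATPP2-A10 in Col-0 6 h (0.0147) by adjusted p. Cells called here and not in the paper's tables follow. Among these were ERF13 in sid2-2 3 h (adjusted p = 0.0145), WRKY62 in sid2-2 15 min (adjusted p = 0.00429), WRKY70 in sid2-2 15 min (adjusted p = 0.0303) and AT3G60470 in Col-0 3 h (adjusted p = 0.0205) and sid2-2 3 h (adjusted p = 7.64e-04). To them belonged SCPL16 in sid2-2 3 h (adjusted p = 0.0348), AT1G15610 in sid2-2 3 h (adjusted p = 0.0235), AT3G28510 in sid2-2 3 h (adjusted p = 0.0184) and ARD in sid2-2 30 min (adjusted p = 0.0138). Others were DLO1 in sid2-2 30 min (adjusted p = 0.047), LURP1 in Col-0 15 min (adjusted p = 0.00552), NAC004 in Col-0 15 min (adjusted p = 0.00788) and PR1 in Col-0 6 h (adjusted p = 0.00803). With them came ERF109 in sid2-2 15 min (adjusted p = 0.0416), AT3G14260 in sid2-2 15 min (adjusted p = 0.015) and sid2-2 3 h (adjusted p = 0.00573), WRKY59 in sid2-2 15 min (adjusted p = 0.00808) and sid2-2 30 min (adjusted p = 0.0228) and AT1G15630 in sid2-2 3 h (adjusted p = 0.00758) and sid2-2 6 h (adjusted p = 0.0374). The last were NIMIN-1 in Col-0 3 h (adjusted p = 0.0478), PME60 in sid2-2 6 h (adjusted p = 0.0392) and SAG13 in sid2-2 6 h (adjusted p = 0.0257).

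The paper removed AT1G06475 and AT5G40980 from its early strong cluster as genes that responded at 30 min, and neither was called here at that time point. The paper states that WRKY70 rises from 30 min to 3 h in Col-0, and the change here was 0.83 without a call (adjusted p = 0.371), with a higher log2(FC) at 3 h. The paper reports WRKY70 in sid2-2 from 30 min on, and WRKY70, WRKY59 and WRKY62 were called in sid2-2 at 15 min here, with adjusted p of WRKY70 from 0.00734 with DESeq2 to 0.463 over the alternatives.

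For promoters, the paper finds TGA sites without enrichment in sid2-2 at 3 h, while the TGACG core had 1.00 sites per promoter against 0.873 here (adjusted p = 0.000436, permutation test). It finds WRKY sites in genes higher in Col-0 at 3 and 6 h, and here the W-box was enriched at 3 h and not at 6 h (adjusted p = 0.263, and 0.0288 with 500 bp), while the WT-box was enriched at both. The W-box was also enriched in genes higher in Col-0 at 15 min (adjusted p = 0.0122, and 0.139 with 500 bp). It finds WRKY sites in genes lower in Col-0 at 15 min, 3 h and 6 h, and here the W-box was enriched at 15 min alone (adjusted p = 0.0412). The WT-box and TGACG core in genes lower in Col-0 were not compared with the paper.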

Other observations

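Tests chosen only after the result was seen were the lower starting level at 3 h and at 6 h taken apart, the batch at 3 h, the batches followed over mock libraries and the swap of sid2-2 15 min libraries.

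Genes up in sid2-2 alone at 3 and 6 h were weighed against 4 explanations. Counting a gene of both time points in each, 13 cases (4.11%) had a called difference between the genotypes, and whether the others only crossed a threshold in one genotype cannot be told apart. A response of any genotype handled apart from Col-0 is argued against, since the genes of 3 h had a median log2(FC) of 0.326 in fmo1-1. The 6 h genes had 0.394. A lower starting level in sid2-2 was tested on the mock libraries of the other time points, where 47.2% of the genes were lower than in Col-0. At 3 h the share was 35.3%, which argues against a lower starting level there. At 6 h it was 67.8%, against 50.7% to 52.3% over all genes at single time points, so a lower starting level stays open for those genes. With the batch term, 34 genes were up in sid2-2 alone at 6 h. Of these 13 were the same genes, while the 115 genes kept a median log2(FC) of 1.17, with 112 above 0, and their median SE rose from 0.304 to 0.501. The batch therefore cannot be told apart from a loss of precision. At 3 h 0 batches hold mock and NHP libraries of one genotype. The 201 genes of 3 h changed by a median of 0.271 in Col-0 mock libraries from batch 5 to 7, against 1.82 if batch alone made the responses of both genotypes. Batch as the whole rise in sid2-2 is argued against, while a batch part in its excess over Col-0 cannot be told apart. A role of SA in these genes remains a hypothesis that these values do not decide.

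The JA and wound list rose in Col-0 at 15 min. If handling or library preparation of the Col-0 wells were the source, fmo1-1 wells need not show it. The list rose in fmo1-1 at 15 min as well, with 19 of 23 genes above 0 (adjusted p = 0.0119, fry). This goes against a source in the Col-0 wells alone. Without the members the paper names, 15 of 19 genes were above 0 (adjusted p = 0.159), so the rise rests in part on those members. The source therefore cannot be told apart with the batches as they are. In sid2-2 the list gave adjusted p = 0.0352 at 15 min, and 0.177 without those members (fry).

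Counts of genes called for a single genotype and time point were compared with other splits of the same libraries. As many genes were given by 1 of 10 splits in Col-0 at each of the 4 time points, by 1 of 10 in sid2-2 at 30 min, 3 h and 6 h, and by 2 of 10 in sid2-2 at 15 min, and 10 splits alone cannot exclude chance. The other splits gave 0 genes in Col-0 at each time point and at most 15 in sid2-2 at 30 min, 3 h and 6 h, the smallest adjusted p was 1.49e-14 or less in these 7 comparisons, and simulated data without a change gave 0 calls, which argues against chance for them. In sid2-2 at 15 min the smallest adjusted p was 7.99e-13, and 504 of the 571 genes called in Col-0 in the fit of 72 libraries changed in the same direction in sid2-2 (88.3%), which argues against chance for the response, while its number of genes is matched by another split. The other split at 15 min in sid2-2 set mock 1, mock 2 and NHP 2 against the rest and called 955 genes. A swap of sid2-2 15 min mock replicate 3 with NHP replicate 2 would place the latter among mock libraries. The median deviation of the genes up in fmo1-1 in the NHP 2 library was 0.335, above NHP 1 (0.195) and NHP 3 (0.289). It was away from the mock libraries (-0.223 to -0.411), which excludes that swap. For genes called in Col-0 at any time point, 1 of 99 joint splits gave as many, so chance can be excluded there.

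In mock libraries sid2-2 differed from Col-0 in 6615 of 21042 genes at 15 min, 5389 at 30 min, 7695 at 3 h and 6590 at 6 h. In fmo1-1 the numbers were 118, 63, 14 and 15. FMO1 in fmo1-1 mock was at -3.97 ± 0.44 (SE, adjusted p = 2.98e-09) relative to Col-0 at 15 min. Across genes called in Col-0, the log2(FC) of Col-0 and fmo1-1 had a Pearson correlation of 0.797 at 15 min, 0.932 at 30 min, 0.915 at 3 h and 0.944 at 6 h. With sid2-2 it was 0.805, 0.887, 0.882 and 0.86. Genes are not independent replicates, so no p is given for these correlations.

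Of the genes up in Col-0 in the fit of 72 libraries, 18 of 45 were up in fmo1-1 at 15 min, 28 of 39 at 30 min, 64 of 83 at 3 h and 61 of 93 at 6 h. The largest rises in fmo1-1, by log2(FC), or by CPM of mock and NHP libraries for genes near 0 in one of them, were WRKY38 (4.38), AT3G44870 (3.92) and WRKY54 (3.27) at 15 min, WRKY38 (6.46), WRKY62 (from 0.0819 to 5.72 CPM) and WRKY54 (4.10) at 30 min, ARD3 (5.78), WRKY38 (5.03) and PCC1 (from 0.0738 to 2.02 CPM) at 3 h and ARD3 (5.03), AT1G19960 (4.39) and AT3G22235 (4.04) at 6 h. The largest falls were PR1 (-3.07), FRO5 (-2.81) and LURP1 (-2.53) at 15 min, AGD11 (-1.75), MES13 (-1.71) and AT4G22640 (-1.66) at 30 min, AT5G04730 (-1.91), G3Pp2 (-1.74) and AT2G41810 (-1.67) at 3 h and AT5G11975 (from 2.23 to 0.055 CPM), AT5G04730 (-2.90) and FRO4 (-2.29) at 6 h. PR1 in Col-0 at 15 min rose by 2.30 on the log2 scale (adjusted p = 0.047), a call lost with all 72 libraries, no filter, the replicate block and only the libraries of the comparison (adjusted p up to 0.123). It was also lost without mock 1, mock 2, mock 3, NHP 2 or NHP 3 (adjusted p up to 0.209).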
